# Comparative Morphological, Metabolic and Transcriptome Analyses in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ Zebrafish Mutants Identified a Functional Non-Redundancy of the Elmo Proteins

**DOI:** 10.3389/fcell.2022.918529

**Published:** 2022-07-08

**Authors:** Mike Boger, Katrin Bennewitz, David Philipp Wohlfart, Ingrid Hausser, Carsten Sticht, Gernot Poschet, Jens Kroll

**Keywords:** ELMO1, ELMO2, ELMO3, Elmo protein family, vasculature, zebrafish

## Abstract

The ELMO protein family consists of the homologues ELMO1, ELMO2 and ELMO3. Several studies have shown that the individual ELMO proteins are involved in a variety of cellular and developmental processes. However, it has poorly been understood whether the Elmo proteins show similar functions and act redundantly. To address this question, *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish were generated and a comprehensive comparison of the phenotypic changes in organ morphology, transcriptome and metabolome was performed in these mutants. The results showed decreased fasting and increased postprandial blood glucose levels in adult *elmo1* ^*−/−*^, as well as a decreased vascular formation in the adult retina in *elmo1* ^*−/−*^, but an increased vascular formation in the adult *elmo3* ^*−/−*^ retina. The phenotypical comparison provided few similarities, as increased Bowman space areas in adult *elmo1* ^*−/−*^ and *elmo2* ^*−/−*^ kidneys, an increased hyaloid vessel diameter in *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^ and a transcriptional downregulation of the vascular development in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish larvae. Besides this, *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish exhibited several distinct changes in the vascular and glomerular structure and in the metabolome and the transcriptome. Especially, *elmo3* ^*−/−*^ zebrafish showed extensive differences in the larval transcriptome and an impaired survivability. Together, the data demonstrated that the three zebrafish Elmo proteins regulate not only similar but also divergent biological processes and mechanisms and show a low functional redundancy.

## Introduction

The engulfment and cell motility (ELMO) protein family consists of the three proteins ELMO1, ELMO2 and ELMO3. ELMO proteins are evolutionary conserved and represented in several organisms, including *C. elegans*, *D. melanogaster* and in higher vertebrates such as zebrafish, mouse and human. They are established binding partners of dedicator of cytokinesis (DOCK) family members to regulate the activity of Rac family small GTPase 1 (RAC1) through their function as guanine nucleotide exchange factors (GEF) (Gumienny et al., 2001; Zhou et al., 2001; Brugnera et al., 2002; Katoh and Negishi, 2003; Lu et al., 2004; Cetinkaya et al., 2016; Tran et al., 2021). ELMO/DOCK directed RAC1 activation regulates important basic cellular functions such as cell migration, cytoskeleton organization, phagocytosis, the engulfment of apoptotic cells and myoblast fusion (Gumienny et al., 2001; Wu et al., 2001; Brugnera et al., 2002; Grimsley et al., 2004; Park et al., 2007; Geisbrecht et al., 2008; Elliott et al., 2010; Hamoud et al., 2014; Sun et al., 2015; Peotter et al., 2016; Tran et al., 2021).

As RAC1 regulators, ELMO proteins are involved in a variety of cellular and developmental processes in which they execute specific functions, as in nervous system development and disorders (Katoh and Negishi, 2003; Biersmith et al., 2011; Franke et al., 2012; Namekata et al., 2012; Lanoue et al., 2013; Mehawej et al., 2018; Tran et al., 2021). ELMO1 and ELMO2 promote axon guidance (Makihara et al., 2018) and *elmo1* ^*−/−*^ zebrafish showed reduced apoptotic neuronal death and regulation of axon myelination and neuronal numbers (Mikdache et al., 2019). ELMO3 mutations were recently suggested as the cause of developmental delay and autism in humans (Tran et al., 2021). ELMO proteins were linked to multiple other diseases, such as cancer, diabetes mellitus, inflammatory bowel disease and arthritis (Shimazaki et al., 2005; Hathaway et al., 2016; Sayed et al., 2020; Arandjelovic et al., 2021). Respective studies provided insights into the variety of the ELMO proteins’ functions as promotive factors for cell growth, proliferation and metastasis in multiple human carcinomas (Peng et al., 2016; Hu et al., 2018; Pan et al., 2019). ELMO3 is commonly suggested as a negative prognostic marker when overexpressed in different cancer types (Fan et al., 2015; Haymerle et al., 2017; Kadletz et al., 2017). Additionally, ELMO3 was recently described as a regulator of RAC1 activity promoting cell migration (Tran et al., 2021) and thereby shown to act similar to ELMO1 and ELMO2. Further functions of ELMO3, regarding developmental processes are still poorly understood.

In mouse models, ELMO1 was identified as a microbial sensor in epithelial and phagocytic cells that activates inflammatory signals and as a required factor for bacterial internalization and monocyte recruitment in inflammatory bowel disease (Sayed et al., 2020). *Elmo1* ^*−/−*^ mouse models of osteoporosis and arthritis showed reduced bone erosion and identified ELMO1 as positive regulator of osteoclast function and bone loss (Arandjelovic et al., 2021). In addition Elmo1 was described as a promotor of angiogenesis and early vascular development in zebrafish (Epting et al., 2010; Schäker et al., 2015). Remarkably, worldwide genetic studies in humans reported a susceptibility of diabetic patients with gene variants of *ELMO1*, *ELMO2* or *ELMO3* to develop kidney damage (Shimazaki et al., 2005; Bento et al., 2008; Leak et al., 2009; Hanson et al., 2010; Wu et al., 2013; Alberto Ramirez-Garcia et al., 2015; Liu et al., 2015; Turki et al., 2018). This suggested a contribution of the *ELMO* gene family in the development of diabetic nephropathy. Studies analyzing the role of ELMO1 in kidney function described an aggravation of nephropathy in mice with type 1 diabetes (Shimazaki et al., 2005; Hathaway et al., 2016) and a promotion of glomerular injury through dysregulation of the extracellular matrix (ECM) (Shimazaki et al., 2006) in presence of ELMO1. ELMO2 was shown to regulate the insulin dependent expression and membrane translocation of GLUT4 in human skeletal muscle cells and adipocytes, indicating a potential involvement in glucose homeostasis (Sun et al., 2016).

Together, these studies have identified various functions of the individual ELMO proteins; however, most existing studies used variable experimental parameters such as different animal organisms, different cell systems, different experimental approaches and non-related research topics. Furthermore, they predominantly provided data about one ELMO protein and no comparative data about all three. Thus, it remained unclear if the three ELMO proteins share common functions and if they regulate similar or diverse biological processes.

Therefore, this study aimed to analyze the functions of all three members of the Elmo protein family in the vasculature, kidney morphology and glucose homeostasis in one animal model. We generated knockout mutant zebrafish of *elmo1*, *elmo2* and *elmo3* and identified, despite few similarities, several functional differences between *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ animals. We observed an impaired survivability of *elmo3* ^*−/−*^ zebrafish, decreased fasting and increased postprandial blood glucose levels in adult *elmo1* ^*−/−*^, as well as a decreased vascular formation in the adult retina in *elmo1* ^*−/−*^ but an increased vascular formation in the adult retina in *elmo3* ^*−/−*^. Besides a common transcriptional downregulation of the vascular development in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish larvae, the three mutants, especially *elmo3* ^*−/−*^, revealed several differences in the regulation of the larval transcriptome. These new findings clearly demonstrate a functional diversity and non-redundancy between the three Elmo proteins in zebrafish.

## Results

### Amino Acid Sequence Comparison of Elmo1, Elmo2 and Elmo3 and Generation of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ Zebrafish Lines

A comprehensive, comparative investigation, especially *in vivo*, addressing the questions if ELMO proteins share identical functions, has not been done yet. Previous studies showed overlapping and varying expression patterns of *elmo1*, *elmo2* and *elmo3* in retinal, vascular, neuronal and glomerular structures in zebrafish larvae and that Elmo1 regulates the vascular structure in the developing zebrafish and the glomerular structure in diabetic mice (Shimazaki et al., 2005; Epting et al., 2010; Cetinkaya et al., 2016; Hathaway et al., 2016). Therefore, this study aimed to analyze all three Elmo proteins in zebrafish to find potential differences and similarities.

An alignment of the amino acid sequences of zebrafish Elmo1, Elmo2 and Elmo3 showed a shared identity of 43% within all three proteins (Supplementary Figure S1). Human ELMO1, ELMO2 and ELMO3 exhibit an identity of 45% in amino acid sequence (Supplementary Figure S2), therefore similar to zebrafish. Elmo1 and Elmo2 in zebrafish displayed an identity of 63%, Elmo1 and Elmo3 58% and Elmo2 and Elmo3 50% in the amino acid sequence. The armadillo-like helical domain of unknown function present in all Elmo proteins is 41% identical, the functional not well described ELMO domain is 40% identical and the pleckstrin homology domain regulating the interaction with Dock180 to promote Rac1 activity shares 58% identity between Elmo1, Elmo2 and Elmo3 (Zhou et al., 2001; Lu et al., 2004; Bowzard et al., 2007; Komander et al., 2008; East et al., 2012). Although these amino acid comparisons showed some similarities between Elmo1, Elmo2 and Elmo3, they also exhibited remarkable differences. Therefore, zebrafish Elmo1, Elmo2 and Elmo3 are not highly conserved and variable functions between the different Elmo proteins can be expected.

To investigate the functions of Elmo1, Elmo2 and Elmo3 through the consequences of the loss of each protein, *elmo1*, *elmo2* and *elmo3* knockout zebrafish lines were generated with the CRISPR/Cas9 system in the reporter line *Tg(fli1:EGFP)*. For each gene a frameshift mutation was generated which resulted in an early stop codon in the mRNA sequence and therefore in a premature termination of the translation (Figures 1A,C,E). For the *elmo1* ^*−/−*^ line, a 10 base pair (bp) insertion in exon 2 was induced (Figure 1A), for the *elmo2* ^*−/−*^ line, a 17 bp deletion in exon 9 (Figure 1C) and for the *elmo3* ^*−/−*^ line, a 10 bp deletion in exon 2 were induced (Figure 1E). The mutation in *elmo1* is predicted to lead to a 16 amino acids short version of the Elmo1 protein lacking all three known domains. The mutation in *elmo2* is predicted to lead to a 324 amino acids short version of the Elmo2 protein lacking the majority of the ELMO domain and the entire PH domain. The mutation in *elmo3* is predicted to lead to a 30 amino acids short version of the Elmo3 protein lacking all three domains. Therefore, the created premature-translation-termination codons in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish lead to remaining peptides which cannot be functional and result in the loss of the respective protein. The mutations were analyzed and verified by sequencing genomic DNA. Furthermore, mutations were validated on RNA level by reverse transcription polymerase chain reaction (RT-PCR), for each gene, respectively (Figures 1B,D,F).

**FIGURE 1:**
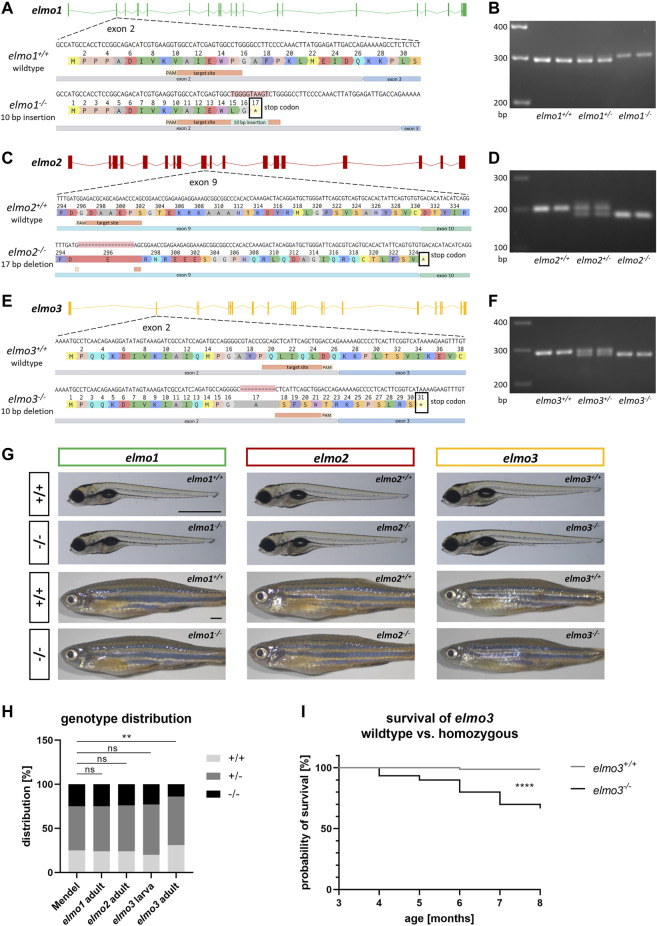
Generation of *elmo1*, *elmo2* and *elmo3* knockout zebrafish lines. **(A)** Exon map of the zebrafish *elmo1* gene and the position of the CRISPR target site designed for zebrafish *elmo1* targeting exon 2. Sequencing results of cDNA sequence and the resulting amino acid sequence from *elmo1* ^*+/+*^ and the generated *elmo1* ^*−/−*^ line with a 10 bp insertion. The resulting stop codon is indicated with a star. **(B)** The 10 base pair insertion in *elmo1* was confirmed on RNA level by gel electrophoretic segregation of PCR products of cDNA which was synthesized from mRNA from *elmo1* ^*+/+*^, *elmo1* ^*+/−*^ and *elmo1* ^*−/−*^ larvae at 120 hpf. PCR product size: wild type 298 bp, homozygous 308 bp. **(C)** Exon map of the zebrafish *elmo2* gene and the position of the CRISPR target site designed for zebrafish *elmo2* targeting exon 9. Sequencing results of cDNA sequence and the resulting amino acid sequence from *elmo2* ^*+/+*^ and the generated *elmo2* ^*−/−*^ line with a 17 bp deletion. The resulting stop codon is indicated with a star. **(D)** The 17 base pair deletion in *elmo2* was confirmed on RNA level by gel electrophoretic segregation of PCR products of cDNA which was synthesized from mRNA from *elmo2* ^*+/+*^, *elmo2* ^*+/-*^ and *elmo2* ^*−/−*^ larvae at 120 hpf. PCR product size: wild type 198 bp, homozygous 181 bp. **(E)** Exon map of the zebrafish *elmo3* gene and the position of the CRISPR target site designed for zebrafish *elmo3* targeting exon 2. Sequencing results of cDNA sequence and the resulting amino acid sequence from *elmo3* ^*+/+*^ and the generated *elmo3* ^*−/−*^ line with a 10 bp deletion. The resulting stop codon is indicated with a star. **(F)** The 10 base pair deletion in *elmo3* was confirmed on RNA level by gel electrophoretic segregation of PCR products of cDNA which was synthesized from mRNA from *elmo3* ^*+/+*^, *elmo3* ^*+/−*^, and *elmo3* ^*−/−*^ larvae at 120 hpf. PCR product size: wild type 290 bp, homozygous 280 bp. **(G)** Representative light microscopy pictures of larvae at 120 hpf and adults (8–13 mpf) of *elmo1* ^*+/+*^, *elmo1* ^*−/−*^, *elmo2* ^*+/+*^, *elmo2* ^*−/−*^, *elmo3* ^*+/+*^, and *elmo3* ^*−/−*^ zebrafish. Scale bar is 1 mm. **(H)** Genotype distribution of Mendelian inheritance and the filial generation of *elmo1* (*n* = 358), *elmo2* (*n* = 354) and *elmo3* (*n*_larva_ = 100, *n*_adult_ = 224) after heterozygous *inter se* crossings. Age of adults was 3 mpf and age of larvae was 120 hpf. The genotype distribution in *elmo3* adults was altered to the Mendelian inheritance. **(I)** Reduced survival rate of adult *elmo3* ^*−/−*^ (*n* = 30) compared to *elmo3* ^*+/+*^ (*n* = 74) zebrafish over the age of 3–8 months. Statistical analysis was done with chi-square test and logrank test. **p < 0.01, ****p < 0.0001. ns, not significant; bp, base pair; hpf, hours post fertilization; mpf, months post fertilization.

Due to the homology within the Elmo protein family in zebrafish (Supplementary Figure S1), expression analyses in zebrafish larvae were applied *via* reverse transcription quantitative polymerase chain reaction (RT-qPCR) to assess the expression of the *elmo* genes in the early development in wild types (Supplementary Figure S3A) and to examine if they compensate for each other in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ at 120 hpf, respectively (Supplementary Figure S4). In wild type zebrafish larvae the expression of *elmo1* was over ten times higher than the expression of *elmo2* and over five times higher than the expression of *elmo3* over the first 5 days of development (Supplementary Figure S3A). In *elmo1* ^*−/−*^ mutant larvae *elmo1* RNA was decreased (Supplementary Figure S4A) and in *elmo2* ^*−/−*^ mutant larvae *elmo2* RNA was decreased at 120 hpf (Supplementary Figure S4B), whereas *elmo3* RNA was not changed in *elmo3* ^*−/−*^ mutant larvae (Supplementary Figure S4C). Mutations which lead to a premature-translation-termination codon can cause transcript degradation by nonsense-mediated decay or reduced transcription through epigenetic silencing (El-Brolosy and Stainier, 2017; El-Brolosy et al., 2019; Sztal and Stainier, 2020). Therefore, the decreased RNA of *elmo1* in *elmo1* ^*−/−*^ larvae and the decreased RNA of *elmo2* in *elmo2* ^*−/−*^ larvae can be seen as an additional confirmation of the respective frameshift mutations. Likewise the mutated RNA can be insensitive, escape or not trigger this event (Denecke et al., 2004; Inácio et al., 2004; Dabrowska et al., 2018). Remarkably, *elmo1* expression was increased in *elmo2* ^*−/−*^ larvae (Supplementary Figure S4B) which could indicate a compensatory mechanism of Elmo1 during a loss of Elmo2, hinting at a functional similarity.

### Reduced Viability of *elmo3* ^*−/−*^ Zebrafish

In embryonic and larval development gross morphology and viability of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish appeared unaltered compared to their wild type littermates until 120 hours post fertilization (hpf) (Figure 1G). Analysis of genotypes after heterozygous incrosses revealed the expected distribution equal to the Mendelian inheritance of *elmo3* larvae (120 hpf) and of adult [3 months post fertilization (mpf)] *elmo1* and *elmo2* animals (Figure 1H); however, *elmo3* adults (3 mpf) showed an altered genotype distribution with 32% *elmo3* ^*+/+*^, 55% *elmo3* ^*+/−*^ and 13% *elmo3* ^*−/−*^ animals. A subsequent analysis found a significant and progressive decrease in the survival rate of *elmo3* ^*−/−*^ zebrafish starting from 3 months after birth (Figure 1I) due to yet unknown reasons. Together, these results showed a normal development and viability of *elmo1* ^*−/−*^ and *elmo2* ^*−/−*^ zebrafish, but a reduced viability of *elmo3* ^*−/−*^ mutants.

### *elmo1* ^*−/−*^ Zebrafish Exhibited a Reduced and *elmo3* ^*−/−*^ an Increased Vascular Formation in the Adult Retina

Recent reports have shown that an Elmo1 mediated Rac1 activation during angiogenesis induces and maintains the formation of the zebrafish vasculature (Epting et al., 2010; Schäker et al., 2015). Furthermore, RAC1 positively regulates angiogenesis and a loss of RAC1 led to strong vascular alterations in embryonic mice (Tan et al., 2008). To address which impact the loss of Elmo1, Elmo2 or Elmo3 may have on the vasculature in zebrafish, the larval vascular morphology of the trunk (32 and 96 hpf) (Supplementary Figures S5, S6), the larval hyaloid vasculature (120 hpf) (Figures 2A–F) and the adult retinal vasculature (9–15 mpf) (Figures 3A–J) was analyzed in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish. The larval trunk vasculature in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ (Supplementary Figure S5) appeared mostly unaltered. Solely the number of additional sprouts between the intersegmental vessels decreased in *elmo1* ^*−/−*^ mutants compared to *elmo1* ^*+/+*^ (Supplementary Figure S5B). However, at 32 hpf *elmo1* ^*−/−*^ zebrafish larvae displayed a developmental delay of the trunk vasculature compared to *elmo1* ^*+/+*^, which was expressed in ISV formation defects and additional sprouts (Supplementary Figure S6) but not present anymore at 96 hpf. The vasculature of the hyaloids, the precursor of the retinal vasculature (Saint-Geniez and D'Amore, 2004), of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ larvae exhibited no changes in vascular branching and sprouting compared to *elmo1* ^*+/+*^, *elmo2* ^*+/+*^, and *elmo3* ^*+/+*^ (Figure 2). Interestingly, both *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish revealed an increase in the vessel diameter (Figures 2A,C,D,F). In contrast, in the adult retinal vasculature (Figure 3A), branches and sprouts decreased in *elmo1* ^*−/−*^ zebrafish compared to *elmo1* ^*+/+*^ (Figures 3B,E). In *elmo2* ^*−/−*^ zebrafish, branches were unchanged, but sprouts also decreased compared to *elmo2* ^*+/+*^ (Figures 3C,F). Contrary to the reduced vascular formation in *elmo1* ^*−/−*^ retinae branches in *elmo3* ^*−/−*^ zebrafish increased and sprouts showed no change compared to *elmo3* ^*+/+*^ (Figures 3D,G). RT-qPCR based expression experiments on adult eyes (13 mpf) revealed a different expression of *elmo1*, *elmo2*, and *elmo3* (Supplementary Figure S3B), providing a potential explanation for the different phenotypes. Together, the data in the *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish mutants revealed different phenotypic alterations in the trunk, hyaloid and retinal vasculature, which suggests the Elmo proteins as important regulators of the vasculature modulating similar and diverse processes in vascular development and morphogenesis.

**FIGURE 2:**
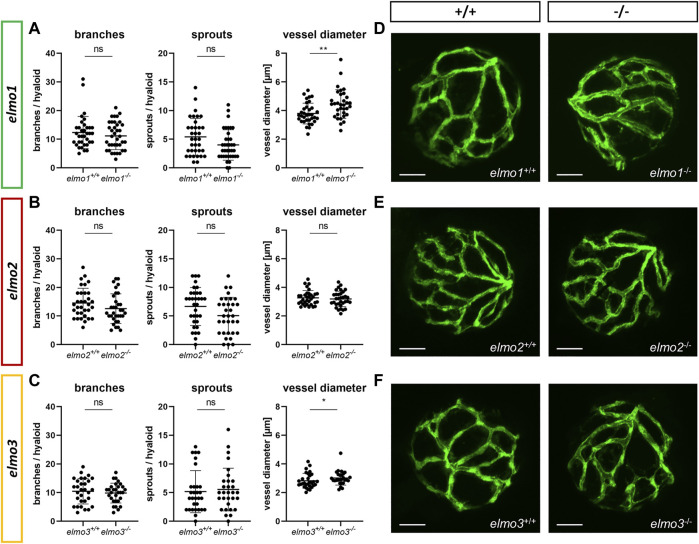
The loss of Elmo1 and Elmo3, respectively, led to an increased diameter of hyaloid blood vessels in zebrafish larvae. **(A)** Quantification of larval hyaloid vasculature at 120 hpf showed no changes in branches and sprouts but an increase in the vessel diameter in *elmo1* ^*−/−*^ compared to *elmo1* ^*+/+*^. *n* = 33–37 hyaloids per group. **(B)** Quantification of larval hyaloid vasculature at 120 hpf showed no changes in branches, sprouts and vessel diameter in *elmo2* ^*−/−*^ compared to *elmo2* ^*+/+*^. *n* = 33 hyaloids per group. **(C)** Quantification of larval hyaloid vasculature at 120 hpf showed no changes in branches and sprouts but an increase in the vessel diameter in *elmo3* ^*−/−*^ compared to *elmo3* ^*+/+*^. *n* = 27–31 hyaloids per group. **(D–F)** Representative confocal microscopy images of the hyaloid vasculature of *elmo1* ^*+/+*^ and *elmo1* ^*−/−*^ **(D)**, *elmo2* ^*+/+*^ and *elmo2* ^*−/−*^ **(E)** and *elmo3* ^*+/+*^ and *elmo3* ^*−/−*^ **(F)** zebrafish larvae at 120 hpf. Scale bar is 50 µm. Statistical analysis was done with *t*-test and Mann-Whitney test. *p < 0.05, **p < 0.01. ns, not significant; hpf, hours post fertilization.

**FIGURE 3:**
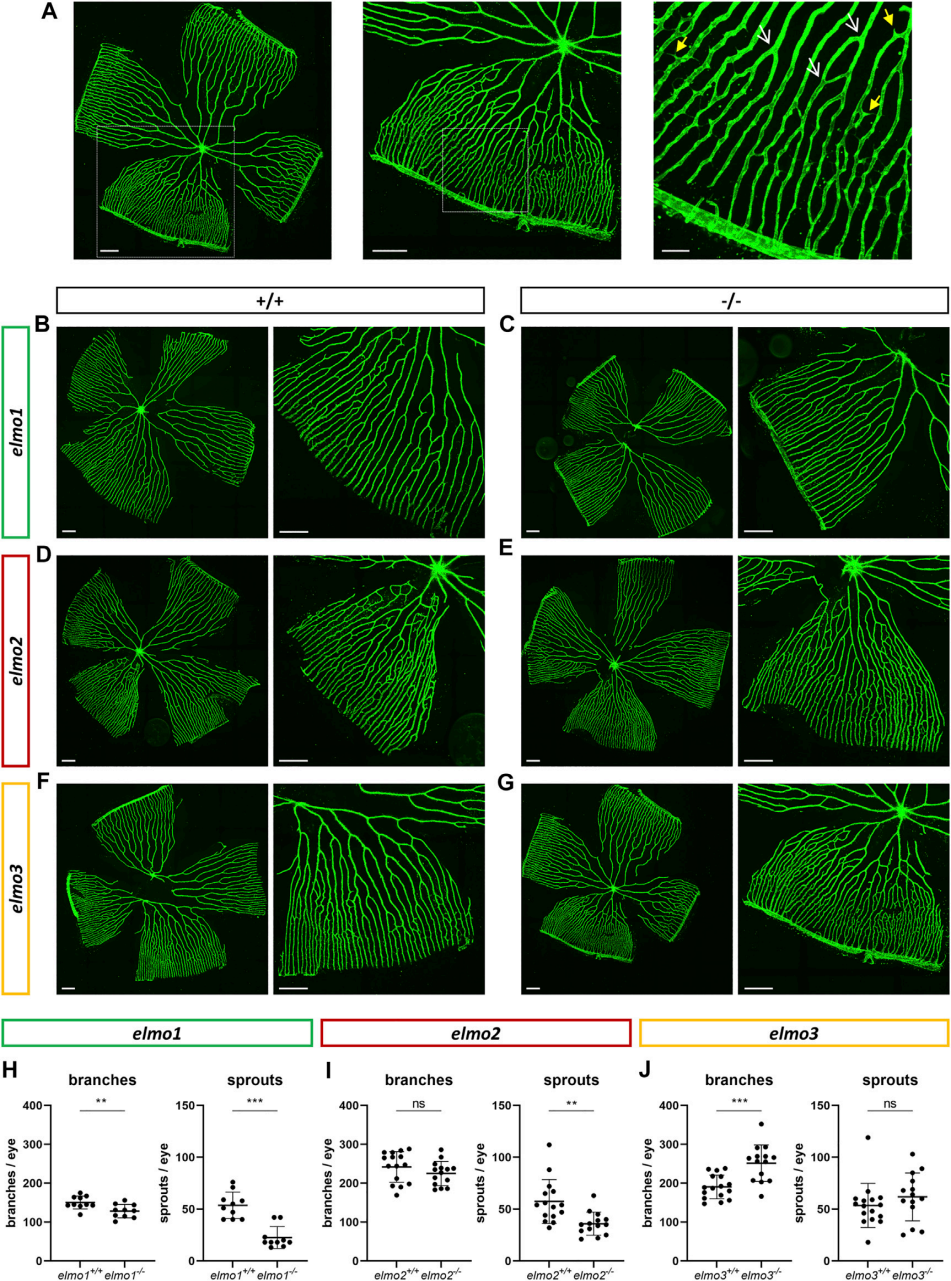
Different regulation of the retinal vasculature through Elmo1, Elmo2 and Elmo3 in adult zebrafish. **(A)** Exemplary pictures of a confocal scan of an adult zebrafish retinal vasculature. White squares each indicate the section of the image on the right. Scale bars are 200 µm (left, middle) and 50 µm (right). Representative vascular branches are indicated with a yellow arrow with a full arrowhead and sprouts are indicated with a white arrow with an open arrowhead. **(B–G)** Representative confocal microscopy images of the retina vasculature of *elmo1* ^*+/+*^ **(B)** and *elmo1* ^*−/−*^ **(C)**, *elmo2* ^*+/+*^ **(D)** and *elmo2* ^*−/−*^ **(E)** and *elmo3* ^*+/+*^ **(F)** and *elmo3* ^*−/−*^ **(G)** adult zebrafish. **(H)** Quantification of the adult retina vasculature showed a decrease in branches and sprouts in *elmo1* ^*−/−*^ compared to *elmo1* ^*+/+*^. *n* = 10 retinae per group. **(I)** Quantification of the adult retina vasculature showed no changes in branches and a decrease in sprouts in *elmo2* ^*−/−*^ compared to *elmo2* ^*+/+*^. *n* = 14–15 retinae per group. **(J)** Quantification of the adult retina vasculature showed an increase in branches and no changes in sprouts in *elmo3* ^*−/−*^ compared to *elmo3* ^*+/+*^. *n* = 14–16 retinae per group. Analyzed retinae were obtained from animals of 9–15 mpf. Scale bar is 200 µm. Statistical analysis was done with *t*-test and Mann-Whitney test. **p < 0.01, ***p < 0.001. ns, not significant; mpf, months post fertilization.

### The Loss of Elmo Proteins Led to Structural Changes in Adult Zebrafish Glomeruli

*ELMO* gene variants have been associated with diabetic kidney disease (Shimazaki et al., 2005; Bento et al., 2008; Leak et al., 2009; Hanson et al., 2010; Wu et al., 2013; Alberto Ramirez-Garcia et al., 2015; Liu et al., 2015; Turki et al., 2018), especially for ELMO1, which promotes the development of nephropathy in diabetic mice (Hathaway et al., 2016), and was suggested to promote the development of glomerular injury through dysregulation of the extracellular matrix (ECM) (Shimazaki et al., 2006). To investigate if the three Elmo proteins have an essential function in kidney formation, we analyzed whether adult *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish kidneys (9–15 mpf) showed an altered morphology with a special focus on the glomeruli. The *elmo* gene expression (Supplementary Figure S3B) and overall structure of the kidney and the glomerular structures were analyzed *via* PAS staining and quantified for the cell number, the size of the glomeruli and their corresponding bowman space and capillary area. The gross morphology of the kidneys showed no abnormal alterations in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish (Figure 4). Furthermore, in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ the number of glomerular nuclei was unchanged compared to their wild type littermates (Figures 4A–D). *elmo1* ^*−/−*^ glomeruli exhibited an unchanged glomerulus size and capillary area, but an increased bowman space (Figure 4B). *elmo2* ^*−/−*^ glomeruli also displayed an increased bowman space besides an increased glomerulus size, but no change in the capillary area (Figure 4C). *elmo3* ^*−/−*^ glomeruli showed no changes in the size of the glomeruli, the bowman space or the capillary area (Figure 4D). To analyze if parts of the filtration unit of the glomerulus, specifically the glomerular basement membrane (GBM) was altered, electron microscopy (EM) images of the glomeruli were taken, analyzed and the thickness of the GBM was measured. The GBM thickness of *elmo1* ^*−/−*^ and *elmo2* ^*−/−*^, respectively showed no significant change to the GBM thickness of *elmo1* ^*+/+*^ (Figures 5A,D) and *elmo2* ^*+/+*^ (Figures 5B,E) glomeruli. In contrast, the GBM thickness of *elmo3* ^*−/−*^ was increased compared to *elmo3* ^*+/+*^ (Figures 5C,F). In summary, the loss of Elmo1, Elmo2 or Elmo3, respectively, led to different changes in the glomerulus morphology, indicating a divergent impact of the three Elmo proteins on the development of the zebrafish kidney.

**FIGURE 4:**
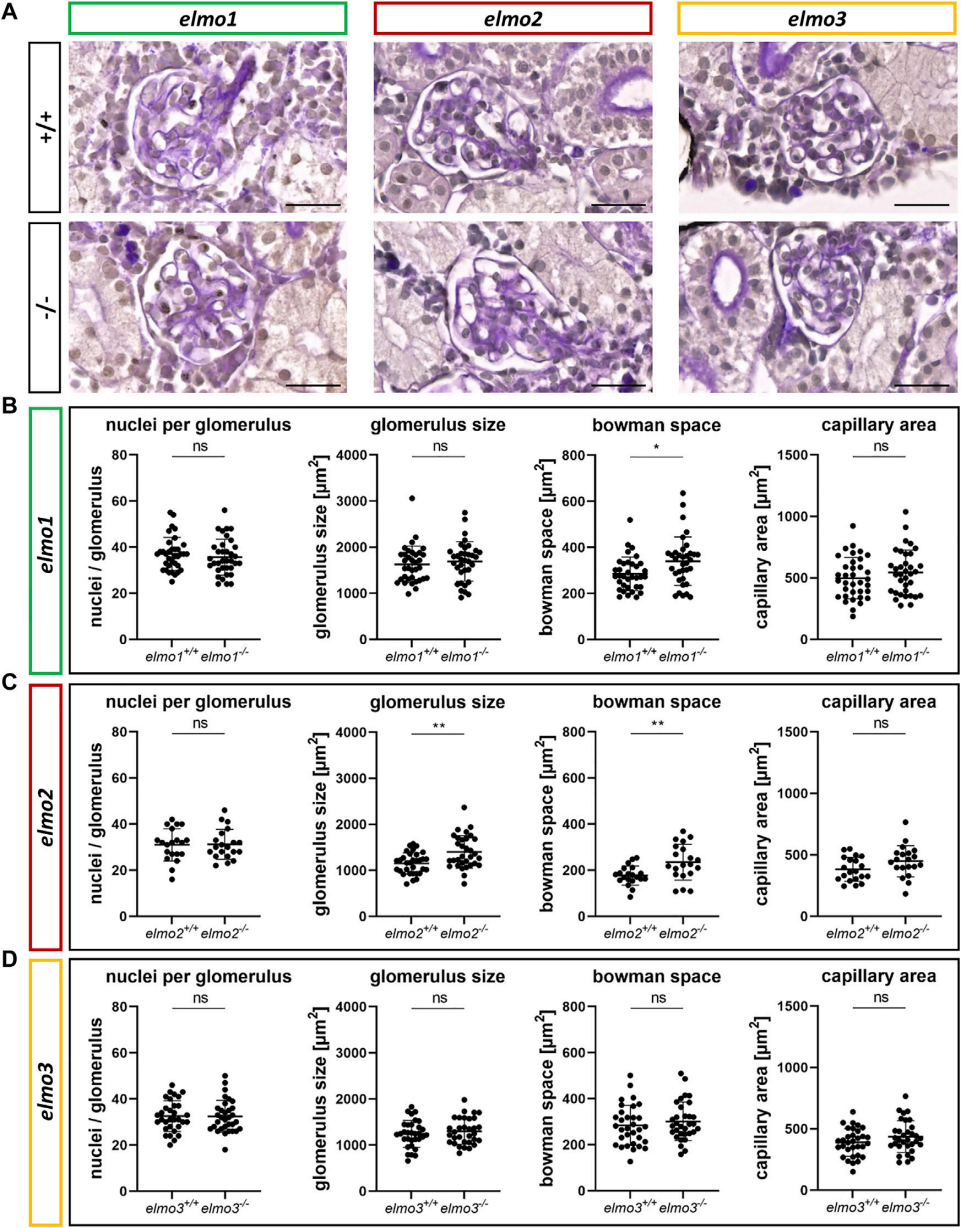
Different regulation of the glomerular structure through Elmo1, Elmo2 and Elmo3 in the kidney of adult zebrafish. **(A)** Representative light microscopy images of PAS stained sections of glomeruli in the kidney of *elmo1* ^*+/+*^ and *elmo1* ^*−/−*^, *elmo2* ^*+/+*^ and *elmo2* ^*−/−*^ and *elmo3* ^*+/+*^ and *elmo3* ^*−/−*^ adult zebrafish (9–13 mpf). Scale bar is 20 µm. **(B)** Analysis of the glomerulus structure in adult zebrafish kidneys showed no changes in the number of nuclei, glomerulus size and capillary area but an increase in the bowman space in *elmo1* ^*−/−*^ compared to *elmo1* ^*+/+*^. *n* = 35 glomeruli per group, always seven glomeruli per kidney. **(C)** Analysis of the glomerulus structure in adult zebrafish kidneys showed no changes in the number of nuclei and the capillary area but an increase in glomerulus size and bowman space in *elmo2* ^*−/−*^ compared to *elmo2* ^*+/+*^. *n* = 20 glomeruli per group, always five per kidney. **(D)** Analysis of the glomerulus structure in adult zebrafish kidneys showed no alterations in *elmo3* ^*−/−*^ compared to *elmo3* ^*+/+*^. *n* = 32 glomeruli per group, always eight per kidney. Statistical analysis was done with *t*-test and Mann-Whitney test. *p < 0.05, **p < 0.01. ns, not significant; mpf, months post fertilization.

**FIGURE 5:**
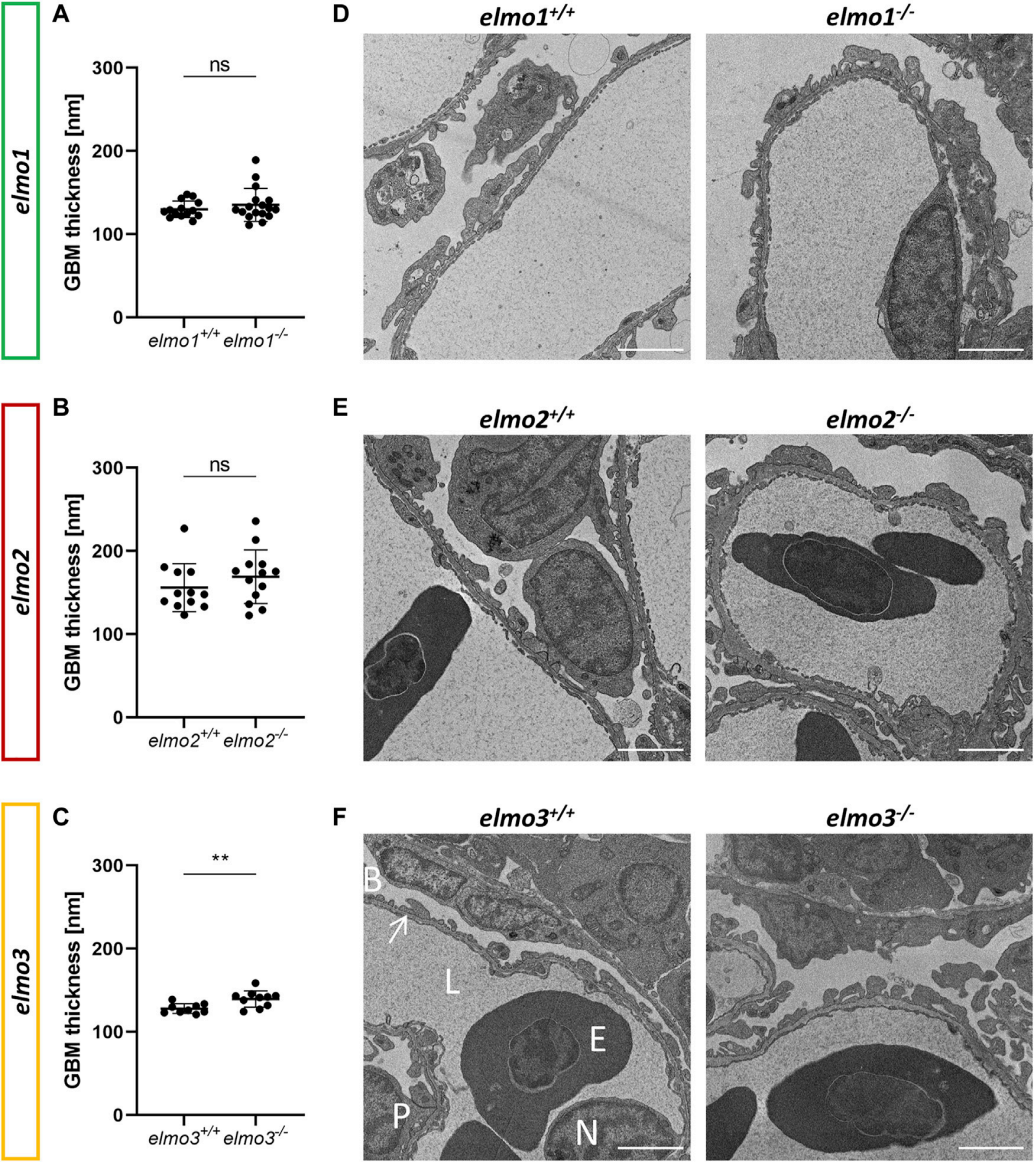
The loss of Elmo3 led to a thickening of the glomerular basement membrane in adult zebrafish kidneys. **(A)** Quantification of the thickness of the GBM in the adult kidney (9–15 mpf) showed no alterations in *elmo1* ^*−/−*^ compared to littermate *elmo1* ^*+/+*^. *n* = 14–17 per group. Each is the mean thickness per one glomerulus. **(B)** Quantification of the thickness of the GBM in the adult kidney showed no alterations in *elmo2* ^*−/−*^ compared to littermate *elmo2* ^*+/+*^. *n* = 12–13 per group. Each is the mean thickness per one glomerulus. **(C)** Quantification of the thickness of the GBM in the adult kidney showed an increase of the GBM thickness in *elmo3* ^*−/−*^ compared to littermate *elmo3* ^*+/+*^. *n* = 9–10 per group. Each is the mean thickness per one glomerulus **(D–F)** Representative electron microscopy images of glomerulus sections of adult zebrafish kidneys of *elmo1* ^*+/+*^ and *elmo1* ^*−/−*^ **(D)**, *elmo2* ^*+/+*^ and *elmo2* ^*−/−*^ **(E)** and *elmo3* ^*+/+*^ and *elmo3* ^*−/−*^ **(F)**. Exemplarily glomerulus compartments as GBM (arrow), Bowman space (B), endothelial cell nucleus (N), capillary lumen (L), podocyte (P) and erythrocyte (E) are indicated in white. Scale bar is 2 µm. Statistical analysis was done with *t*-test and Mann-Whitney test. **p < 0.01. ns, not significant; GBM, glomerular basement membrane; mpf, months post fertilization.

### Elmo1 Regulates Adult Blood Glucose Homeostasis in Zebrafish

Previous studies have described the ELMO proteins as promotors for RAC1 activity (Gumienny et al., 2001; Brugnera et al., 2002; Katoh and Negishi, 2003; Cetinkaya et al., 2016; Tran et al., 2021) and RAC1 was shown to be an important regulator of the glucose homeostasis by ensuring the vesicular insulin transport by organizing the pancreatic cytoskeleton during glucose induced insulin secretion (Kowluru, 2011; Møller et al., 2019). Furthermore, a lack of RAC1 is associated with insulin resistance in humans and rodents (Sylow et al., 2013; Sylow et al., 2014; Raun et al., 2018) and ELMO2 and RAC1, both regulate the insulin dependent membrane translocation of the glucose transporter 4 (GLUT4) in muscle cells (Sun et al., 2016). To address the question if Elmo1, Elmo2 or Elmo3 maintain glucose homeostasis in zebrafish, whole body glucose content of larval (120 hpf) and blood glucose levels of adult (7–15 mpf) *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish were measured (Figure 6). Interestingly, adult blood glucose levels of fasted *elmo1* ^*−/−*^ zebrafish were decreased compared to *elmo1* ^*+/+*^ zebrafish (Figure 6B), whereas postprandial blood glucose levels were increased (Figure 6C). In *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ adult blood glucose levels, both fasting and postprandial, were unaltered compared to *elmo2* ^*+/+*^ (Figures 6E,F) and *elmo3* ^*+/+*^ (Figures 6H,I) and also the whole body glucose between *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^, and *elmo1* ^*+/+*^, *elmo2* ^*+/+*^ and *elmo3* ^*+/+*^ larvae at 120 hpf showed no differences (Figures 6A,D,G). In conclusion, these data have identified an important impact and thereby a novel function of Elmo1 in maintaining the regulation of blood glucose levels in adult zebrafish, thereby functionally differentiating itself from Elmo2 and Elmo3.

**FIGURE 6:**
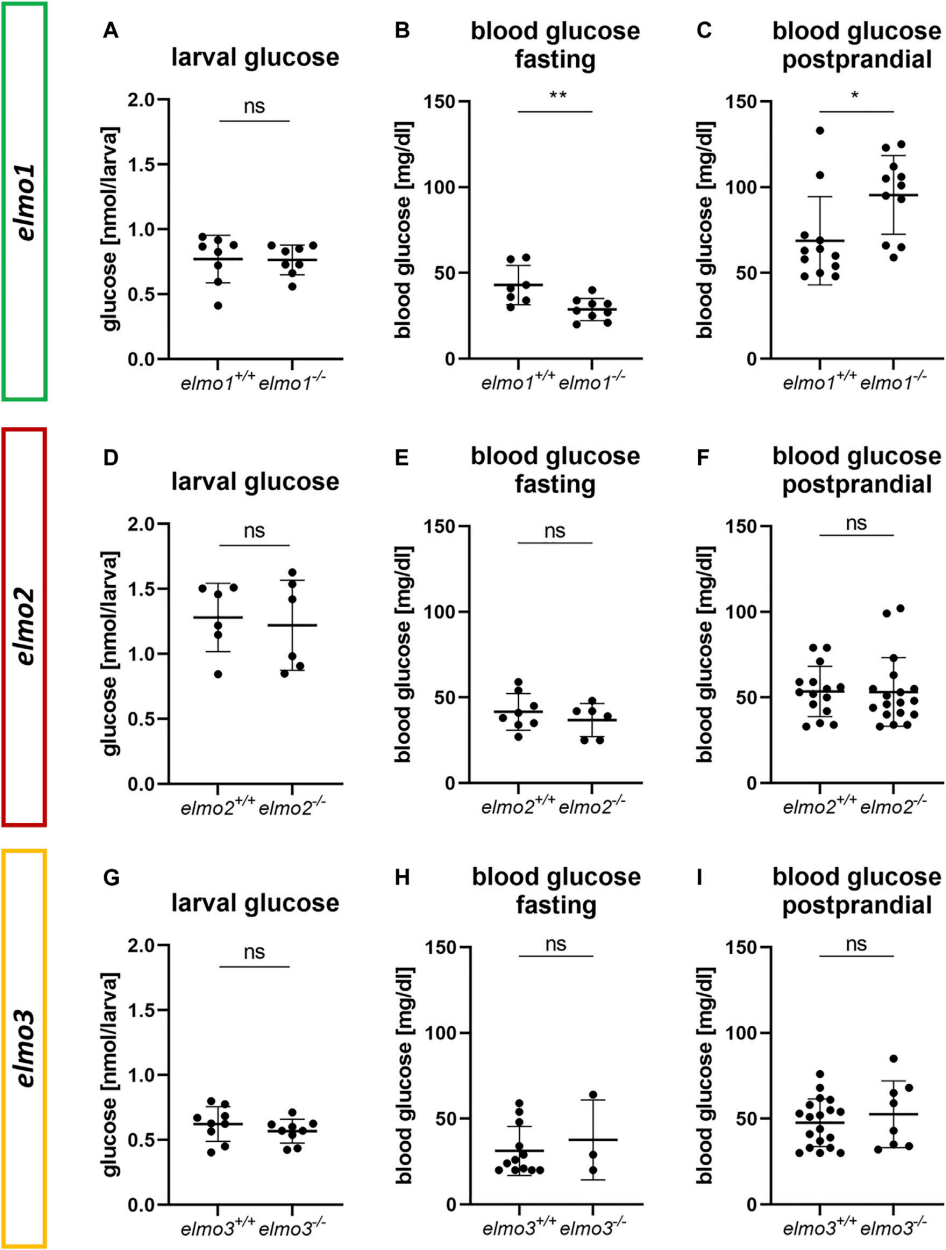
The loss of Elmo1 led to altered blood glucose levels in adult zebrafish. **(A)** Whole body glucose levels were not changed in *elmo1* ^*−/−*^ compared to *elmo1* ^*+/+*^ at 120 hpf. *n* = 8 samples per group, each containing 20 zebrafish larvae. **(B)** Fasting blood glucose levels were decreased in adult *elmo1* ^*−/−*^ *.* **(C)** Postprandial blood glucose levels were increased in adult *elmo1* ^*−/−*^. **(D)** Whole body glucose levels were not changed in *elmo2* ^*−/−*^ compared to *elmo2* ^*+/+*^ at 120 hpf. *n* = 6 samples per group, each containing 20 zebrafish larvae. **(E,F)** Fasting and postprandial blood glucose levels were unaltered in adult *elmo2* ^*−/−*^. **(G)** Whole body glucose levels were not changed in *elmo3* ^*−/−*^ compared to *elmo3* ^*+/+*^ at 120 hpf. *n* = 9 samples per group, each containing 20 zebrafish larvae. **(H,I)** Fasting and postprandial blood glucose levels were unaltered in adult *elmo3* ^*−/−*^. Blood glucose was obtained from animals of 7–15 mpf. Statistical analysis was done with *t*-test and Mann-Whitney test. *p < 0.05, **p < 0.01. ns, not significant; hpf, hours post fertilization; mpf, months post fertilization.

### Elmo Proteins Transcriptionally Modulate the Vascular and Neuronal Development of Zebrafish Larvae

To identify underlying pathways of the observed alterations in the vasculature, kidney and in glucose homeostasis in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish and to reveal novel cellular mechanisms regulated by the Elmo proteins, we analyzed the regulation of the transcriptome with RNA sequencing data from zebrafish larvae at 120 hpf based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database for signaling pathways and based on the Gene Ontology Biological Process (GOBP) database for cell processes and mechanisms.

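RNA sequencing values were analysed for the elmo2 line, with 6 elmo2−/− and 6 elmo2+/+ samples, each a pool of 30 whole larvae at 120 hpf. The elmo1 and elmo3 lines were not analysed here. The authors deposited, per gene and sample, under Ensembl identifiers, an estimated count of reads and a TPM value (a unit that takes transcript length into account and sums to the same total in each sample). The paper's text refers the sequencing analysis to Lou et al. and does not name the aligner or the genome build. The estimated counts of a sample summed to between 20116203 and 20560518 in elmo2−/−, with a median of 20439240, and to between 20245232 and 20939679 in elmo2+/+, with a median of 20458516. Estimated counts were rounded to whole numbers, 22259 genes passed edgeR's filter on low counts, and genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, which scales the samples so that most genes do not change. CPM are counts divided by the sample's total after this scaling, on a scale common to all samples. Labels give both genotypes the replicate numbers 1 to 6. The deviations of same-numbered samples from their genotype means had a mean correlation of 0.16 across genes, ranging from -0.25 for replicate 4 to 0.62 for replicate 1, so the comparisons of genes and of gene set scores were also made with the replicate number as a block. The first principal component of log2 CPM held 36.7% of the variance and did not separate the genotypes (exact permutation test, two-sided p = 0.991). The second component held 11.5% and differed between genotypes (p = 0.0130 in the same exact test, without the block and not adjusted for the pair of components examined).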

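The targeted gene elmo2 (ENSDARG00000063527) was lower in each elmo2−/− sample than in any elmo2+/+ sample. Values ranged from 31.4 to 51.6 CPM in elmo2−/− and from 56.3 to 92.4 in elmo2+/+. The mean was 40.7 ± 8.91 CPM (SD, n = 6) in elmo2−/− and 77.2 ± 14.2 (SD, n = 6) in elmo2+/+, 52.6% of the elmo2+/+ mean. The log2 fold change was -0.93 (standard error 0.15), and the genotypes were fully separated (exact permutation test, two-sided p = 0.00216, the smallest that 6 samples against 6 allow). Among all genes tested elmo2 had the smallest unadjusted p, 2.88e-05, but its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.642. With the replicate number as a block, the log2 fold change was -0.93 and the adjusted p 0.0770. The alternative that moved the fold change most was limma on log2(TPM + 0.1), with -1.19 and an adjusted p of 0.0335. For elmo1 (ENSDARG00000098753) the means were 132 ± 15.3 CPM in elmo2−/− and 128 ± 11.5 in elmo2+/+ (SD, n = 6 each), a difference smaller than the spread between replicates (log2 fold change 0.042, standard error 0.086, exact permutation test, two-sided p = 0.695, and exact sign-flip p = 0.500 with the block). The values of elmo3 (ENSDARG00000042126) were the lowest of the 3 elmo genes, with 5.42 ± 1.91 CPM in elmo2−/− and 5.83 ± 1.89 in elmo2+/+ (SD, n = 6 each), and its log2 fold change of -0.10 (standard error 0.24) also lay within the spread (exact permutation p = 0.639, and exact sign-flip p = 0.531 with the block).

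**Figure D1:**
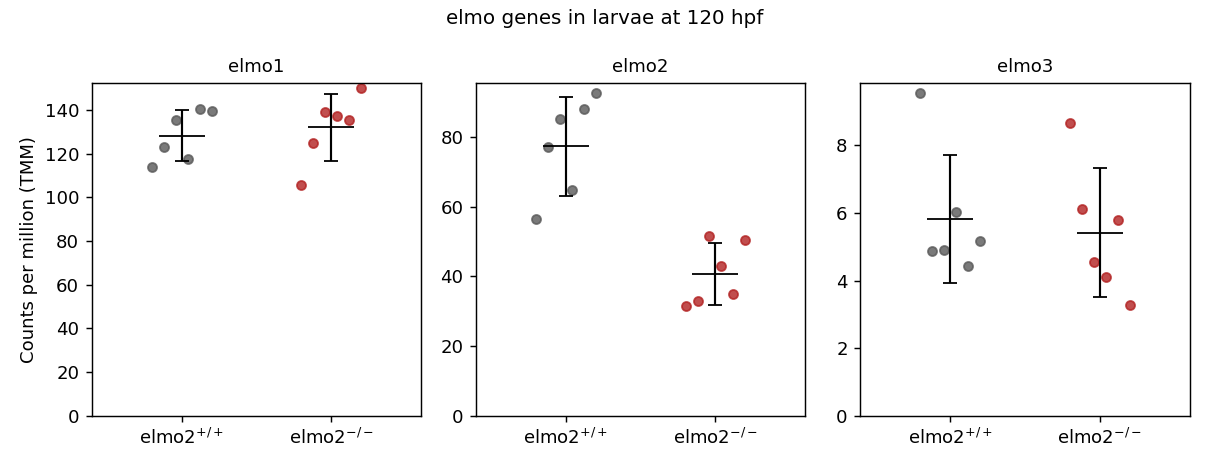
CPM (TMM) of elmo1, elmo2 and elmo3 in the 6 elmo2+/+ and 6 elmo2−/− samples at 120 hpf, each panel with its own vertical axis from 0. Points are pools of 30 larvae, ordered by replicate number, and the bar with whiskers gives the mean ± SD. For elmo2, the elmo2−/− samples lie between 31.4 and 51.6 and the elmo2+/+ samples between 56.3 and 92.4.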

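At the level of single genes, 0 of 22259 genes tested had an adjusted p under 0.05 between elmo2−/− and elmo2+/+ (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1041 genes, 567 higher and 474 lower in elmo2−/−, where 1113 would be expected by chance if no gene changed. The CPM of the genotypes did not overlap for 44 genes, and chance gives 48. With the replicate number as a block, 0 genes passed the adjusted threshold and 1445 the unadjusted one. DESeq2 in place of edgeR called 2 genes, elmo2 and ENSDARG00000100939, the latter named after its values were seen. KEGG and GOBP gene sets were not used here. Instead, 18 sets for the pathways and processes that the paper names were compiled by gene symbol, so their membership differs from the databases. Each sample received one score per set, the mean over the set's genes of log2 CPM minus the gene's mean over the 12 samples, which keeps the pool of larvae as the replicate. Between genotypes, 0 of the 18 scores differed at an adjusted p under 0.05 and 0 at an unadjusted one (exact permutation tests, two-sided). The normalized enrichment score (NES) was computed beside it with fgsea on genes ranked by the signed square root of edgeR's F, and 15 of the sets passed an adjusted p under 0.05. Its p-value comes from permuting genes within one ranking and leaves the spread between pools of larvae aside. The sign of the NES and of the score difference was the same in every set.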

The KEGG based analysis revealed that out of 150 analyzed pathways, 11 were significantly regulated in *elmo1* ^*−/−*^, 9 in *elmo2* ^*−/−*^, and 62 in *elmo3* ^*−/−*^ mutants (Supplementary Table S1). These results suggested a strong impact of Elmo3 on the transcriptional regulation compared to the weaker regulation through the loss of Elmo1 or Elmo2. The altered transcriptional regulation of over one third of the analyzed pathways in *elmo3* ^*−/−*^ zebrafish might be a possible cause for its reduced viability. 

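In elmo2−/−, 84 of 84 Ribosome genes tested were higher (84 with RLE size factors and 82 with library size only in place of TMM), with a mean score of 0.049 ± 0.21 against -0.049 ± 0.11 in elmo2+/+ (log2 scale, SD, n = 6 each). The difference of 0.098 was smaller than the spread between replicates (exact permutation test, two-sided p = 0.342, adjusted p = 0.743 over the 18 sets). With the replicate number as a block, the exact sign-flip test of the 6 same-numbered differences gave p = 0.125, with 4 of 6 differences positive. The NES was 2.81 (adjusted p = 1.72e-14 by gene permutation). Among alternatives on the same scale, the smallest difference was 0.051, in a fit with one sample left out. The largest was 0.18, from only the elmo2−/− samples with library numbers 7 and 8. The genes with the smallest unadjusted p, chosen after their values were seen, were RPL22, RPS18 and rps27.1, with log2 fold changes of 0.23, 0.18 and 0.19 (edgeR adjusted p = 1.00 for each, and between 0.757 and 0.761 with the replicate block).
For ECM-receptor interaction, 77 of 96 genes were lower in elmo2−/−. Scores averaged -0.044 ± 0.23 in elmo2−/− and 0.044 ± 0.19 in elmo2+/+ (SD, n = 6 each), a difference of -0.089 that was not larger than the spread (exact permutation p = 0.476; exact block sign-flip p = 0.156, with 4 of 6 differences negative). The NES was -2.08 (adjusted p = 2.62e-06). By group of elmo2−/− samples, the score difference was -0.0032 (NES -1.07, adjusted p = 0.489 by gene permutation) for library numbers 13 to 16 and -0.26 (NES -2.70, adjusted p = 1.62e-14 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.087 (NES -1.74, adjusted p = 0.00262 by gene permutation) and -0.086 (NES -1.83, adjusted p = 0.000202 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data.
In the Focal adhesion set, 160 of 237 genes were lower, and the score difference was -0.046 with SDs of 0.14 in elmo2−/− and 0.12 in elmo2+/+ (exact permutation p = 0.558; exact block sign-flip p = 0.281). Its NES was -1.51 (adjusted p = 0.00153). For the same groups, its score difference was 0.0094 (NES -0.78, adjusted p = 1.00 by gene permutation) for library numbers 13 to 16 and -0.15 (NES -2.31, adjusted p = 1.08e-13 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.047 (NES -1.32, adjusted p = 0.0427 by gene permutation) and -0.043 (NES -1.41, adjusted p = 0.00821 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. The score difference of Focal adhesion was -0.017 without the genes shared with ECM-receptor interaction. Its NES was then -0.96 (adjusted p = 0.595 by gene permutation), so the call was lost without the shared genes.

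**Figure D2:**
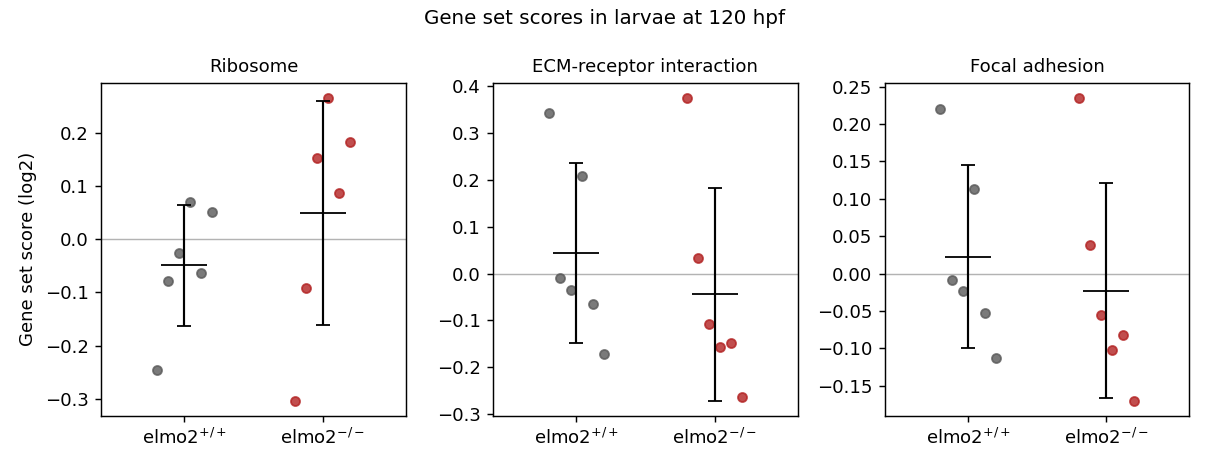
Scores of the Ribosome, ECM-receptor interaction and Focal adhesion sets (log2 scale, relative to the mean of the 12 samples) in the 6 elmo2+/+ and 6 elmo2−/− samples at 120 hpf, each panel with its own vertical axis. Points are pools of 30 larvae ordered by replicate number, and the bar with whiskers gives the mean ± SD. Genotypes overlap in each panel, with Ribosome scores in elmo2−/− from -0.30 for replicate 1 to 0.27 for replicate 4.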

Interestingly, only three pathways in all three *elmo* mutants were found to be regulated in the same direction (Ribosome—upregulated; ECM-receptor interaction—downregulated; Focal adhesion—downregulated). Comparisons between two *elmo* mutants only, also exhibited solely four pathways regulated in the same direction between *elmo1* and *elmo2*, five between *elmo1* and *elmo3* and three between *elmo2* and *elmo3*, indicating only minor functional similarities in the regulation of the larval transcriptome Elmo1, Elmo2 and Elmo3. 

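Scores on the log2 scale were also compared for the other pathways that the paper's Supplementary Table S1 marks as significantly regulated in elmo2−/−. For the Wnt signaling pathway, with 175 genes tested, the difference between elmo2−/− and elmo2+/+ was -0.026 (exact permutation p = 0.381; exact block sign-flip p = 0.312), with an NES of -1.39 (adjusted p = 0.0204). The TGF-beta signaling pathway, with 110 genes, differed by -0.039 (exact permutation p = 0.377; exact block sign-flip p = 0.281), with an NES of -1.51 (adjusted p = 0.0116). Taking the elmo2−/− samples by library number, the Wnt difference was 0.0014 (NES -1.11, adjusted p = 0.379 by gene permutation) for library numbers 13 to 16 and -0.072 (NES -1.77, adjusted p = 4.43e-05 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.0088 (NES -0.88, adjusted p = 0.904 by gene permutation) and -0.069 (NES -1.61, adjusted p = 0.00125 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data. For TGF-beta it was 0.00046 (NES -1.05, adjusted p = 0.489 by gene permutation) for library numbers 13 to 16 and -0.12 (NES -2.00, adjusted p = 8.23e-06 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.016 (NES -0.85, adjusted p = 0.904 by gene permutation) and -0.092 (NES -1.97, adjusted p = 2.86e-05 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. Ribosome biogenesis, with 107 genes, differed by -0.039 (exact permutation p = 0.403; exact block sign-flip p = 0.281), with an NES of -1.96 (adjusted p = 1.08e-05), and by group of elmo2−/− samples -0.032 (NES -1.78, adjusted p = 0.000491 by gene permutation) for library numbers 13 to 16 and -0.051 (NES -1.56, adjusted p = 0.00916 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.090 (NES -2.96, adjusted p = 1.09e-18 by gene permutation) and 0.058 (NES 1.36, adjusted p = 0.0700 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. In the mRNA surveillance pathway, with 80 genes, the difference was -0.014 (exact permutation p = 0.665; exact block sign-flip p = 0.375), with an NES of -1.19 (adjusted p = 0.154). In the same groups of elmo2−/− samples its difference was -0.026 (NES -1.66, adjusted p = 0.00326 by gene permutation) for library numbers 13 to 16 and 0.011 (NES 0.77, adjusted p = 0.928 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.015 (NES -1.15, adjusted p = 0.344 by gene permutation) and -0.017 (NES -0.92, adjusted p = 0.641 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. Melanogenesis, with 123 genes of which 83 were lower, had the smallest exact p of the 18 sets. Its score was -0.029 ± 0.057 in elmo2−/− and 0.029 ± 0.035 in elmo2+/+ (SD, n = 6 each), a difference of -0.057 (exact permutation p = 0.0693, adjusted p = 0.743). All 6 same-numbered differences were negative (exact sign-flip p = 0.031, the smallest that 6 pairs allow, adjusted p = 0.482), and the NES was -1.898 (adjusted p = 2.59e-05). Without the genes shared with Wnt signaling the difference was -0.071. Apoptosis, with 132 genes, was the other set beside Ribosome among these pathways with a positive difference, 0.075 (exact permutation p = 0.212; exact block sign-flip p = 0.125), with an NES of 2.09 (adjusted p = 2.79e-07).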

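Among the 96 ECM-receptor interaction genes tested, 0 passed an adjusted p under 0.05 in elmo2−/− against elmo2+/+ by edgeR's quasi-likelihood test, and 0 lower and 0 higher genes passed an unadjusted p under 0.05. The genes with the smallest unadjusted p in the direction of the set, chosen after their values were seen, were COL9A1, col9a3 and DAG1. COL9A1 (ENSDARG00000073699), a collagen chain, had 52.6 ± 9.39 CPM in elmo2−/− and 63.4 ± 11.1 in elmo2+/+ (SD, n = 6 each; log2 fold change -0.27, standard error 0.13), and its elmo2−/− replicate 1 lay apart from the other elmo2−/− samples. For col9a3 (ENSDARG00000037845), another collagen chain, the means were 139 ± 9.94 and 152 ± 6.49 (log2 fold change -0.12, standard error 0.060). DAG1 (ENSDARG00000016153), which encodes dystroglycan, a receptor for ECM proteins, had 93.0 ± 4.07 in elmo2−/− and 101 ± 6.86 in elmo2+/+ (log2 fold change -0.12, standard error 0.058). The adjusted p was 1.00 for each of these genes, and between 0.707 and 0.779 with the replicate block. With each sample left out in turn, the score difference of the set stayed negative, between -0.17 and -0.029. It was -0.0032 with only the elmo2−/− samples with library numbers 13 to 16 and -0.26 with only those with numbers 7 and 8 (exact permutation p = 0.971 and 0.107, each against all elmo2+/+ samples). Against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data, it was -0.087 and -0.086 (exact permutation p = 0.600 and 0.667). Every elmo2+/+ sample has a library number from 1 to 6, so library number and genotype cannot be told apart.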

The downregulation of ECM-receptor interaction might affect organs depending on a correctly regulated ECM and could be a cause for structural changes as observed in the glomeruli of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish.

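For vascular development, one set of 213 genes of vasculature and blood vessel development, blood vessel morphogenesis and angiogenesis was scored in the elmo2−/− and elmo2+/+ larvae. In elmo2−/−, 147 of these genes were lower and 66 higher. The mean score was -0.019 ± 0.14 in elmo2−/− and 0.019 ± 0.11 in elmo2+/+ (log2 scale, SD, n = 6 each). Its difference, -0.038, was smaller than the SD within either genotype (exact permutation test, two-sided p = 0.600; sign-flip test with the replicate number as a block, p = 0.344, with 3 of 6 differences negative). The NES of the set was -1.45 (adjusted p = 0.00457 by gene permutation). It lost this call without elmo2−/− replicate 4, 5 or 6 (adjusted p = 0.0929, 0.142 and 0.380 by gene permutation). The call was also lost without elmo2+/+ replicate 1, with an NES of -0.81, and kept with any other single sample left out. When the elmo2−/− samples were taken by library number, the score difference of this Vasculature development set was 0.020 (NES 0.85, adjusted p = 1.00 by gene permutation) for library numbers 13 to 16 and -0.15 (NES -2.30, adjusted p = 1.41e-12 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.024 (NES -0.92, adjusted p = 0.904 by gene permutation) and -0.071 (NES -1.83, adjusted p = 1.25e-05 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data. Single genes of the set with an adjusted p under 0.05 numbered 0, with 2 lower and 6 higher at an unadjusted p under 0.05. The smallest unadjusted p among the lower genes, chosen after their values were seen, belonged to both apelin receptor genes and a neuropilin gene. aplnra (ENSDARG00000002172) had 16.0 ± 1.48 CPM in elmo2−/− and 19.0 ± 2.21 in elmo2+/+ (SD, n = 6 each; log2 fold change -0.24, standard error 0.089), and aplnrb (ENSDARG00000036670) 11.0 ± 1.03 and 12.9 ± 1.42 (log2 fold change -0.23, standard error 0.090). For NRP2 (ENSDARG00000096546) the log2 fold change was -0.12 (standard error 0.057), with one sample of each genotype apart from the others. edgeR's adjusted p was 1.00 for all of them, and between 0.736 and 0.770 with the replicate block.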

GOBP based analyses (Figures 7A–E) showed a downregulation of the vascular development, blood vessel development, blood vessel morphogenesis and angiogenesis mechanisms (Figure 7A) in the transcriptomes of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish larvae, indicating that in early development the transcriptional regulation of the vasculature overlaps. These results correlated with the data of Elmo1 as a promoting factor of the trunk vasculature (Epting et al., 2010; Schäker et al., 2015) and the retinal vasculature (Figure 3) and suggested novel and so far unknown vascular functions of Elmo2 and Elmo3. However, mechanisms related to early kidney formation and function were not significantly regulated in any direction in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish larvae (Figure 7B), albeit the data revealed an impact of the three Elmo proteins on the organization of the ECM, which is of major structural importance for the glomeruli and its GBM (Hobeika et al., 2017). These results supported the described function of ELMO1 regulating the expression of ECM components and their modulators (Shimazaki et al., 2005; Shimazaki et al., 2006) and the identified contribution of Elmo3 to the GBM (Figures 5C,F). 

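The score of the kidney development set, with 165 genes of kidney and pronephros development and renal filtration, differed by -0.025 on the log2 scale between elmo2−/− and elmo2+/+, against SDs of 0.11 and 0.12 (n = 6 each; exact permutation test, two-sided p = 0.701; exact block sign-flip p = 0.375). The NES was -1.39 (adjusted p = 0.0290 by gene permutation). By library number of the elmo2−/− samples, the Kidney development score difference was 0.024 (NES -0.81, adjusted p = 1.00 by gene permutation) for library numbers 13 to 16 and -0.12 (NES -2.02, adjusted p = 1.77e-07 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.037 (NES -1.19, adjusted p = 0.196 by gene permutation) and -0.010 (NES -1.07, adjusted p = 0.297 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data. The score difference also changed sign without elmo2−/− replicate 6 or without elmo2+/+ replicate 1, while the NES was negative in each setting run.
For ECM organization, 157 of 205 genes were lower in elmo2−/−. Its score difference was -0.098, from -0.049 ± 0.23 in elmo2−/− and 0.049 ± 0.18 in elmo2+/+ (SD, n = 6 each). The genotypes overlapped here too (exact permutation p = 0.416; exact block sign-flip p = 0.156, with 4 of 6 differences negative). The NES was -2.25 (adjusted p = 5.19e-11). Without the genes shared with ECM-receptor interaction the score difference was -0.095. By library number of the elmo2−/− samples, it was -0.0028 (NES -0.83, adjusted p = 1.00 by gene permutation) for library numbers 13 to 16 and -0.27 (NES -3.00, adjusted p = 5.35e-31 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.086 (NES -1.82, adjusted p = 3.17e-05 by gene permutation) and -0.12 (NES -2.06, adjusted p = 4.83e-08 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. From enrichment scores of this kind (Fig. 7B), the paper states that the Elmo proteins have an impact on the organization of the ECM, and it points to the structural importance of the ECM for the glomeruli.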

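A set of 167 genes of glucose homeostasis, insulin response, glycolysis and gluconeogenesis had 92 genes higher and 75 lower in elmo2−/− than in elmo2+/+, and 81 higher and 86 lower with library size only in place of TMM. Scores were 0.019 ± 0.10 in elmo2−/− and -0.019 ± 0.11 in elmo2+/+ (log2 scale, SD, n = 6 each), and the difference of 0.038 lay within the spread between replicates (exact permutation test, two-sided p = 0.556; exact block sign-flip p = 0.469, with 5 of 6 differences positive). The NES was 0.93 (adjusted p = 0.649 by gene permutation), and -0.95 with library size only. It passed an adjusted p under 0.05 when genes were ranked by log2 fold change, at 1.39 (adjusted p = 0.0235 by gene permutation), and without elmo2+/+ replicate 4, at 1.31 (adjusted p = 0.0448 by gene permutation). The score difference changed sign on log2(TPM + 1), to -0.010. By library number of the elmo2−/− samples, the Glucose homeostasis difference was 0.075 (NES 1.31, adjusted p = 0.104 by gene permutation) for library numbers 13 to 16 and -0.036 (NES -1.23, adjusted p = 0.100 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and 0.014 (NES 1.01, adjusted p = 0.601 by gene permutation) and 0.074 (NES 1.47, adjusted p = 0.0196 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data.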

The mechanisms related to glucose homeostasis were not significantly changed in larval *elmo1* ^*−/−*^ and *elmo2* ^*−/−*^ zebrafish (Figure 7C). Surprisingly, the *elmo3* ^*−/−*^ larval data exhibited a downregulated cellular response to insulin and pancreas development. 

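In elmo2−/−, the neuron development set had 121 of 293 genes higher than in elmo2+/+ and the others lower, and the set of synaptic signaling, synapse assembly and nervous system process had 223 of 353 genes lower. With library size only in place of TMM, 80 neuron development genes were higher and 254 synaptic signaling genes lower. The neuron development score was -0.013 ± 0.080 in elmo2−/− and 0.013 ± 0.11 in elmo2+/+ (log2 scale, SD, n = 6 each). This difference of -0.026 did not stand out from the variation of the replicates (exact permutation test, two-sided p = 0.667; exact block sign-flip p = 0.531), although 5 of 6 same-numbered differences were negative. Synaptic signaling differed by -0.037, with SDs of 0.077 and 0.11 (exact permutation p = 0.496; exact block sign-flip p = 0.438). The NES was -1.78 for neuron development and -1.79 for synaptic signaling (adjusted p = 1.00e-06 and 2.79e-07 by gene permutation). By group of elmo2−/− samples, the Neuron development difference was -0.052 (NES -2.41, adjusted p = 6.71e-17 by gene permutation) for library numbers 13 to 16 and 0.026 (NES 1.32, adjusted p = 0.0139 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and 0.0077 (NES 0.87, adjusted p = 0.904 by gene permutation) and -0.10 (NES -2.39, adjusted p = 4.80e-16 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data. For Synaptic signaling it was -0.063 (NES -2.52, adjusted p = 8.96e-23 by gene permutation) for library numbers 13 to 16 and 0.012 (NES 1.07, adjusted p = 0.236 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.0096 (NES -0.75, adjusted p = 1.00 by gene permutation) and -0.095 (NES -2.13, adjusted p = 3.62e-13 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. Neuron development also changed sign without elmo2−/− replicate 1 or without elmo2+/+ replicate 6. The lower neuron development genes with the smallest unadjusted p, chosen after their values were seen, were NCAM2, SLIT1 and PTCH1, with log2 fold changes of -0.25, -0.18 and -0.21 (standard errors 0.085, 0.071 and 0.097). Each had an adjusted p of 1.00 by edgeR's quasi-likelihood test, and between 0.734 and 0.761 with the replicate block. For NCAM2, elmo2+/+ replicate 2 lay apart from the other elmo2+/+ samples.

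**Figure D3:**
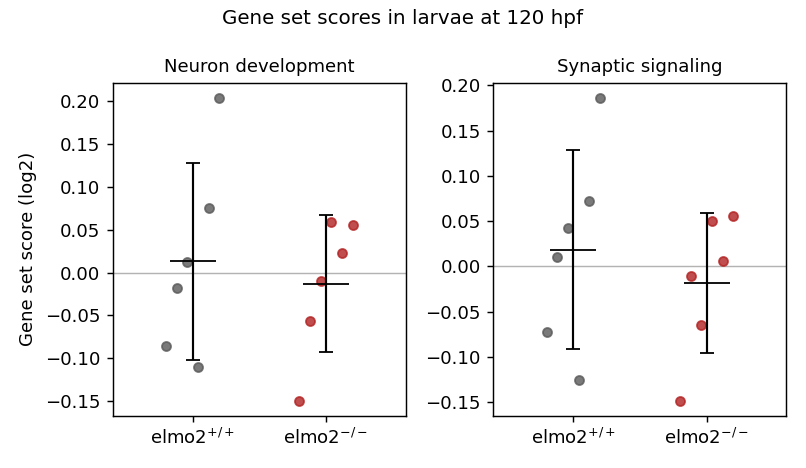
Scores of the neuron development and synaptic signaling sets (log2 scale, relative to the mean of the 12 samples) in the 6 elmo2+/+ and 6 elmo2−/− samples at 120 hpf, each panel with its own vertical axis. Points are pools of 30 larvae ordered by replicate number, and the bar with whiskers gives the mean ± SD. The genotypes overlap in both panels.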

Lastly, the transcriptome data revealed a transcriptional regulation of the three Elmo proteins on the nervous system process and neuronal development, which were upregulated in *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^ (Figure 7E). This again correlated with known data of the ELMO proteins to regulate (Katoh and Negishi, 2003; Biersmith et al., 2011; Namekata et al., 2012; Lanoue et al., 2013; Makihara et al., 2018; Mikdache et al., 2019; Tran et al., 2021) and inhibit (Franke et al., 2012) neuronal development and revealed again a divergent function of Elmo1 and Elmo3 to Elmo2 in these processes.

**FIGURE 7:**
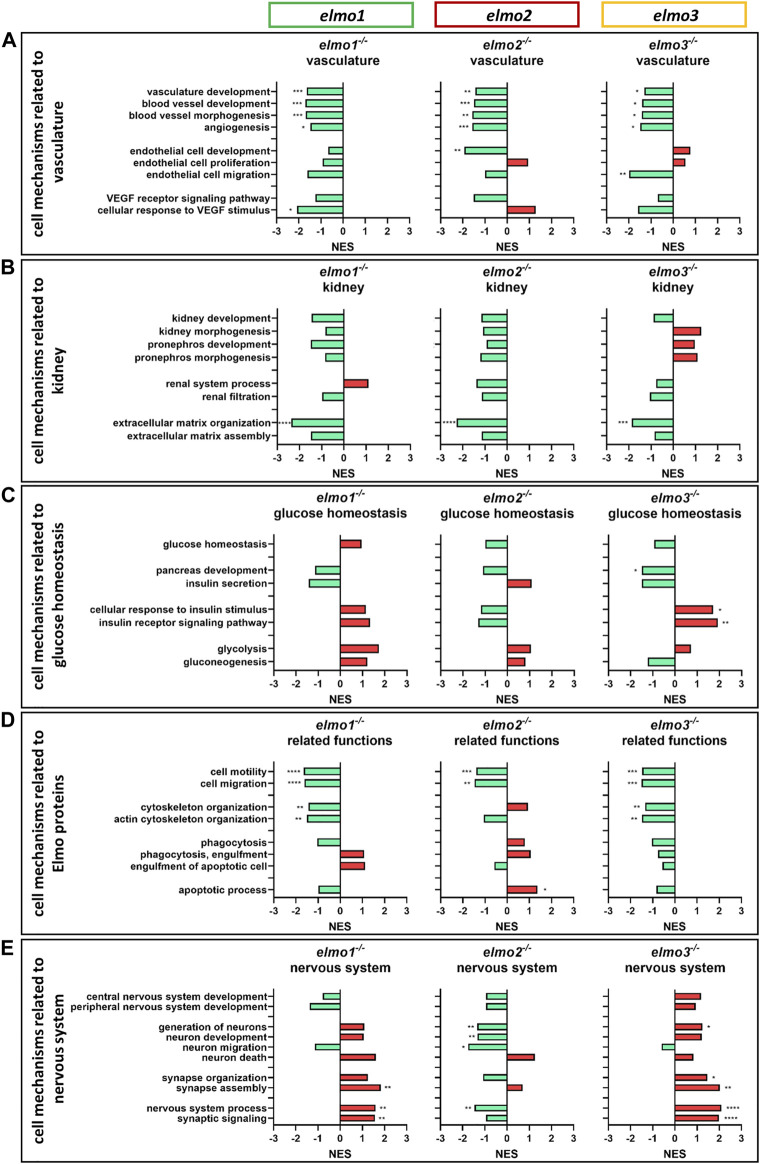
The loss of Elmo1, Elmo2 and Elmo3 led to similar and different changes in the regulation of the transcriptome in larval zebrafish. Comparison of the regulation of cell mechanisms in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish larvae, respectively, compared to *elmo1* ^*+/+*^, *elmo2* ^*+/+*^ and *elmo3* ^*+/+*^. Gene Ontology Biological Process (GOBP) based analysis of cell mechanisms of the transcriptome using RNA-sequencing data from zebrafish larvae at 120 hpf. *n* = 6 samples per genotype, each containing 30 zebrafish larvae. Regulation of the gene sets is given as normalized enrichment score (NES). **(A)** Cell mechanisms related to vascular development were generally downregulated in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^. **(B)** Cell mechanisms related to kidney development and function showed a downregulation of extracellular matrix organization in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^. **(C)** Cell mechanisms related to glucose homeostasis were differently regulated in *elmo3* ^*−/−*^. **(D)** Cell mechanisms related to further functions of Elmo proteins showed a general downregulation in *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^ and different changes in *elmo2* ^*−/−*^. **(E)** Cell mechanisms related to the nervous system were generally upregulated in *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^ and downregulated in *elmo2* ^*−/−*^. hpf, hours post fertilization; NES, normalized enrichment score.

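For the processes of Fig. 7D, a set of 302 genes of cell motility and cell migration was scored, with 188 genes lower in elmo2−/− than in elmo2+/+. Its score difference was -0.036 on the log2 scale, with SDs of 0.11 in elmo2−/− and 0.082 in elmo2+/+ (n = 6 each; exact permutation test, two-sided p = 0.522; exact block sign-flip p = 0.312), and its NES was -1.34 (adjusted p = 0.0153 by gene permutation). By library number of the elmo2−/− samples, the Cell migration score difference was 0.011 (NES 0.61, adjusted p = 1.00 by gene permutation) for library numbers 13 to 16 and -0.13 (NES -2.18, adjusted p = 6.93e-13 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.023 (NES -0.90, adjusted p = 0.904 by gene permutation) and -0.066 (NES -1.65, adjusted p = 2.86e-05 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data. One set stood for both the KEGG Apoptosis pathway and the apoptotic process. In it 92 of 132 genes were higher in elmo2−/−, the score was 0.037 ± 0.10 in elmo2−/− and -0.037 ± 0.094 in elmo2+/+ (SD, n = 6 each), and 5 of 6 same-numbered differences were positive. For the groups of elmo2−/− samples, the Apoptosis difference was 0.12 (NES 2.36, adjusted p = 3.78e-11 by gene permutation) for library numbers 13 to 16 and 0.0013 (NES -0.87, adjusted p = 0.814 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and 0.060 (NES 1.86, adjusted p = 6.36e-05 by gene permutation) and 0.10 (NES 1.88, adjusted p = 4.44e-05 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers. The apoptosis genes with the smallest unadjusted p, chosen after their values were seen, were nfkbiaa, JUNB and FOS, all of them immediate early genes that respond within a short time to many stimuli. FOS (ENSDARG00000031683) had 72.3 ± 38.5 CPM in elmo2−/− and 33.3 ± 13.8 in elmo2+/+ (log2 fold change 1.12, standard error 0.37). JUNB (ENSDARG00000104773) had 61.4 ± 25.8 and 36.3 ± 7.66 (log2 fold change 0.76, standard error 0.25), and nfkbiaa (ENSDARG00000005481), in which elmo2+/+ replicate 1 lay apart from the other elmo2+/+ samples, 24.5 ± 8.95 and 15.4 ± 2.73 (log2 fold change 0.67, standard error 0.21). Their adjusted p from edgeR's quasi-likelihood test was 1.00 in each case, and between 0.707 and 0.707 with the replicate block. Without the immediate early genes, a setting chosen after seeing the data, the Apoptosis score difference was 0.041 (exact permutation p = 0.435).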

In conclusion, these transcriptome analyses identified Elmo3 as an important transcriptional regulator in zebrafish larvae and highlight the three Elmo proteins as promotive factors for vascular development and regulators of the nervous system.

### The Loss of Elmo1 Led to an Increase of Amino Acids and the Loss of Elmo2 to an Increase of Fatty Acids in the Larval Metabolome

Because the transcriptome analysis exhibited several regulated pathways related to metabolic processes in *elmo3* ^*−/−*^ larvae (Supplementary Table S1), we subsequently assessed if the metabolome is affected through the loss of Elmo1, Elmo2 or Elmo3 by measuring different parts of the metabolome in *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ larvae at 96 hpf (Supplementary Figures S7–S10). Surprisingly, the metabolome of *elmo3* ^*−/−*^ larvae just showed few changes (Supplementary Figures S7–S10) and did not well correlate with the transcriptional data. ADP and ATP were decreased in *elmo3* ^*−/−*^ compared to *elmo3* ^*+/+*^ (Supplementary Figure S9C) which was also the case in *elmo1* ^*−/−*^ compared to *elmo1* ^*+/+*^ larvae (Supplementary Figure S9A), suggesting a similar role in the regulation of the larval energy maintenance. However, *elmo1* ^*−/−*^ exhibited an increase of nine amino acids (Asp, Glu, Asn, Thr, Ala, Pro, Val, Ile, Leu) compared to *elmo1* ^*+/+*^ (Supplementary Figure S7A), whereas *elmo2* ^*−/−*^ (Supplementary Figure S7B) and *elmo3* ^*−/−*^ revealed hardly any changes (Supplementary Figure S7C). Measuring fatty acids showed an increase of eight fatty acids in *elmo2* ^*−/−*^ compared to *elmo2* ^*+/+*^ (Supplementary Figure S8B), while there were nearly no changes in *elmo1* ^*−/−*^ (Supplementary Figure S8A) and *elmo3* ^*−/−*^ (Supplementary Figure S8C). Both results indicate that Elmo1, Elmo2, and Elmo3 functionally diverge. Overall, the metabolome analyses of the *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ larvae have not identified the Elmo proteins as major metabolic regulators.

## Discussion

In this study, we established *elmo1*, *elmo2* and *elmo3* gene knockout zebrafish lines and performed comparative morphological, metabolic and transcriptome analyses. The data (Figure 8) showed that despite few similarities, *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish exhibited several different morphological changes in retina and kidney as well as alterations in the glucose homeostasis. These distinct findings suggest that the three Elmo proteins regulate similar and divergent biological processes and mechanisms and have a low functional redundancy.

**FIGURE 8:**
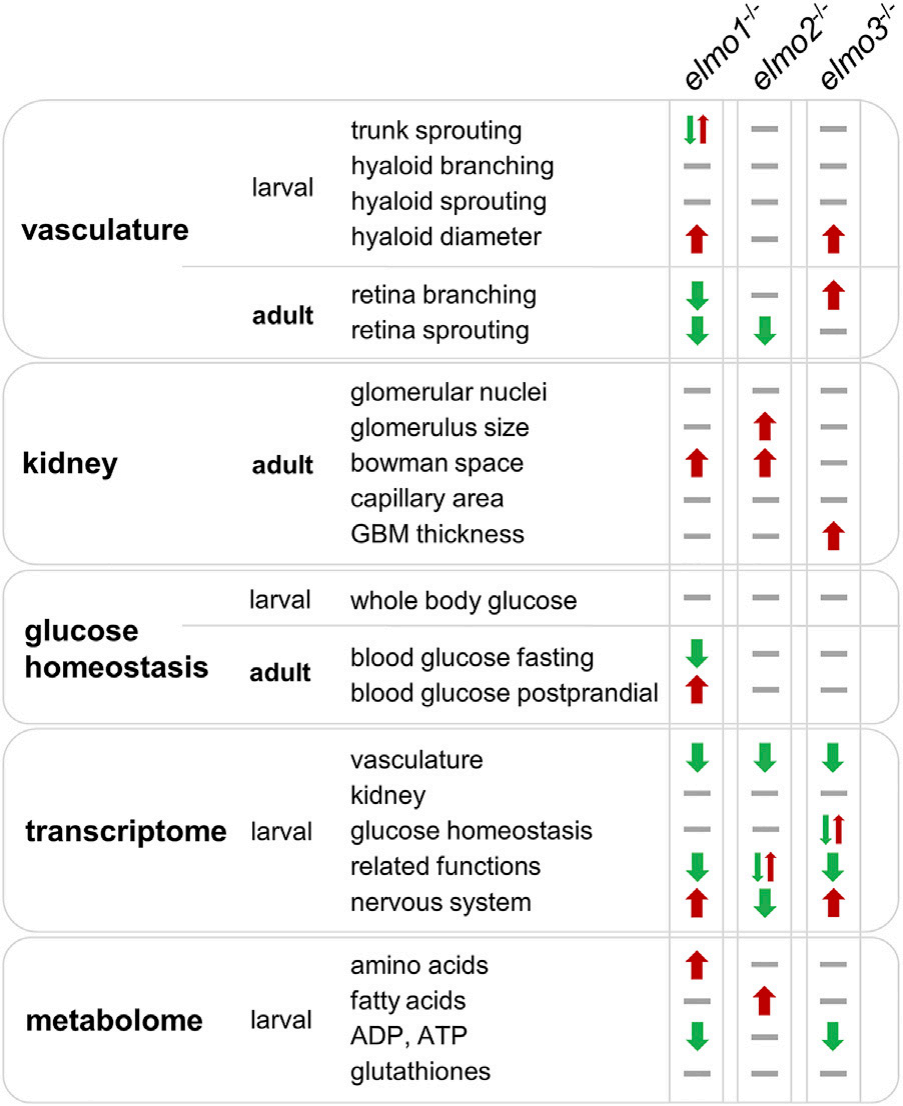
Comparison of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ phenotype in zebrafish indicates different functions of Elmo1, Elmo2 and Elmo3. Overview and comparison of the results of the phenotypical analysis of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish in larval and adult stages indicate that Elmo1, Elmo2 and Elmo3 have not the same role in the regulation of the organism. Listed are all fields which were analyzed in this study and their outcome in the specific zebrafish line. Results are visualized with arrows and bars. Arrow up (red) indicates an increase, arrow down (green) indicates a decrease, one arrow up and one arrow down at once indicate different changes, bar (grey) indicates no change. GBM, glomerular basement membrane.

In zebrafish, Elmo1 promotes early vascular development (Epting et al., 2010; Schäker et al., 2015). Our data strengthen this role of Elmo1 as a promotor of vascular formation by showing an impaired vascular sprouting additional to a decreased vascular formation in the retina of *elmo1* ^*−/−*^ zebrafish. An increased vessel thickness in larval hyaloids further suggests an impact of Elmo1 on vessel structure, expanding its regulatory capability in the vasculature. Interestingly, *elmo1* ^*−/−*^ zebrafish did not show vascular malformations in the larval trunk as described in a transient knockdown (Epting et al., 2010), which might be explained due to compensatory mechanisms occurring in permanent knockout models (El-Brolosy and Stainier, 2017; El-Brolosy et al., 2019). The promotive vascular function of Elmo1 was further supported through the larval transcriptome data showing the downregulation of vascular developmental processes. Interestingly, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish both exhibited a similar transcriptional regulation of the vasculature as seen in *elmo1* ^*−/−*^. In addition, individual changes in the vasculature were observed in two of the three knockout animals, as decreased vascular sprouting in adult retinae and an increased vessel diameter in larval hyaloids. Surprisingly, the adult retinae in *elmo3* ^*−/−*^ revealed an increased vascular formation, thereby showing an opposing change to *elmo1* ^*−/−*^. These findings indicate partially overlapping vascular functions of the three Elmo proteins; however, the varieties in the vascular phenotypes of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ also demonstrate differences in the regulation of vascular morphogenesis.

The second important observation of the study was the identification of an impact of Elmo1, Elmo2 and Elmo3 on the morphogenesis of glomerular structures. We observed changes in the form of an increased bowman space in *elmo1* ^*−/−*^, increased bowman space and glomerular hypertrophy in *elmo2* ^*−/−*^ and an increased GBM thickness in *elmo3* ^*−/−*^. These changes all are associated with pathologic kidney development. Glomerular hypertrophy can indicate hypertension (Wolf and Ziyadeh, 1999; Habib, 2018) and an increased GBM thickness is commonly associated with a reduced glomerular filtration rate (Thomson et al., 2008). Although the transcriptomes of *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish larvae exhibited unaltered processes associated with kidney development and function, the process of ECM organization and the ECM-receptor interaction pathway were strongly downregulated. These findings are now added to the described function of Elmo1 to regulate the ECM (Shimazaki et al., 2005; Shimazaki et al., 2006) and revealed novel insights into the involvement of Elmo2 and Elmo3 in ECM organization. Previous studies have shown that ELMO1 is linked to dysregulation of ECM, the primary component of the glomeruli and their GBM (Miner, 2012; Byron et al., 2014), resulting in structural changes in glomeruli and the GBM in particular (Shimazaki et al., 2006; Hathaway et al., 2016). Thus, Elmo2 and Elmo3 share a similar function with Elmo1 in regulating ECM proteins and all three proteins individually affect the glomerular morphogenesis and thereby the kidney health.

In addition the study identified Elmo1 as a novel glucose homeostasis regulator. Specifically, *elmo1* ^*−/−*^ zebrafish exhibited a decreased fasting and an increased postprandial blood glucose.

Consistent with the morphological findings in vasculature and kidney, our results of the transcriptome analysis showed parallels between *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish as well as several differences. Comparing the regulation of biological processes, multiple transcriptional patterns were shared between *elmo1* ^*−/−*^, *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^ zebrafish larvae. Accordingly, cell motility, vascular development and extracellular matrix organization were equally downregulated. Furthermore, individual processes were similarly regulated only between *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^, whereas *elmo2* ^*−/−*^ showed no or the opposite changes, as in cytoskeleton organization or nervous system process indicating functional similarities just between two of the three Elmo proteins. Additionally, this analysis revealed multiple distinct findings of the individual Elmo proteins, such as the increased apoptotic process in *elmo2* ^*−/−*^ or the increased response to insulin stimulus in *elmo3* ^*−/−*^, suggesting independent functions. Considering the total transcriptional regulation of signaling pathways, similarities appear only as exceptions as most pathways show different regulation patterns. In *elmo1* ^*−/−*^, *elmo2* ^*−/−*^, and *elmo3* ^*−/−*^ zebrafish, just three pathways showed a similar regulation, and only four pathways were regulated in parallel between *elmo1* ^*−/−*^ and *elmo2* ^*−/−*^, five between *elmo1* ^*−/−*^ and *elmo3* ^*−/−*^ and three between *elmo2* ^*−/−*^ and *elmo3* ^*−/−*^. Especially the dysregulation of one third of the analyzed pathways in the larval transcriptome of *elmo3* ^*−/−*^ zebrafish compared to *elmo3* ^*+/+*^ demonstrated a functional difference between the three Elmo proteins, as *elmo1* ^*−/−*^ and *elmo2* ^*−/−*^ showed a significantly smaller number of altered pathways. These overlapping findings of the morphologic and transcriptomic investigations are further supported by the metabolome analyses.

In conclusion, although all three Elmo proteins are guanine nucleotide exchange factors for Rac1, each individual Elmo protein possesses distinct functions, separating it from the other two. Therefore, they cannot be considered as functional homologues.

## Materials and Methods

### Study Approval

All experimental procedures on animals were approved by the local government authority, Regierungspräsidium Karlsruhe and by Medical Faculty Mannheim (license no: G-98/15 and I-19/02) and carried out in accordance with the approved guidelines.

### Zebrafish Husbandry

The zebrafish line *Tg(fli1:EGFP)* (Lawson and Weinstein, 2002) was used and raised as described (Kimmel et al., 1995) in normal husbandry environment. *Tg(fli1:EGFP)* was chosen because of its EGFP expressing endothelial cells. Embryos and larvae until 120 hpf were kept in egg water at 28.5°C with or without PTU (0.003%) to suppress pigmentation. Larvae older than 120 hpf and adult zebrafish were held in a 13-h light/11-h dark cycle. Zebrafish older than 90 days are referred to as adults. Adults were fed twice a day, fresh *Artemia Salina* in the morning and fish flake food at midday.

### Mutant Generation

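The processed files list elmo2 as ENSDARG00000063527. In the gene table of the RefSeq assembly GRCz12tu, elmo2 is on chromosome 11, and the protein-coding genes on its sides are itga7 and arfgap1. The genome build behind the processed files is not named, so no coordinates are given, and the sequence of the targeted exon was not analysed here. In larvae at 120 hpf, elmo2 had between 31.9 and 57.4 TPM in the 6 elmo2−/− samples and between 73.6 and 114 TPM in the 6 elmo2+/+ samples. The neighbouring gene arfgap1 had a log2 fold change of 0.040 in elmo2−/− against elmo2+/+ (unadjusted p = 0.535 from edgeR's quasi-likelihood test), and cdk4, which follows it, -0.36 (unadjusted p = 0.0218 from the same test). On the other side, itga7 was not matched to a tested gene. Beyond it, nckap1l had a log2 fold change of 0.020 (unadjusted p = 0.840 from edgeR's quasi-likelihood test). These neighbours were chosen for their place beside elmo2.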

To use the CRISPR/Cas9 system to generate mutations, guide RNA (gRNA) to target the zebrafish genes *elmo1* (exon 2), *elmo2* (exon 9) and *elmo3* (exon 2) were designed with ZiFiT Targeter Version 4.2 (primer are listed in Supplementary Table S2). It was cloned into a T7-driven promotor expression vector (pT7-gRNA; Addgene) for each gene, respectively. To generate mRNA, *in vitro* transcription was done. For the produced gRNA vector the T7 mMessage mMachine Kit (Invitrogen) was used and to get Cas9 mRNA the T3 MEGAshortscript Kit (Invitrogen) was used on a pT3TS-nCas9n vector (Addgene) following the protocol of the manufacturer. To generate the single knockout mutants, 1 nl KCl (0.1 M) solution containing gRNA (250 pg/nl) and Cas9 mRNA (200 pg/nl) was injected into the single cell stadium of an embryo (Jao et al., 2013). The injected F0 fish were analyzed for germline transmission and the mutated fish were crossed with *Tg(fli1:EGFP)* to generate heterozygous mutants. Genotyping was performed through Sanger sequencing or gel electrophoretic separation of PCR products (primer are listed in Supplementary Table S2). Sequencing results were analyzed with benchling (benchling.com) and PolyPeakParser (Hill et al., 2014).

### Preparation of Adult Zebrafish and Blood Glucose Measurement

For experiments with animals with a gene knockout, littermates were always used as control. Adult zebrafish were put into single boxes in the afternoon the day before preparation. Blood glucose measurement was either done after 21–23 h fasting or postprandial after feeding 1 h with 0.5 g flakes following 1 h in fresh water without food. Before blood glucose measurement and preparation fish were euthanized in an ice-cold water bath for 2 min. Blood was directly taken from the caudal vessel and measured with a glucometer (Freestyle Abbott) (Zang et al., 2015). Subsequently, fish were decapitated and transferred into ice-cold PBS for organ isolation. Organs were either snap frozen in liquid nitrogen for RNA isolation or put in 4% PFA/PBS for 24 h for visualization *via* confocal microscopy and periodic acid-Schiff (PAS) staining or in 3% glutaraldehyde in cacodylate (0.1 M, pH 7.4) for visualization *via* electron microscopy.

### Microscopy and Analysis of Vascular Structures in Larvae and Adults

Vascular structures of larval and adult zebrafish were imaged with the confocal fluorescence microscope (Leica DM6000 B) with a scanner (Leica TCS SP5 DS) using a 20 × 0.7 objective. Images were analyzed with Leica Application Suite X and ImageJ.

For analysis of the larval trunk vasculature, larvae at 32 and 96 hpf were anaesthetized in 0.003% tricaine and observed with a Leica MSV269. The first six intersegmental vessels (ISVs) were skipped. The next 17 ISVs on both sides of the larva were observed for deformations and additional sprouts. Imaging was done as described above.

For analysis of the hyaloid vasculature, larvae at 120 hpf were anaesthetized in 0.003% tricaine and fixated in 4% PFA/PBS for 24 h. Afterwards fixated larvae were incubated in 0.25% Trypsin/EDTA solution buffered with TRIS HCl (1.5 M, pH 7.8) for 80 min at room temperature during gentle movement on a shaker. Subsequently, larvae were washed three times for 10 min with PBS and stored in PBS at 4°C until preparation. Hyaloids were isolated on an agarose plate and placed and on an object slide in a drop of water. Imaging was done as described above.

Imaging the adult retina vasculature was done as described (Wiggenhauser et al., 2017). For preparation, the fixated eye was transferred into cold PBS on an agarose plate for dissection. The retina was isolated and put on PBS on an object slide, cut and covered in mounting medium with a cover slip. Imaging was done as described above.

### Analysis of Kidney Morphology

For analysis of the glomerular structure, kidneys were fixated in 4% PFA/PBS in preparation for PAS staining. Fixated kidneys were embedded in paraffin and cut in 4 µm thick sections with a Leica RM2235 microtome and placed on an object slide. After deparaffinization, sections were put in 1% periodic acid for 10 min, washed in distilled water and put Schiff’s reagent for 20 min, followed by three times for 2 min in SO_2_ water. Afterwards sections were rinsed in running tap water, stained in hematoxylin solution and rinsed again, each for 5 min. Stained sections were dehydrated with ethanol solutions and mounted with mounting medium. Brightfield imaging was done with a scanner (Zeiss Axio Scan.Z1). Analysis of glomerular structure was done as described previously (Wiggenhauser et al., 2022). In brief, just sections were used at the point or near the point where the arterioles go into or out of the glomerulus to thereby try to analyze the glomerulus at its most concentric point as possible to obtain maximal comparability. For analysis the software ImageJ was used. Area size measurements were done with the Measure and with the Threshold tool. Nuclei numbers were counted manually.

For analysis of the glomerular basement membrane, kidneys were fixated in 3% glutaraldehyde in cacodylate (0.1 M, pH 7.4), cut in 1 mm^3^ pieces and postfixed in 1% aqueous osmium tetroxide for 1 h at 4°C. Subsequently, they were rinsed with water, dehydrated using ethanol solutions, transferred into propylene oxide and embedded in Epoxy resin (glycidether 100). With an ultramicrotome (Reichert Ultracut E) semithin (1 µm) and ultrathin sections (60–80 nm) were cut. To identify the glomeruli, the semithin sections were stained with methylene blue and analyzed under a light microscope (Olympus) at ×200 magnification. Ultrathin sections were treated with uranyl acetate and lead citrate and examined with a transmission electron microscope (JEM 1400), equipped with a 2k TVIPS CCD camera (TemCam F216) at ×3,000–×10,000 magnification. Analysis was done with EMMeasure.

### Collection of Zebrafish Larval Samples

If not described differently, zebrafish larvae were anaesthetized in 0.003% tricaine, collected and snap frozen in liquid nitrogen. Homogenization was achieved with a 1 ml syringe and a 25 G needle.

### Whole Body Glucose Measurement in Larvae

Twenty larvae at 120 hpf were collected per sample. Samples were homogenized in assay buffer. A glucose assay (MAK263, Sigma-Aldrich) was used to determine the glucose levels following the protocol of the manufacturer. Fluorometric detection was achieved with a plate reader (Tecan Infinite M200).

### Reverse-Transcription Polymerase Chain Reaction

Thirty larvae were collected per sample. Samples were homogenized in 1% 2-mercaptoethanol in RLT buffer. Total RNA was isolated with the RNeasy Mini Kit (Qiagen) following the protocol of the manufacturer. cDNA was synthesized from 1 µg RNA with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the protocol of the manufacturer. Standard PCRs were applied with the generated cDNA. Mutations (deletion or insertion) were made visible through gel electrophoretic separation of PCR products (primer are listed in Supplementary Table S2).

### Reverse-Transcription Quantitative Polymerase Chain Reaction

Thirty larvae or one total organ was collected per sample. Samples were homogenized in 1% 2-mercaptoethanol in RLT buffer. Total RNA was isolated with the RNeasy Mini Kit (Qiagen) following the protocol of the manufacturer. cDNA was synthesized from 1 µg RNA with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the protocol of the manufacturer. For RT-qPCR Power SYBR™ Green PCR Master Mix Kit (Thermo Fisher Scientific) and 96 well reaction plates were used with a QuantStudio™ 3 Real-Time PCR System (Thermo Fisher Scientific) (primer are listed in Supplementary Table S2).

### RNA-Sequencing and Transcriptome Analysis

Thirty larvae at 120 hpf were collected per sample. Samples were homogenized in 1% 2-mercaptoethanol in RLT buffer. Total RNA was isolated with the RNeasy Mini Kit (Qiagen) following the protocol of the manufacturer. Library construction and sequencing were performed by the Beijing Genomic Institution (BGI) with a BGISEQ-500. Sequencing analysis was performed by the Next-Generation Sequencing (NGS) Core Facility of the medical faculty Mannheim as described (Lou et al., 2020). Raw RNA sequencing data are available at GEO (Gene Expression Omnibus, NCBI) under the accession number: GSE197827.

### Metabolome Analysis

For sample collection, zebrafish larvae at 96 hpf were anaesthetized in 0.003% tricaine, collected and snap frozen in liquid nitrogen. Forty larvae were collected per sample. Measurements of amino acids, fatty acids, adenosine compounds and glutathione were performed by the Metabolomics Core Technology Platform from the Centre of Organismal Studies Heidelberg as described before (Lodd et al., 2019).

### Protein Sequence Alignment

Amino acid sequence alignment was achieved with the UniProt Align tool (https://www.uniprot.org/align/) with zebrafish Elmo1 (UniProt ID: Q6NV39), Elmo2 (UniProt ID: A0A0G2KRJ3) and Elmo3 (UniProt ID: F1QSV8) and human ELMO1 (UniProt ID: Q92556), ELMO2 (UniProt ID: Q96JJ3) and ELMO3 (UniProt ID: Q96BJ8).

### Statistics

Data are given as mean with standard deviation. For the comparison of two groups of data, datasets were tested for Gaussian distribution. Then statistical significance between those groups was analyzed with the *t*-test (if data was normally distributed) or with the Mann-Whitney test (if data was not normally distributed). To determine statistical significance between the genotype distribution of zebrafish lines and the mendelian inheritance, the chi square test was applied. To determine statistical significance between the survival of zebrafish lines, a logrank test was applied. *p*-values were given as: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. GraphPad Prism 9.3.1 was used for statistical analyses.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; accession number GSE197827.

# Supplementary material for: Comparative Morphological, Metabolic and Transcriptome Analyses in elmo1 −/− , elmo2 −/− , and elmo3 −/− Zebrafish Mutants Identified a Functional Non-Redundancy of the Elmo Proteins
**Source:** Front Cell Dev Biol. 2022 Jul 8;10:918529. doi: 10.3389/fcell.2022.918529
**Supplement:** Supplementary file 1

## Slide 1
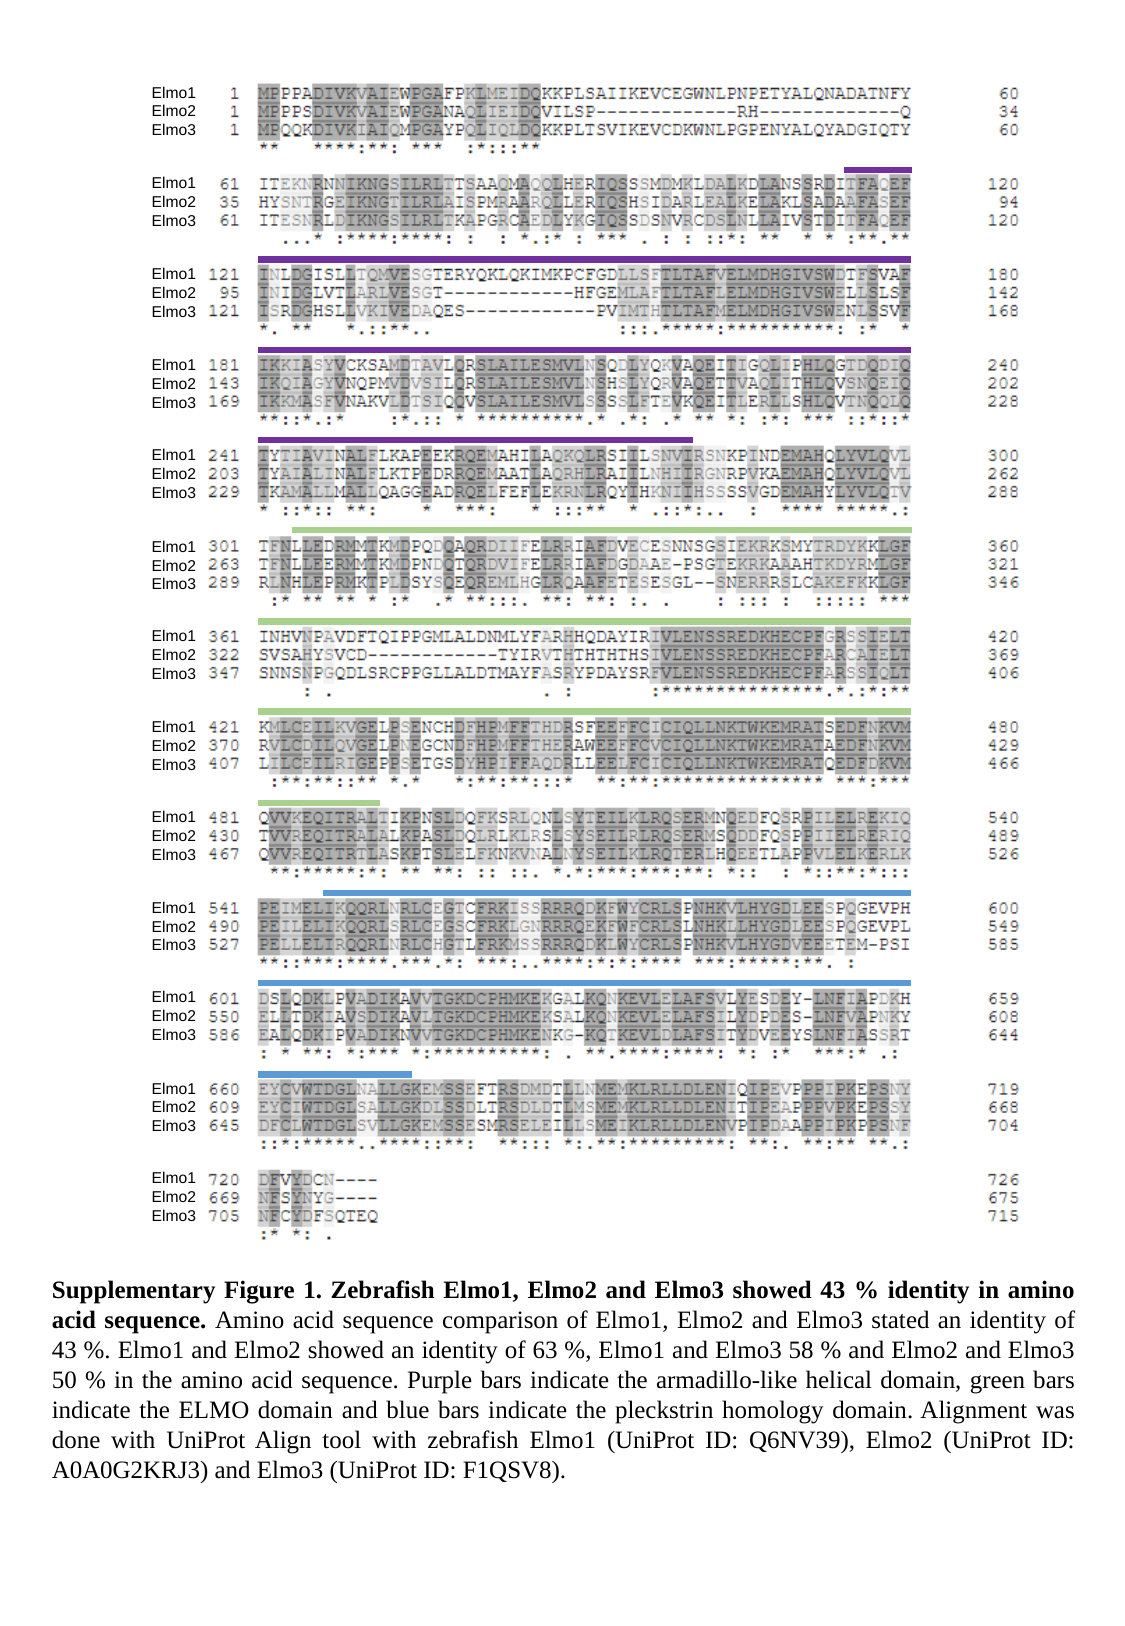

Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Elmo1
Elmo2
Elmo3
Supplementary Figure 1. Zebrafish Elmo1, Elmo2 and Elmo3 showed 43 % identity in amino acid sequence. Amino acid sequence comparison of Elmo1, Elmo2 and Elmo3 stated an identity of 43 %. Elmo1 and Elmo2 showed an identity of 63 %, Elmo1 and Elmo3 58 % and Elmo2 and Elmo3 50 % in the amino acid sequence. Purple bars indicate the armadillo-like helical domain, green bars indicate the ELMO domain and blue bars indicate the pleckstrin homology domain. Alignment was done with UniProt Align tool with zebrafish Elmo1 (UniProt ID: Q6NV39), Elmo2 (UniProt ID: A0A0G2KRJ3) and Elmo3 (UniProt ID: F1QSV8).

## Slide 2
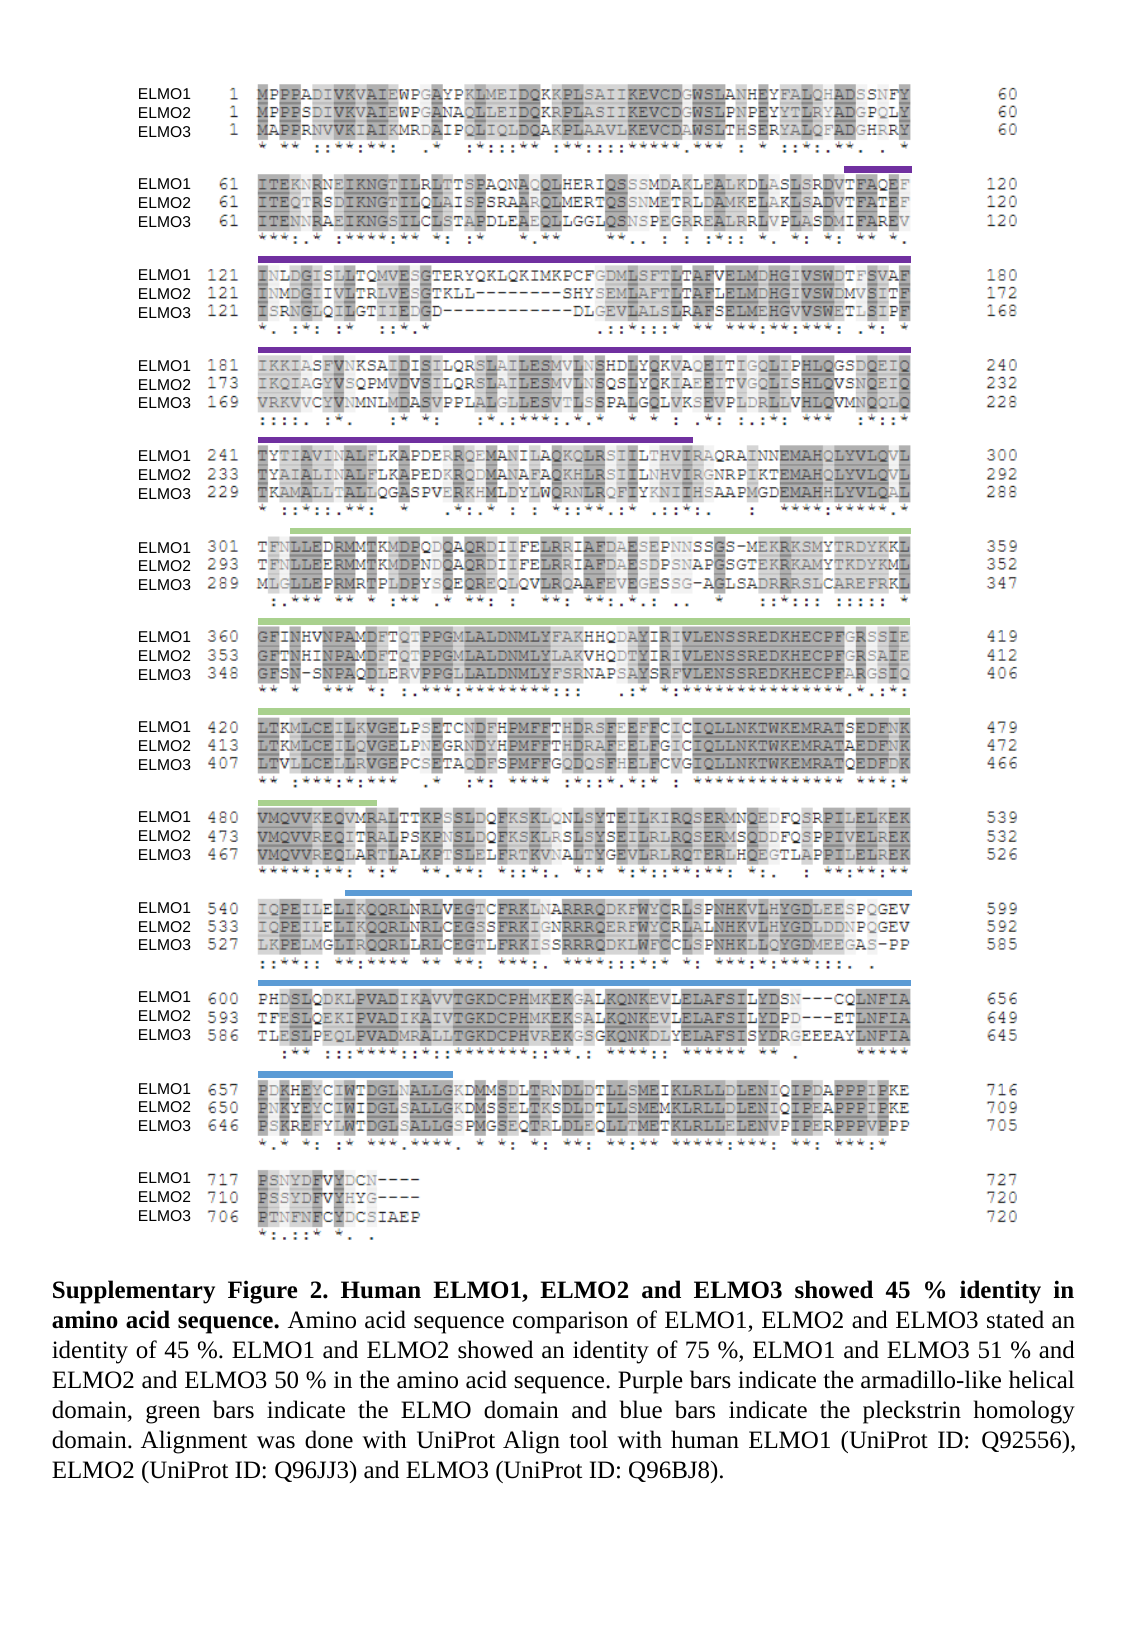

ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
ELMO1
ELMO2
ELMO3
Supplementary Figure 2. Human ELMO1, ELMO2 and ELMO3 showed 45 % identity in amino acid sequence. Amino acid sequence comparison of ELMO1, ELMO2 and ELMO3 stated an identity of 45 %. ELMO1 and ELMO2 showed an identity of 75 %, ELMO1 and ELMO3 51 % and ELMO2 and ELMO3 50 % in the amino acid sequence. Purple bars indicate the armadillo-like helical domain, green bars indicate the ELMO domain and blue bars indicate the pleckstrin homology domain. Alignment was done with UniProt Align tool with human ELMO1 (UniProt ID: Q92556), ELMO2 (UniProt ID: Q96JJ3) and ELMO3 (UniProt ID: Q96BJ8).

## Slide 3
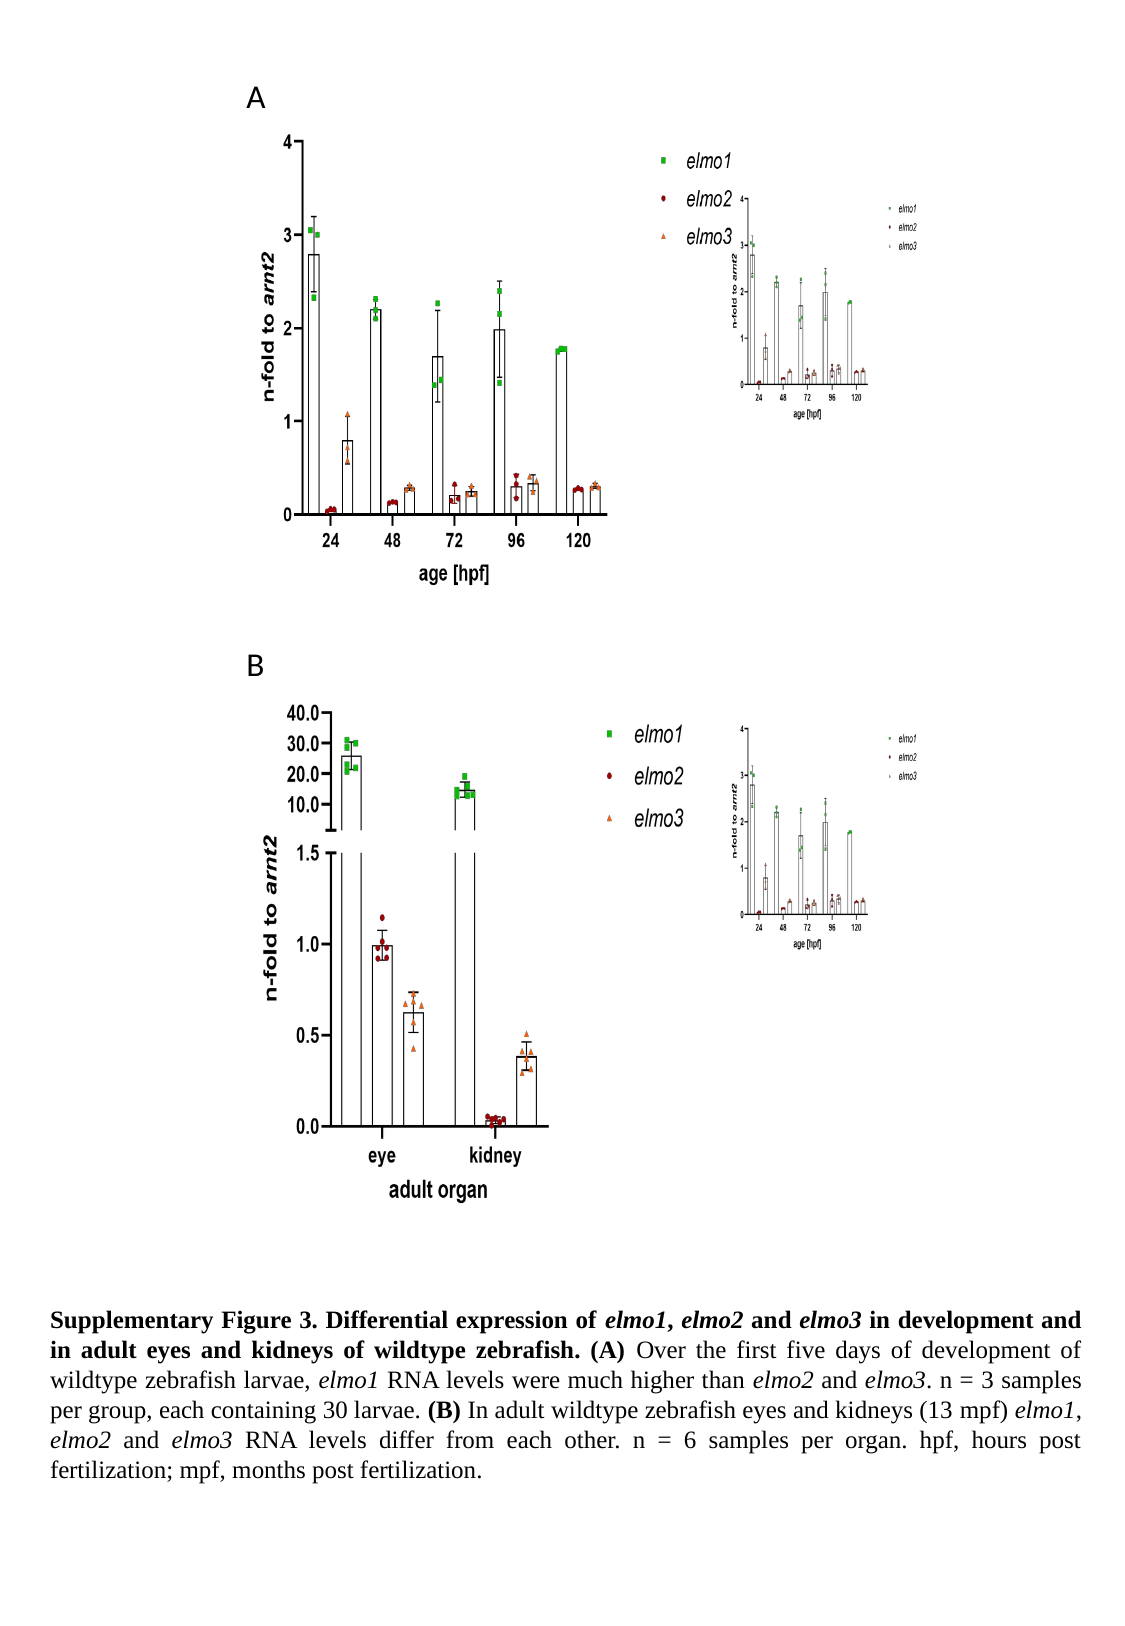

A
B
Supplementary Figure 3. Differential expression of elmo1, elmo2 and elmo3 in development and in adult eyes and kidneys of wildtype zebrafish. (A) Over the first five days of development of wildtype zebrafish larvae, elmo1 RNA levels were much higher than elmo2 and elmo3. n = 3 samples per group, each containing 30 larvae. (B) In adult wildtype zebrafish eyes and kidneys (13 mpf) elmo1, elmo2 and elmo3 RNA levels differ from each other. n = 6 samples per organ. hpf, hours post fertilization; mpf, months post fertilization.

## Slide 4
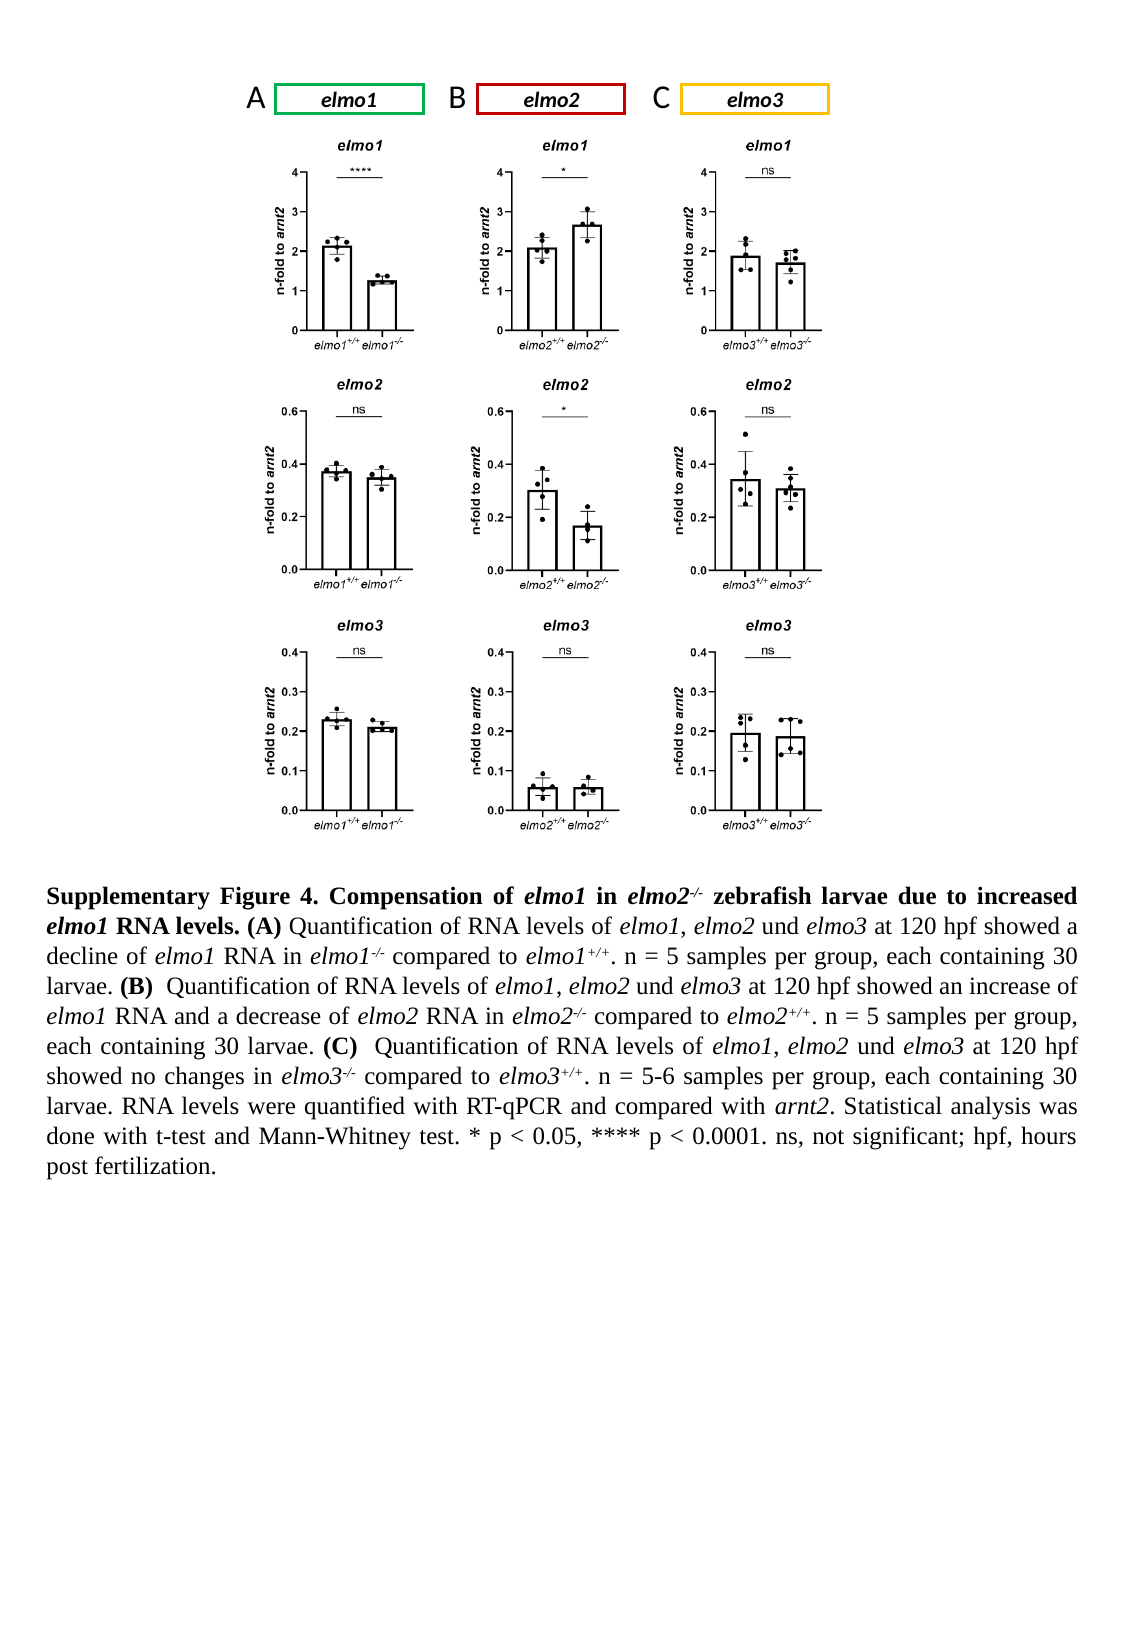

A
B
C
elmo2
elmo3
elmo1
Supplementary Figure 4. Compensation of elmo1 in elmo2-/- zebrafish larvae due to increased elmo1 RNA levels. (A) Quantification of RNA levels of elmo1, elmo2 und elmo3 at 120 hpf showed a decline of elmo1 RNA in elmo1-/- compared to elmo1+/+. n = 5 samples per group, each containing 30 larvae. (B) Quantification of RNA levels of elmo1, elmo2 und elmo3 at 120 hpf showed an increase of elmo1 RNA and a decrease of elmo2 RNA in elmo2-/- compared to elmo2+/+. n = 5 samples per group, each containing 30 larvae. (C) Quantification of RNA levels of elmo1, elmo2 und elmo3 at 120 hpf showed no changes in elmo3-/- compared to elmo3+/+. n = 5-6 samples per group, each containing 30 larvae. RNA levels were quantified with RT-qPCR and compared with arnt2. Statistical analysis was done with t-test and Mann-Whitney test. * p < 0.05, **** p < 0.0001. ns, not significant; hpf, hours post fertilization.

## Slide 5
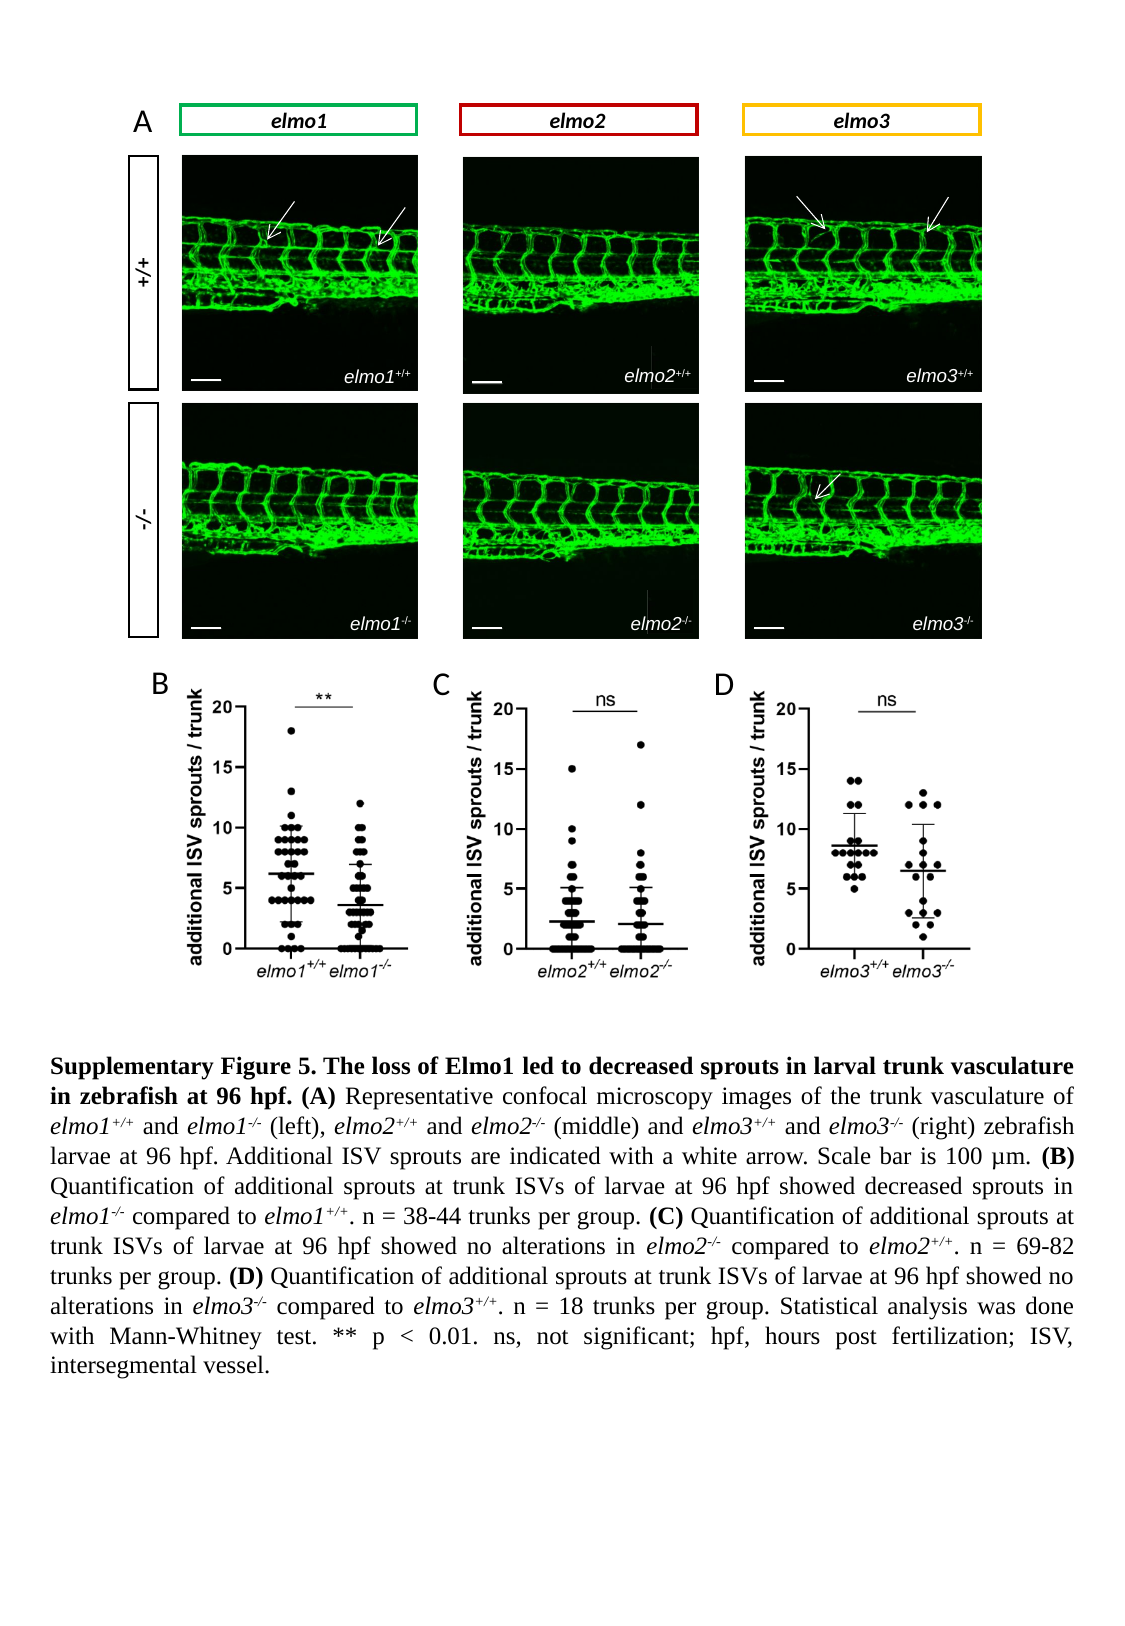

A
elmo1
elmo2
elmo3
+/+
elmo2+/+
elmo3+/+
elmo1+/+
-/-
elmo2-/-
elmo3-/-
elmo1-/-
B
C
D
Supplementary Figure 5. The loss of Elmo1 led to decreased sprouts in larval trunk vasculature in zebrafish at 96 hpf. (A) Representative confocal microscopy images of the trunk vasculature of elmo1+/+ and elmo1-/- (left), elmo2+/+ and elmo2-/- (middle) and elmo3+/+ and elmo3-/- (right) zebrafish larvae at 96 hpf. Additional ISV sprouts are indicated with a white arrow. Scale bar is 100 µm. (B) Quantification of additional sprouts at trunk ISVs of larvae at 96 hpf showed decreased sprouts in elmo1-/- compared to elmo1+/+. n = 38-44 trunks per group. (C) Quantification of additional sprouts at trunk ISVs of larvae at 96 hpf showed no alterations in elmo2-/- compared to elmo2+/+. n = 69-82 trunks per group. (D) Quantification of additional sprouts at trunk ISVs of larvae at 96 hpf showed no alterations in elmo3-/- compared to elmo3+/+. n = 18 trunks per group. Statistical analysis was done with Mann-Whitney test. ** p < 0.01. ns, not significant; hpf, hours post fertilization; ISV, intersegmental vessel.

## Slide 6
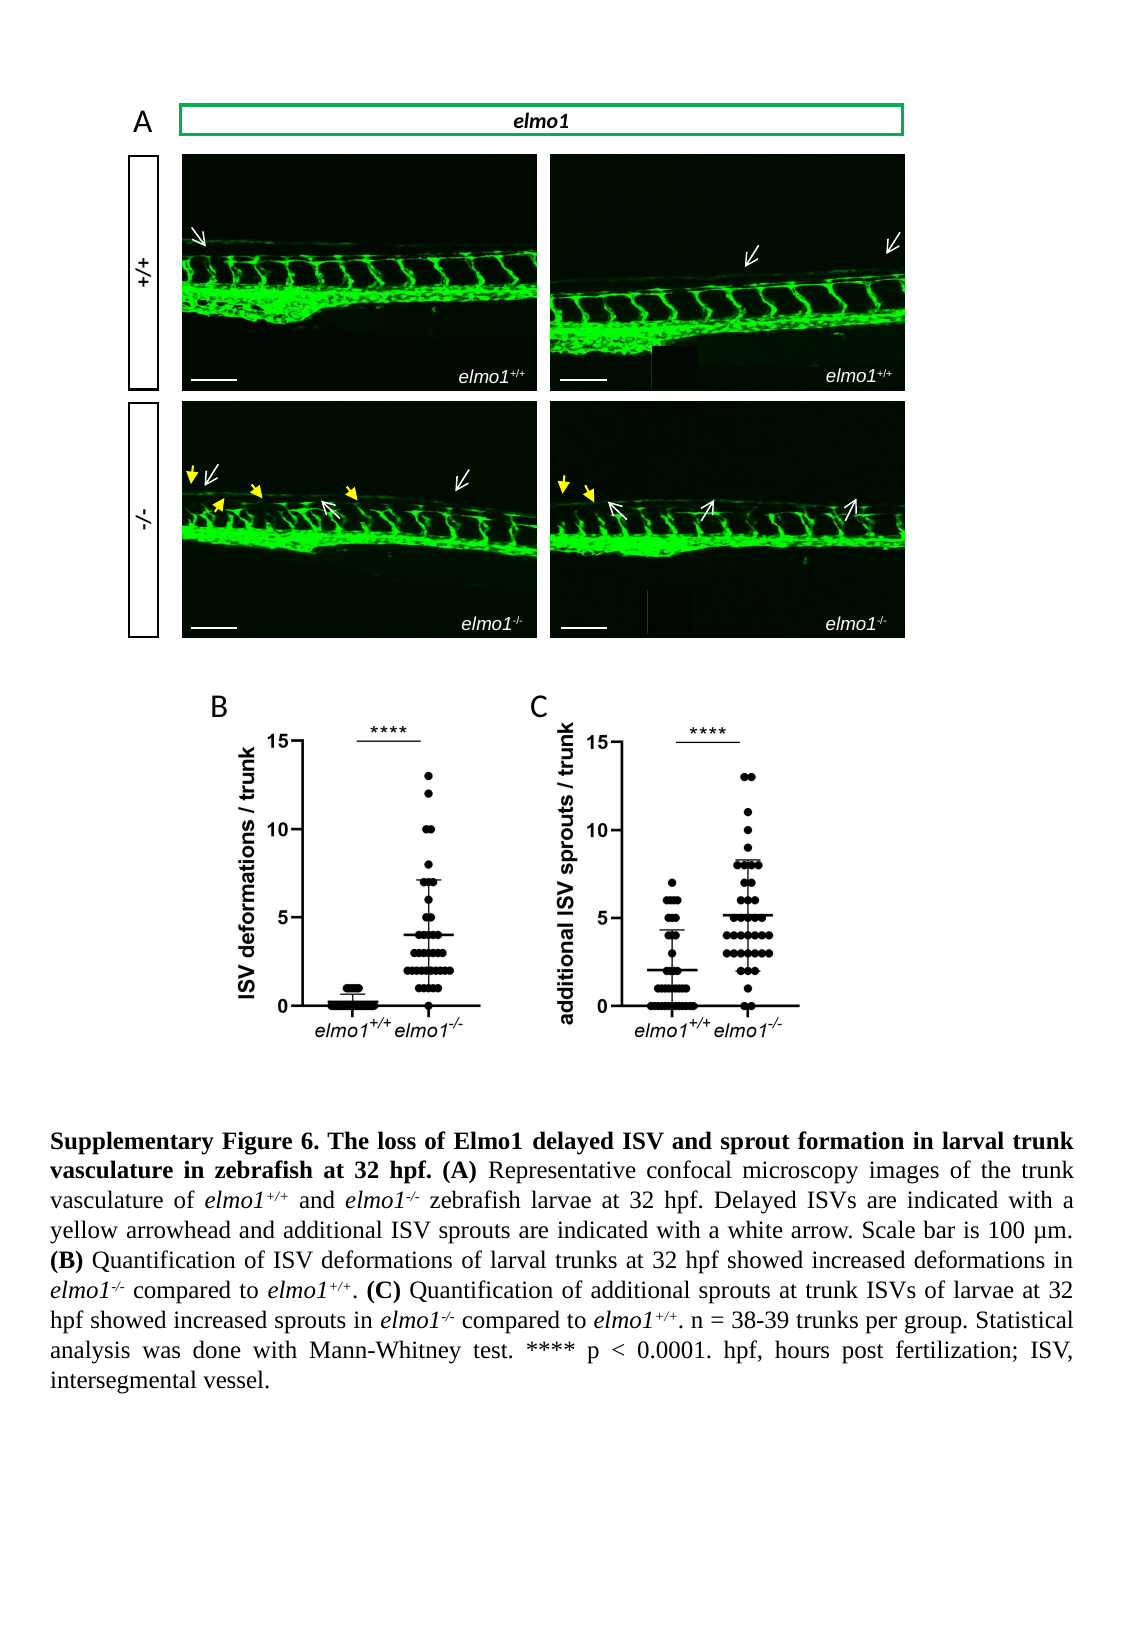

A
elmo1
+/+
elmo1+/+
elmo1+/+
-/-
elmo1-/-
elmo1-/-
B
C
Supplementary Figure 6. The loss of Elmo1 delayed ISV and sprout formation in larval trunk vasculature in zebrafish at 32 hpf. (A) Representative confocal microscopy images of the trunk vasculature of elmo1+/+ and elmo1-/- zebrafish larvae at 32 hpf. Delayed ISVs are indicated with a yellow arrowhead and additional ISV sprouts are indicated with a white arrow. Scale bar is 100 µm. (B) Quantification of ISV deformations of larval trunks at 32 hpf showed increased deformations in elmo1-/- compared to elmo1+/+. (C) Quantification of additional sprouts at trunk ISVs of larvae at 32 hpf showed increased sprouts in elmo1-/- compared to elmo1+/+. n = 38-39 trunks per group. Statistical analysis was done with Mann-Whitney test. **** p < 0.0001. hpf, hours post fertilization; ISV, intersegmental vessel.

## Slide 7
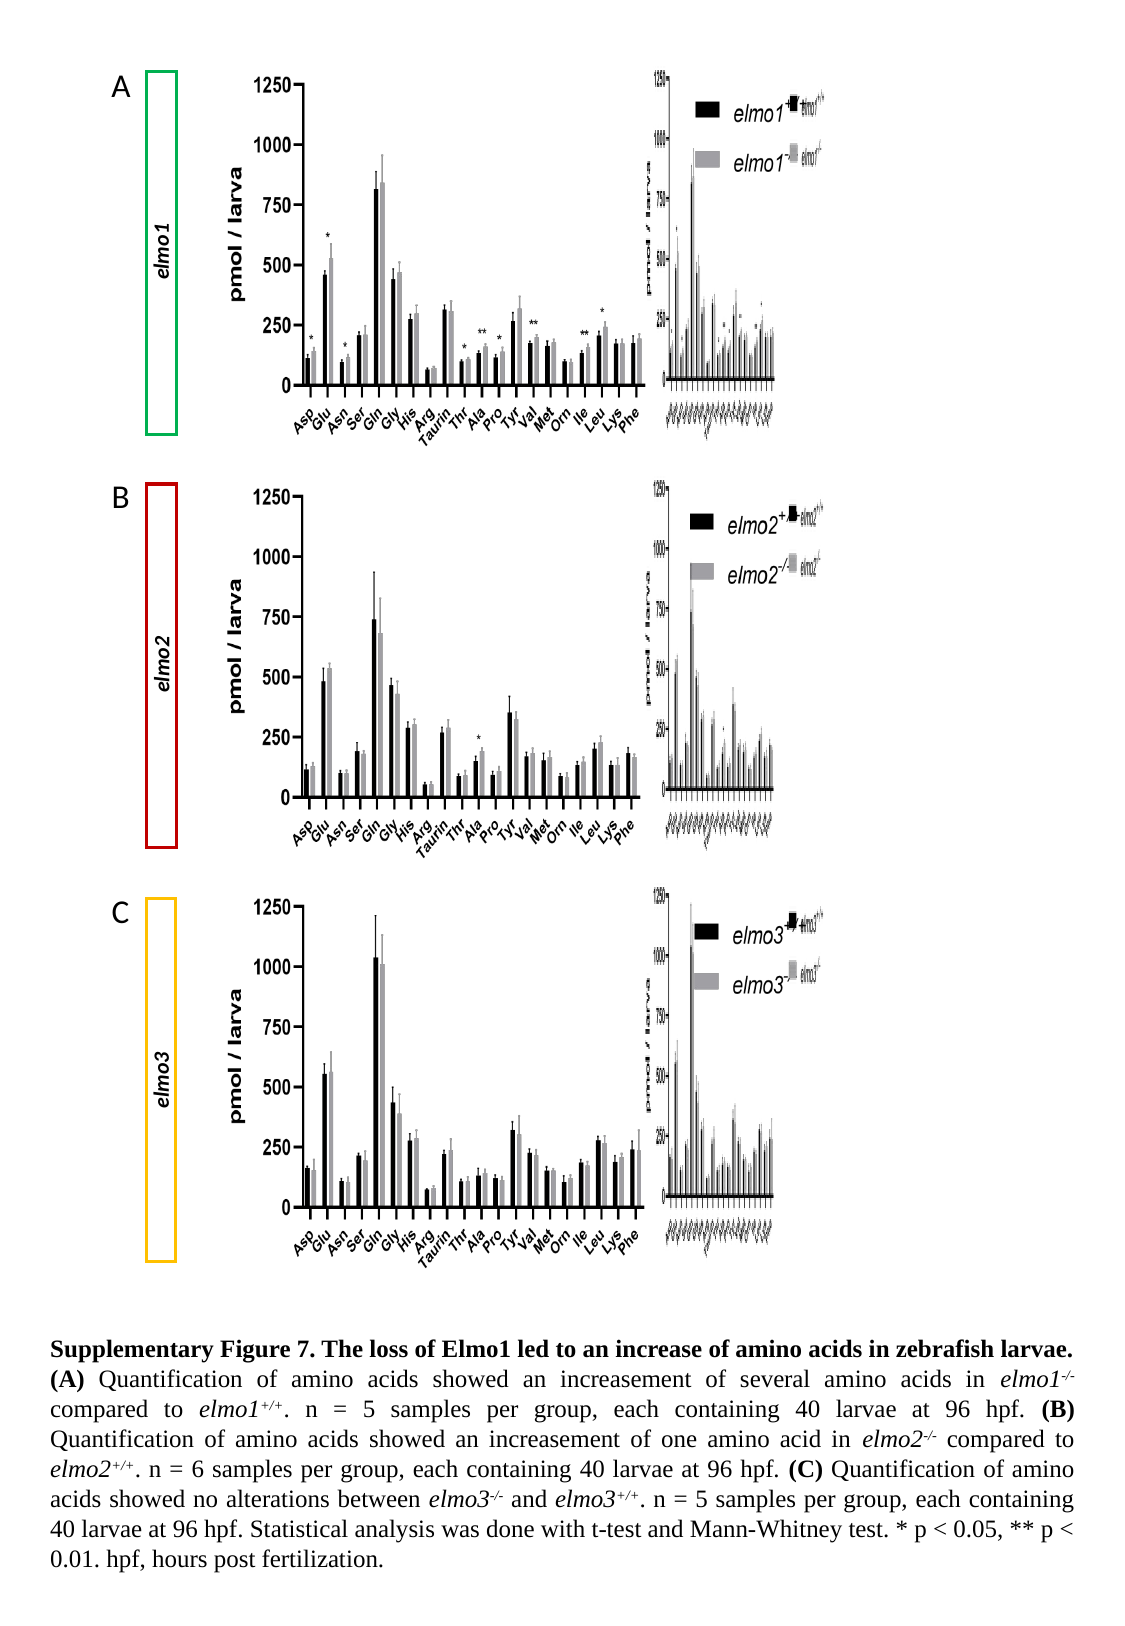

A
elmo1
B
elmo2
C
elmo3
Supplementary Figure 7. The loss of Elmo1 led to an increase of amino acids in zebrafish larvae. (A) Quantification of amino acids showed an increasement of several amino acids in elmo1-/- compared to elmo1+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. (B) Quantification of amino acids showed an increasement of one amino acid in elmo2-/- compared to elmo2+/+. n = 6 samples per group, each containing 40 larvae at 96 hpf. (C) Quantification of amino acids showed no alterations between elmo3-/- and elmo3+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. Statistical analysis was done with t-test and Mann-Whitney test. * p < 0.05, ** p < 0.01. hpf, hours post fertilization.

## Slide 8
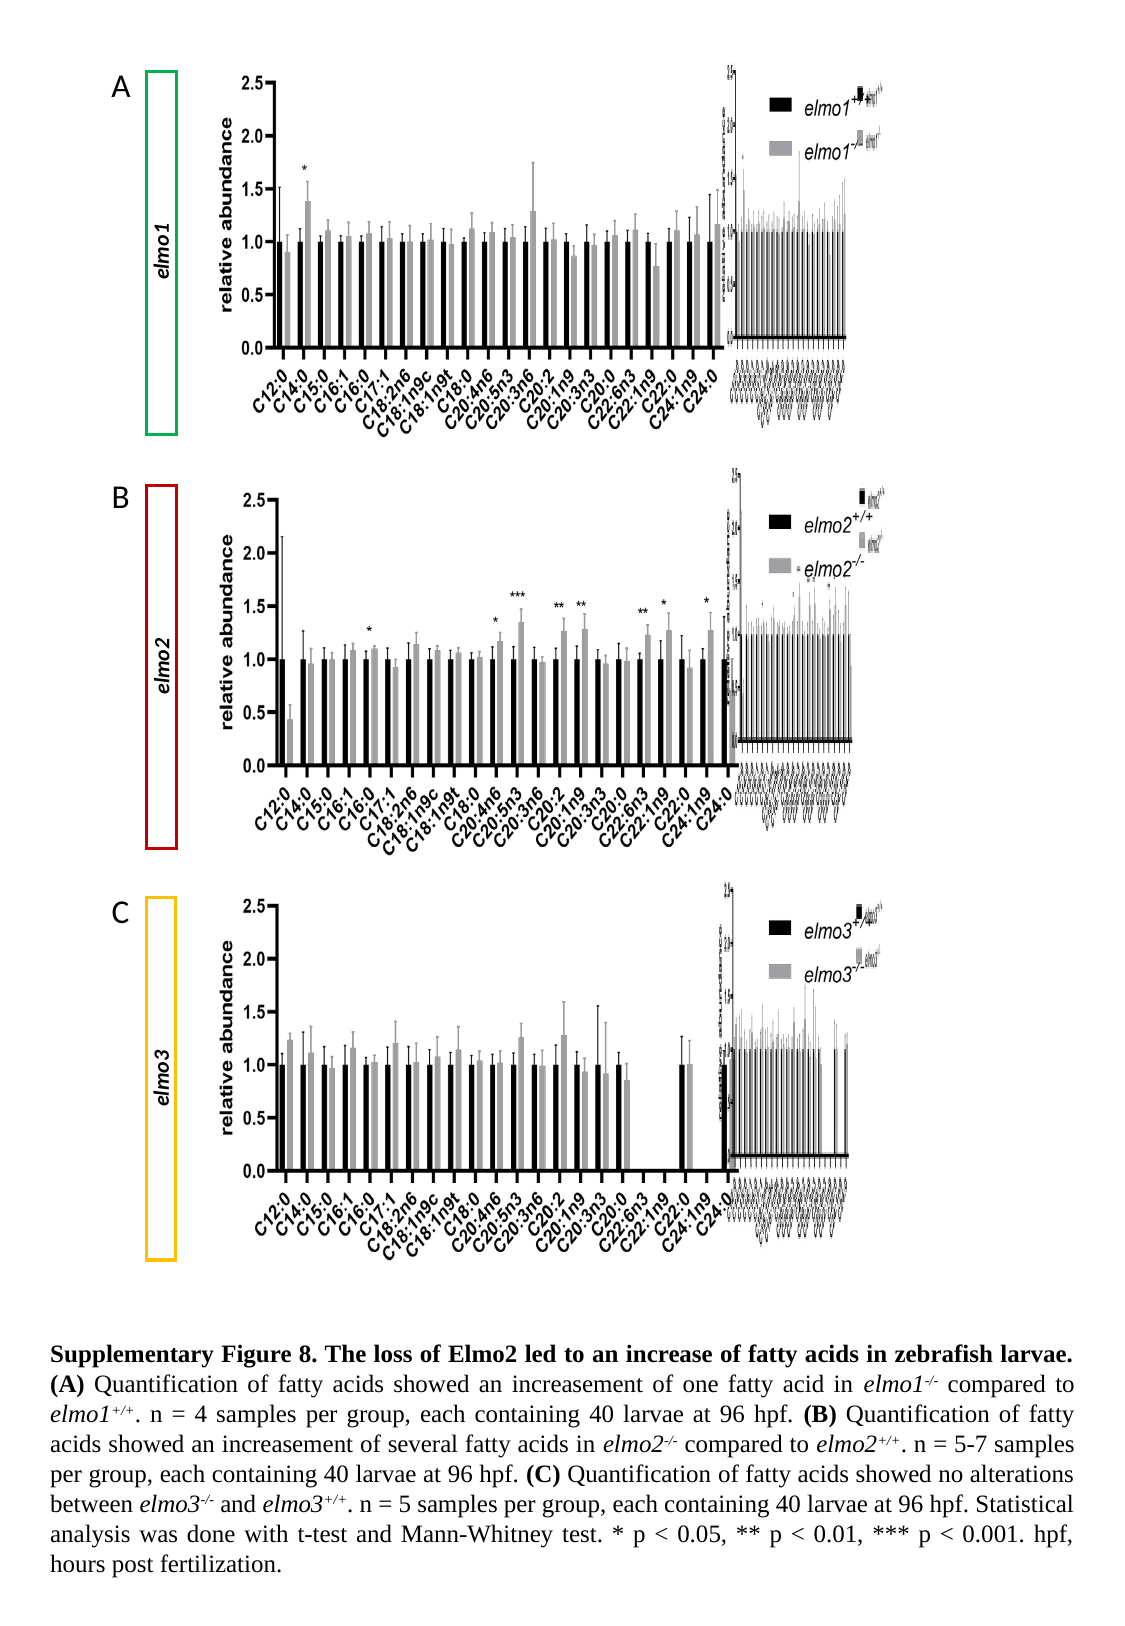

A
elmo1
B
elmo2
C
elmo3
Supplementary Figure 8. The loss of Elmo2 led to an increase of fatty acids in zebrafish larvae. (A) Quantification of fatty acids showed an increasement of one fatty acid in elmo1-/- compared to elmo1+/+. n = 4 samples per group, each containing 40 larvae at 96 hpf. (B) Quantification of fatty acids showed an increasement of several fatty acids in elmo2-/- compared to elmo2+/+. n = 5-7 samples per group, each containing 40 larvae at 96 hpf. (C) Quantification of fatty acids showed no alterations between elmo3-/- and elmo3+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. Statistical analysis was done with t-test and Mann-Whitney test. * p < 0.05, ** p < 0.01, *** p < 0.001. hpf, hours post fertilization.

## Slide 9
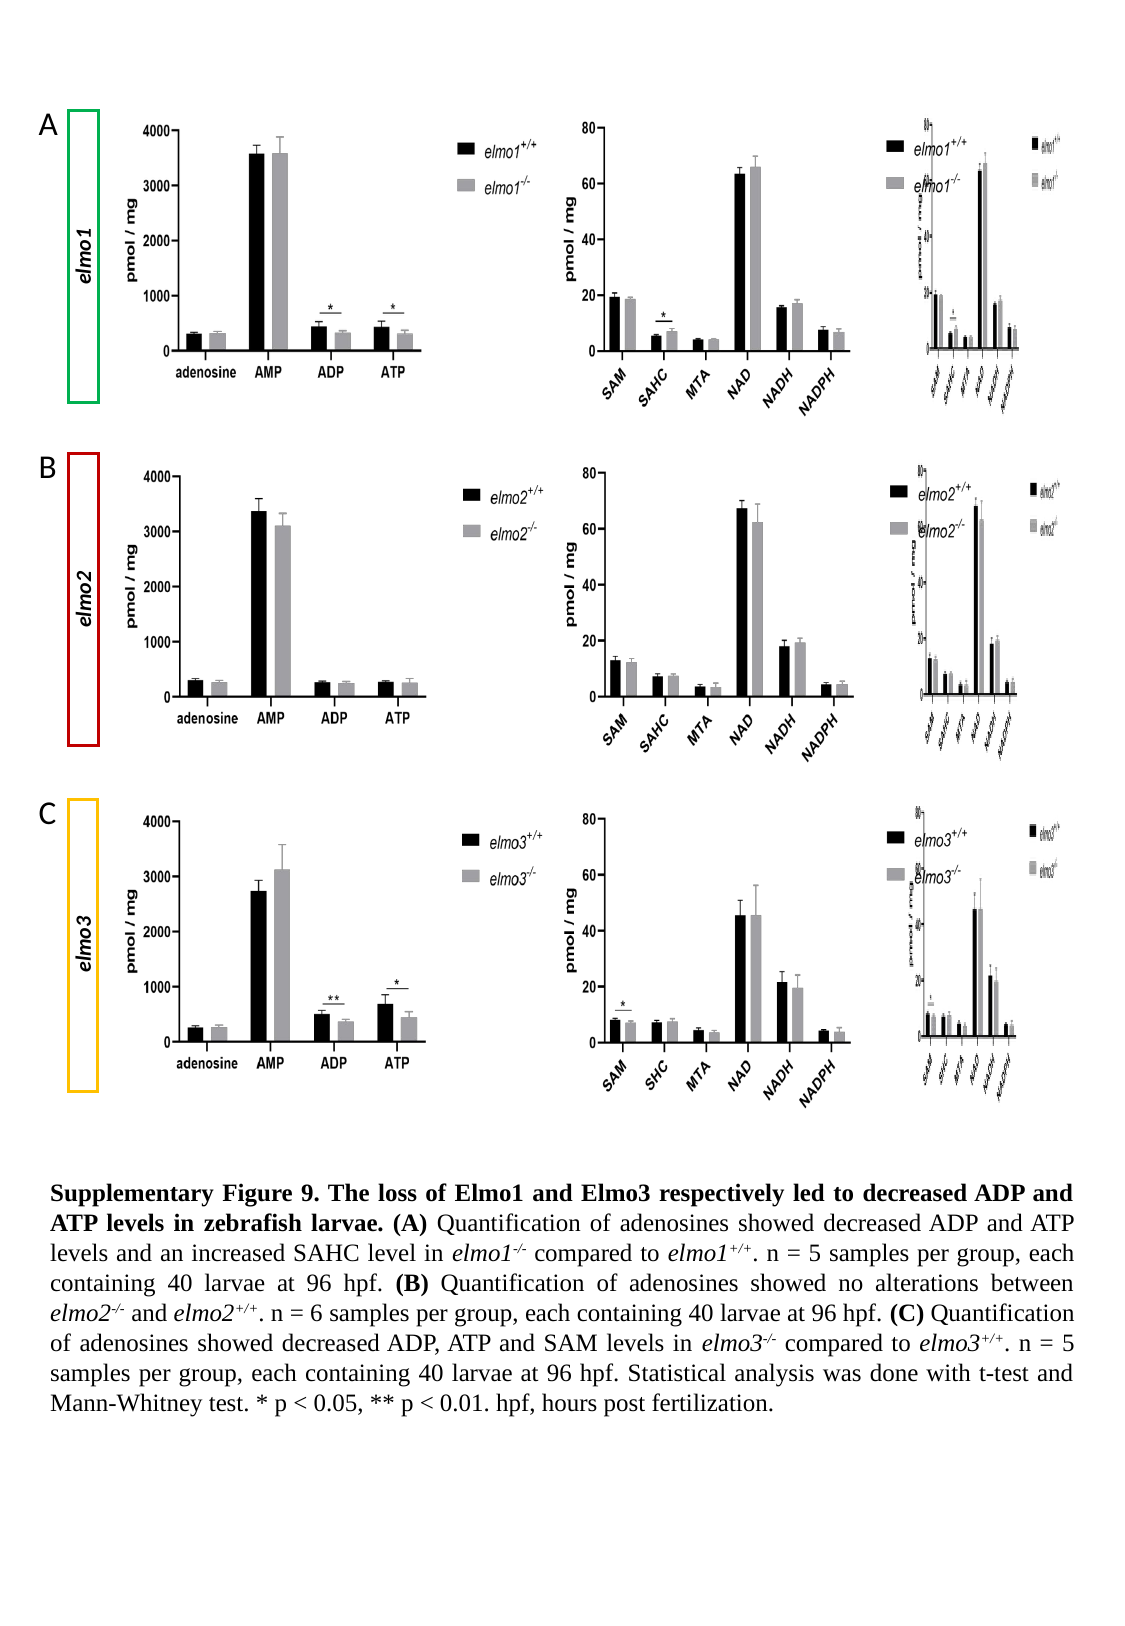

A
elmo1
B
elmo2
C
elmo3
Supplementary Figure 9. The loss of Elmo1 and Elmo3 respectively led to decreased ADP and ATP levels in zebrafish larvae. (A) Quantification of adenosines showed decreased ADP and ATP levels and an increased SAHC level in elmo1-/- compared to elmo1+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. (B) Quantification of adenosines showed no alterations between elmo2-/- and elmo2+/+. n = 6 samples per group, each containing 40 larvae at 96 hpf. (C) Quantification of adenosines showed decreased ADP, ATP and SAM levels in elmo3-/- compared to elmo3+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. Statistical analysis was done with t-test and Mann-Whitney test. * p < 0.05, ** p < 0.01. hpf, hours post fertilization.

## Slide 10
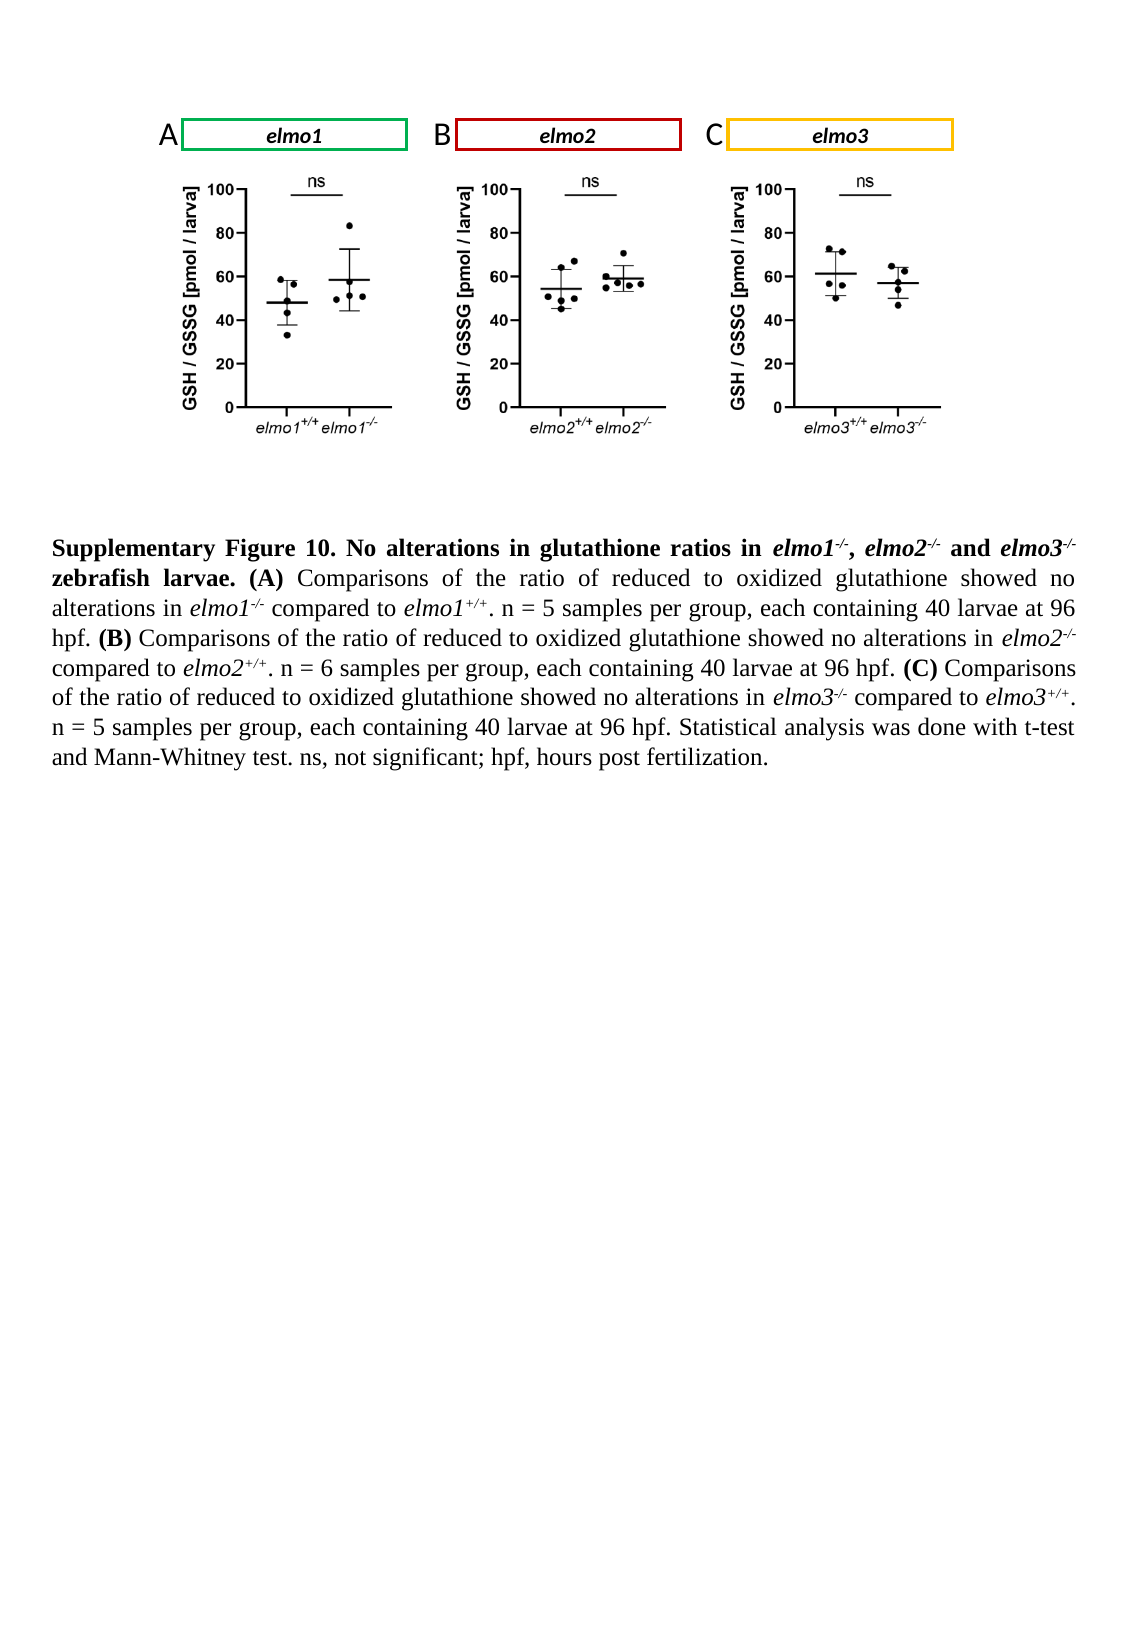

B
A
C
elmo1
elmo2
elmo3
Supplementary Figure 10. No alterations in glutathione ratios in elmo1-/-, elmo2-/- and elmo3-/- zebrafish larvae. (A) Comparisons of the ratio of reduced to oxidized glutathione showed no alterations in elmo1-/- compared to elmo1+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. (B) Comparisons of the ratio of reduced to oxidized glutathione showed no alterations in elmo2-/- compared to elmo2+/+. n = 6 samples per group, each containing 40 larvae at 96 hpf. (C) Comparisons of the ratio of reduced to oxidized glutathione showed no alterations in elmo3-/- compared to elmo3+/+. n = 5 samples per group, each containing 40 larvae at 96 hpf. Statistical analysis was done with t-test and Mann-Whitney test. ns, not significant; hpf, hours post fertilization.

## Slide 11
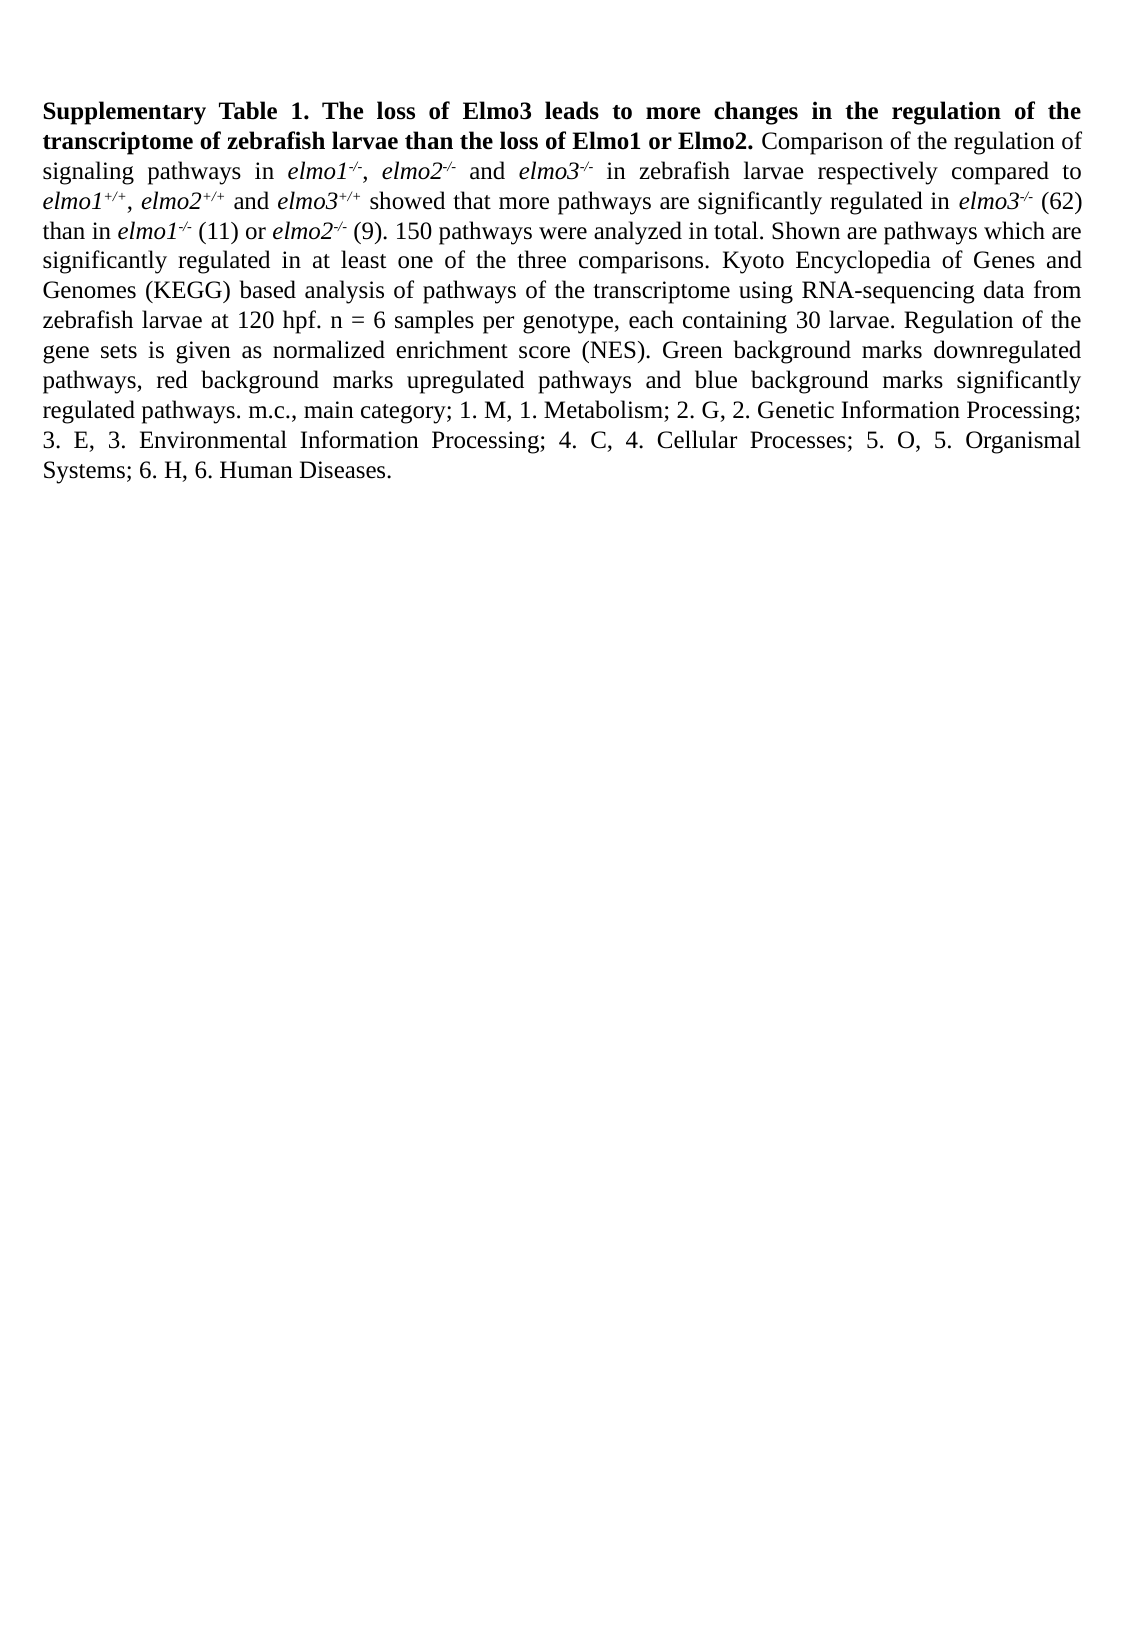

Supplementary Table 1. The loss of Elmo3 leads to more changes in the regulation of the transcriptome of zebrafish larvae than the loss of Elmo1 or Elmo2. Comparison of the regulation of signaling pathways in elmo1-/-, elmo2-/- and elmo3-/- in zebrafish larvae respectively compared to elmo1+/+, elmo2+/+ and elmo3+/+ showed that more pathways are significantly regulated in elmo3-/- (62) than in elmo1-/- (11) or elmo2-/- (9). 150 pathways were analyzed in total. Shown are pathways which are significantly regulated in at least one of the three comparisons. Kyoto Encyclopedia of Genes and Genomes (KEGG) based analysis of pathways of the transcriptome using RNA-sequencing data from zebrafish larvae at 120 hpf. n = 6 samples per genotype, each containing 30 larvae. Regulation of the gene sets is given as normalized enrichment score (NES). Green background marks downregulated pathways, red background marks upregulated pathways and blue background marks significantly regulated pathways. m.c., main category; 1. M, 1. Metabolism; 2. G, 2. Genetic Information Processing; 3. E, 3. Environmental Information Processing; 4. C, 4. Cellular Processes; 5. O, 5. Organismal Systems; 6. H, 6. Human Diseases.

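The NES describes how far the genes of a set lie toward one end of a list of all genes ranked by their change between genotypes. It is positive where they lie toward the genes higher in the mutant and negative toward the lower ones, and it is divided by the mean score of random gene sets of the same size, so that sets of different size can be compared. In the re-computed ranking of elmo2−/− against elmo2+/+, Oxidative phosphorylation, with 92 genes tested, had an NES of 2.05 (adjusted p = 1.08e-05 by gene permutation) and a score difference of 0.050 on the log2 scale, against SDs of 0.12 and 0.14 (n = 6 each; exact permutation test, two-sided p = 0.511; exact block sign-flip p = 0.312). Phototransduction, with 63 genes, had an NES of 1.24 (adjusted p = 0.146) and a score difference of 0.035 with SDs of 0.24 and 0.17 (exact permutation p = 0.766; exact block sign-flip p = 0.594). Its sign changed on log2(TPM + 1), to -0.011. By library number of the elmo2−/− samples, the Phototransduction difference was -0.0032 (NES -0.96, adjusted p = 0.737 by gene permutation) for library numbers 13 to 16 and 0.11 (NES 1.66, adjusted p = 0.00839 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and 0.068 (NES 1.77, adjusted p = 0.00262 by gene permutation) and -0.038 (NES -1.20, adjusted p = 0.220 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers, a comparison chosen after seeing the data. That of Oxidative phosphorylation was 0.024 (NES 1.25, adjusted p = 0.247 by gene permutation) for library numbers 13 to 16 and 0.10 (NES 2.56, adjusted p = 1.66e-10 by gene permutation) for 7 and 8 against all elmo2+/+ samples, and -0.017 (NES -1.25, adjusted p = 0.186 by gene permutation) and 0.18 (NES 2.99, adjusted p = 2.47e-19 by gene permutation) against only the elmo2+/+ samples of the same replicate numbers.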

## Slide 12
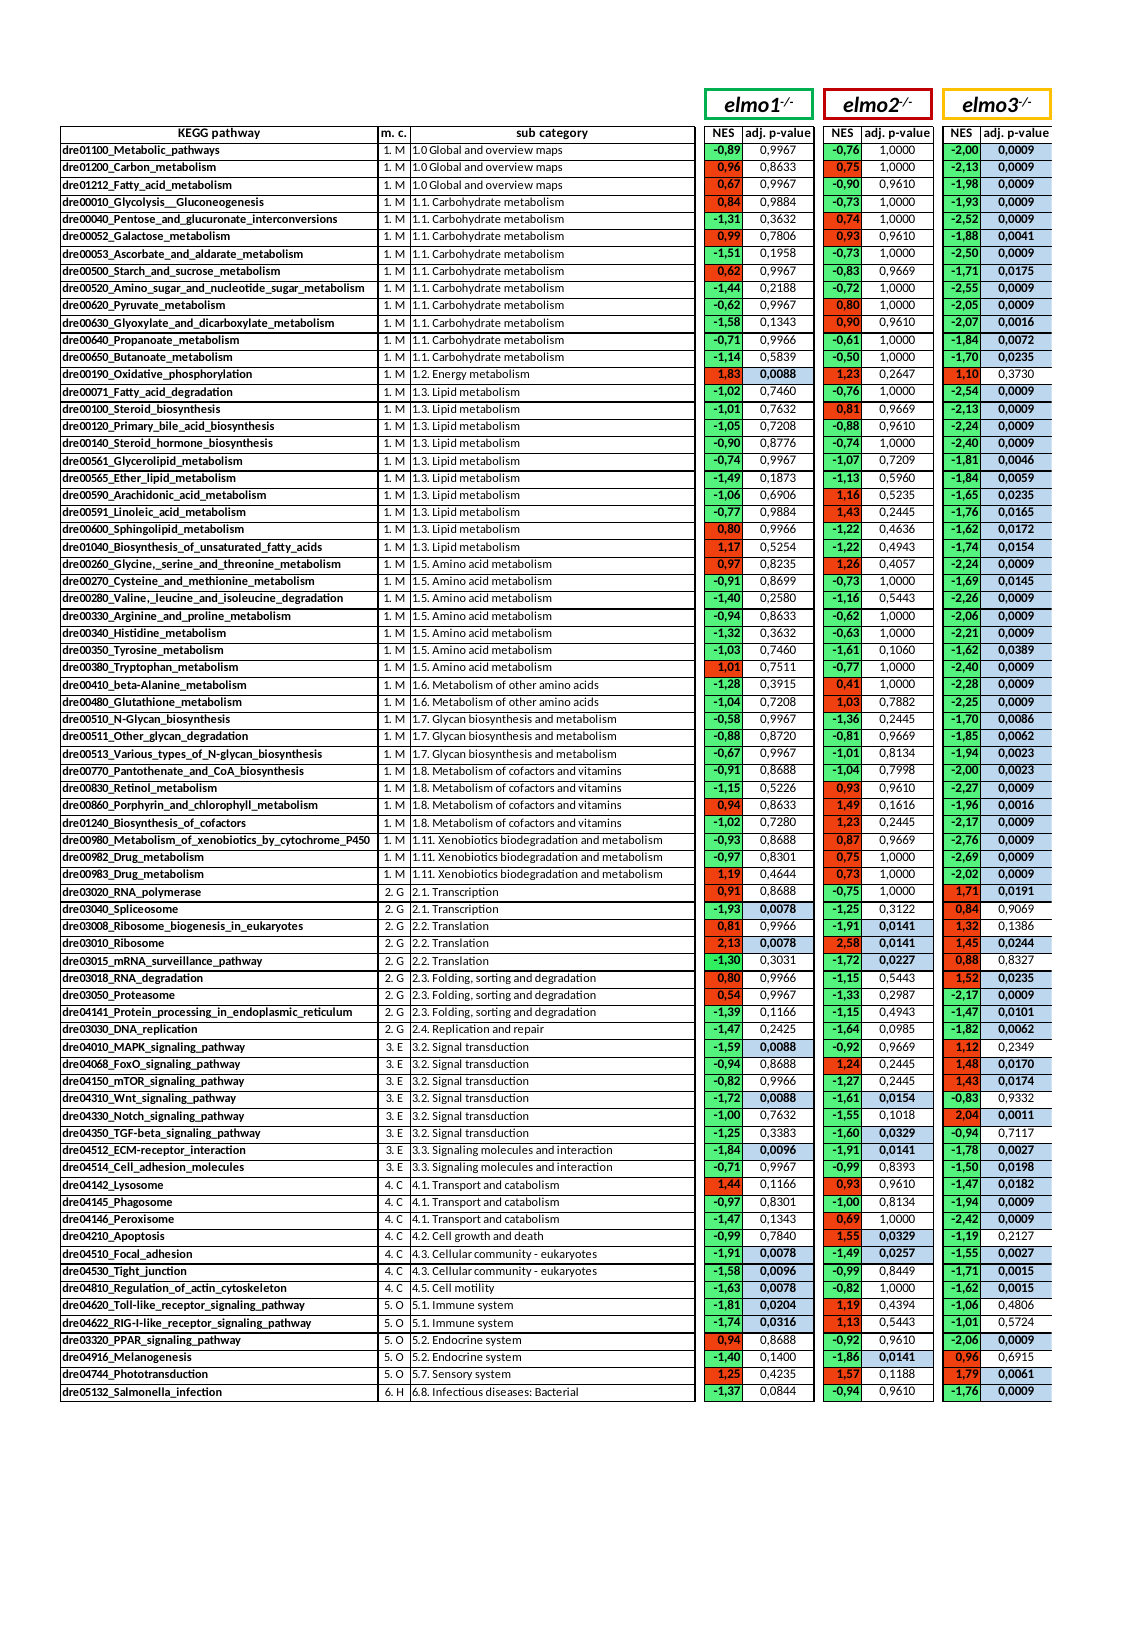

elmo1-/-
elmo2-/-
elmo3-/-

## Slide 13
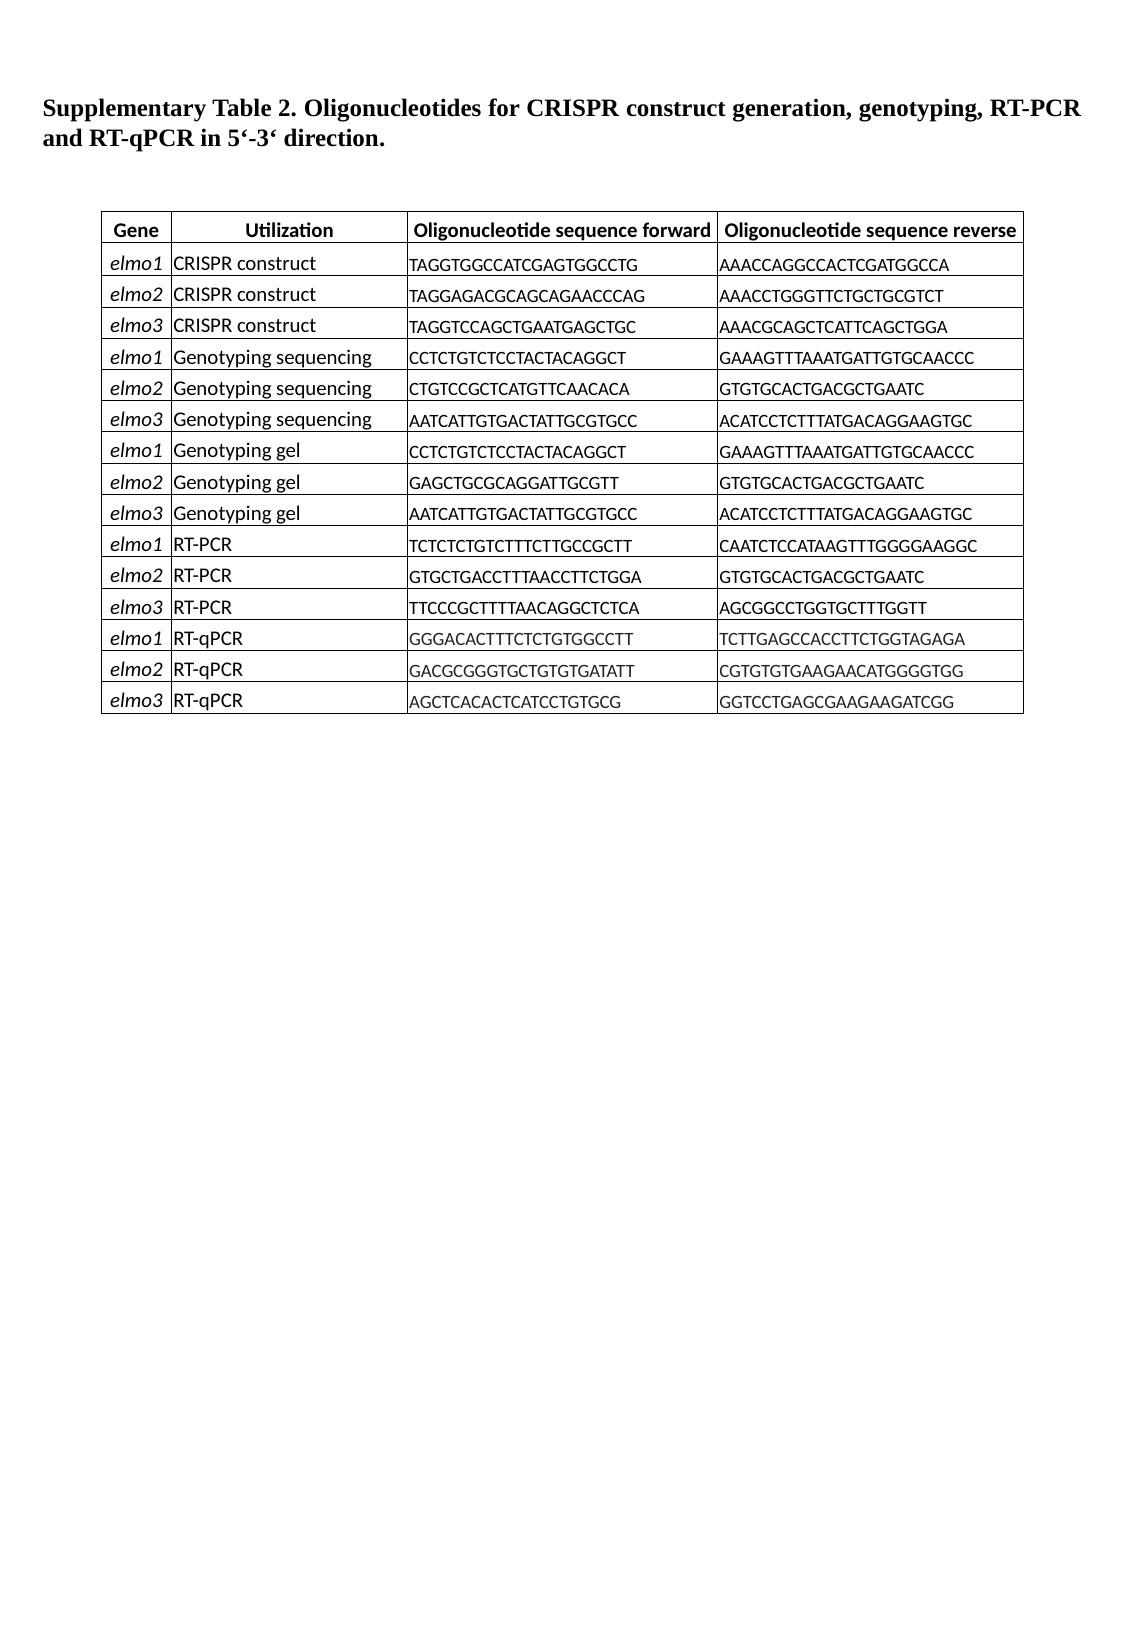

Supplementary Table 2. Oligonucleotides for CRISPR construct generation, genotyping, RT-PCR and RT-qPCR in 5‘-3‘ direction.
| Gene | Utilization | Oligonucleotide sequence forward | Oligonucleotide sequence reverse |
| --- | --- | --- | --- |
| elmo1 | CRISPR construct | TAGGTGGCCATCGAGTGGCCTG | AAACCAGGCCACTCGATGGCCA |
| elmo2 | CRISPR construct | TAGGAGACGCAGCAGAACCCAG | AAACCTGGGTTCTGCTGCGTCT |
| elmo3 | CRISPR construct | TAGGTCCAGCTGAATGAGCTGC | AAACGCAGCTCATTCAGCTGGA |
| elmo1 | Genotyping sequencing | CCTCTGTCTCCTACTACAGGCT | GAAAGTTTAAATGATTGTGCAACCC |
| elmo2 | Genotyping sequencing | CTGTCCGCTCATGTTCAACACA | GTGTGCACTGACGCTGAATC |
| elmo3 | Genotyping sequencing | AATCATTGTGACTATTGCGTGCC | ACATCCTCTTTATGACAGGAAGTGC |
| elmo1 | Genotyping gel | CCTCTGTCTCCTACTACAGGCT | GAAAGTTTAAATGATTGTGCAACCC |
| elmo2 | Genotyping gel | GAGCTGCGCAGGATTGCGTT | GTGTGCACTGACGCTGAATC |
| elmo3 | Genotyping gel | AATCATTGTGACTATTGCGTGCC | ACATCCTCTTTATGACAGGAAGTGC |
| elmo1 | RT-PCR | TCTCTCTGTCTTTCTTGCCGCTT | CAATCTCCATAAGTTTGGGGAAGGC |
| elmo2 | RT-PCR | GTGCTGACCTTTAACCTTCTGGA | GTGTGCACTGACGCTGAATC |
| elmo3 | RT-PCR | TTCCCGCTTTTAACAGGCTCTCA | AGCGGCCTGGTGCTTTGGTT |
| elmo1 | RT-qPCR | GGGACACTTTCTCTGTGGCCTT | TCTTGAGCCACCTTCTGGTAGAGA |
| elmo2 | RT-qPCR | GACGCGGGTGCTGTGTGATATT | CGTGTGTGAAGAACATGGGGTGG |
| elmo3 | RT-qPCR | AGCTCACACTCATCCTGTGCG | GGTCCTGAGCGAAGAAGATCGG |

How the deposited data were processed for this re-analysis (not part of the article)

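RNA of whole zebrafish larvae at 120 hpf was sequenced in 6 elmo2−/− and 6 elmo2+/+ samples of 30 larvae each. Genotype and replicate number were taken from the sample labels, and the age and the number of larvae from the labels and the legend of Figure 7. The labels also number the libraries, 1 to 6 in elmo2+/+ and 13 to 16, 7 and 8 in elmo2−/− replicates 1 to 6. Sequencing batches are not labelled, and the library numbers of the genotypes do not overlap. The elmo1 and elmo3 lines were not analysed here.

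The authors deposited estimated counts, which need not be whole numbers and are not scaled between samples, and TPM values, which the authors scaled to the same total in each sample after taking transcript length into account. Both kinds list genes by Ensembl identifier under a column header that names another identifier type. The aligner or quantifier, the genome build, the annotation and any filter on reads are not stated in the paper's text, which refers the sequencing analysis to Lou et al. Gene symbols came from a table of identifiers and symbols, in which 29201 identifiers had a symbol, many of them written as human-style names. Reads of paralogs or near-identical copies could have been split between genes by the estimation of counts, and how was not stated.

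Estimated counts were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was used with filterByExpr (minimum count of 10), TMM normalization and the quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest with default settings), with genotype as the only term, and Benjamini-Hochberg adjustment over the 22259 genes tested. edgeR gives no standard error, so the absolute log2 fold change divided by the square root of F was used. The design foresaw whole-number counts per gene and was kept. Totals per sample lay between 20116203 and 20939679 estimated counts, and the biological coefficient of variation was 0.171, so that the spread between pools of larvae, and not counting error, limits the precision of most genes.

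KEGG and GOBP gene sets were not used here. Sets for the 18 pathways and processes that the paper names and 8 further sets were compiled by gene symbol. This was done before the data were examined, from general knowledge of these pathways. A listed symbol was also matched with a paralog ending such as a or b, so a distinct gene whose symbol ends so can be in a set. JUNB in the Apoptosis set may be such a gene. The further sets hold tissue or cell genes, mitochondrial ribosome genes, and the intracellular and growth factor part of Focal adhesion. The sets for GOBP join several related processes of Figure 7. Other processes of that figure, such as pancreas development and cytoskeleton organization, were not analysed here. One score per sample and set was computed from log2 CPM with a prior count of 2. Scores were compared with exact two-sided permutation tests over all 924 ways to choose 6 of 12 samples, and adjusted over the 18 sets. The NES was computed with fgsea 1.28.0 (fgseaMultilevel).

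The replicate numbers come from the labels. The paper does not say that same-numbered samples were collected together. Because same-numbered samples deviated together to some extent, the tests of genes and of gene set scores were repeated with the replicate number as a block, in edgeR as a factor and for scores as an exact sign-flip test of the 6 differences. The tests of principal components, the correlations and the comparison of genes near elmo2 were run without it.

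The genes to be named were set beforehand as elmo1, elmo2 and elmo3, up to 5 higher and 5 lower genes with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and no overlap between genotypes, and up to 3 genes with an adjusted p under 0.05 in each set. Beyond the elmo genes, 0 genes met this rule, where 1041 had an unadjusted p under 0.05. Genes of 5 sets were therefore named by unadjusted p, 3 per set, after their values were seen.

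Alternatives were DESeq2 1.42.0, RLE size factors, library size only, other filters on low counts (at least 1 count in any sample, or at least 1 CPM in 6 samples), limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), the replicate block, leaving out each sample, and elmo2−/− samples of only library numbers 13 to 16 or 7 and 8. For the scores they also included a prior count of 0.5, log2(TPM + 1), medians, genes divided by their SD, camera, sets without shared genes, and an NES ranked by log2 fold change. A covariate of liver genes, an Apoptosis set without immediate early genes, and the elmo2−/− samples of either group of library numbers against only the elmo2+/+ samples of the same replicate numbers were added after the data were examined.

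The scripts were tested on simulated data with the means, dispersions and library sizes of these samples. Of 200 genes above 1 CPM given log2 fold changes of at least 1 in either direction, 90.5% were recovered at an adjusted p under 0.05. There were 22094 genes tested, and 11 unchanged genes were called. With many changed genes the adjusted threshold is easier to pass, so this share does not give the power for few or smaller changes. With no gene changed, 0 genes were called. A set moved by a log2 change of -0.3 was recovered at -0.29. Genes were simulated independently of each other, so this does not give the power for sets whose genes move together between pools. Positions relative to elmo2 came from the gene table of the RefSeq assembly GRCz12tu, matched by symbol for 77.6% of the genes tested, which is too few for the planned comparison of genes near elmo2 to count. That comparison is therefore void.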

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

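In 6 of 90 groups of 6 samples, one sample lay apart from the others by Dixon's criterion, where chance alone gives about 4.5. The score of skeletal muscle genes in elmo2+/+ replicate 4 was 0.19, and the other elmo2+/+ samples lay between -0.10 and -0.0096. The log2 CPM of COL9A1 were 6.15 in elmo2−/− replicate 1, against 5.48 to 5.73 in the other elmo2−/− samples. NRP2 was low in elmo2+/+ replicate 4, at 5.34 against 5.54 to 5.65, and in elmo2−/− replicate 5, at 5.34 against 5.42 to 5.46. NCAM2 was low in elmo2+/+ replicate 2, at 2.81 against 2.97 to 3.05, and nfkbiaa was high in elmo2+/+ replicate 1, at 4.37 against 3.71 to 3.94. The number of such samples is close to what chance gives, no sample appears in most of them, and no biological explanation was tested for any. elmo2+/+ replicate 4 appears in more than one of them and also had the highest total, 20939679 estimated counts. Whether its depth has a part in this cannot be told from one sample.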

How the results depend on the processing

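The alternatives were set before the data were examined, apart from the liver covariate, the Apoptosis set without immediate early genes and the comparisons with only same-numbered elmo2+/+ samples, which were chosen after seeing the data. Gene set results depended on the test. By exact permutation of the scores per sample, 0 of 18 sets passed an adjusted p under 0.05 (0 at an unadjusted p under 0.05, smallest p 0.0693). Tests that compare genes within one ranking passed 15 sets (fgsea), 14 sets (fgsea ranked by log2 fold change) and 14 sets (camera). By fgsea the NES was Ribosome 2.81, ECM-receptor interaction -2.08, Focal adhesion -1.51, Wnt signaling pathway -1.39, TGF-beta signaling pathway -1.51, Apoptosis 2.09, Ribosome biogenesis -1.96, Melanogenesis -1.898, Vasculature development -1.45, ECM organization -2.25, Kidney development -1.39, Cell migration -1.34, Neuron development -1.78, Synaptic signaling -1.79, Oxidative phosphorylation 2.05. Ranked by log2 fold change it was Ribosome 2.25, ECM-receptor interaction -1.94, Focal adhesion -1.48, Apoptosis 1.78, Ribosome biogenesis -1.48, Melanogenesis -1.69, Vasculature development -1.31, ECM organization -2.202, Kidney development -1.35, Glucose homeostasis 1.39, Cell migration -1.37, Neuron development -1.31, Synaptic signaling -1.61, Oxidative phosphorylation 1.58. The mean log2 fold change of the set minus that of the other genes, tested by camera, was Ribosome 0.091, ECM-receptor interaction -0.097, Focal adhesion -0.053, Wnt signaling pathway -0.033, TGF-beta signaling pathway -0.047, Apoptosis 0.068, Ribosome biogenesis -0.046, Melanogenesis -0.065, Vasculature development -0.046, ECM organization -0.11, Cell migration -0.044, Neuron development -0.034, Synaptic signaling -0.046, Oxidative phosphorylation 0.043. fgsea permutes genes and camera assumes a preset correlation between the genes of a set, while the scores were permuted over pools of larvae.

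With the replicate number as a block, 0 sets passed an adjusted p under 0.05 and 1 set, Melanogenesis, an unadjusted one (exact sign-flip p = 0.031). This is the smallest p that 6 pairs allow, and most of the 18 sets would have to reach it together for any to pass the adjusted threshold, so the adjusted count of 0 was nearly fixed by the design. The score differences of the other normalizations, prior count, filter, median, SD scaling and liver covariate had the sign of the reported values, as did those on log2(TPM + 1) except Glucose homeostasis at -0.010 and Phototransduction at -0.011. None of these settings gave an adjusted p under 0.05 for the score of any set.

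What the elmo2−/− samples of different library numbers showed depended on the elmo2+/+ samples they were compared with. Library numbers 13 to 16 are replicates 1 to 4 and 7 and 8 are replicates 5 and 6, so a comparison of either with all elmo2+/+ samples also compares different replicate numbers. Against all elmo2+/+ samples, the sign reversed with 13 to 16 for Focal adhesion 0.0094, Wnt signaling pathway 0.0014, TGF-beta signaling pathway 0.00046, Vasculature development 0.020, Kidney development 0.024, Cell migration 0.011, Phototransduction -0.0032. These were Focal adhesion -0.15, Wnt signaling pathway -0.072, TGF-beta signaling pathway -0.12, Vasculature development -0.15, Kidney development -0.12, Cell migration -0.13, Phototransduction 0.11 with 7 and 8. There the sign reversed for mRNA surveillance pathway 0.011, Glucose homeostasis -0.036, Neuron development 0.026, Synaptic signaling 0.012, which were mRNA surveillance pathway -0.026, Glucose homeostasis 0.075, Neuron development -0.052, Synaptic signaling -0.063 with 13 to 16. Against only the elmo2+/+ samples of the same replicate numbers, the sign reversed with 13 to 16 for Neuron development 0.0077, Oxidative phosphorylation -0.017, and with 7 and 8 for Ribosome biogenesis 0.058, Phototransduction -0.038. No set that reversed against all elmo2+/+ samples reversed here with the same library numbers. Neuron development reversed with 13 to 16 in place of 7 and 8, and Phototransduction with 7 and 8 in place of 13 to 16. The reversals against all elmo2+/+ samples therefore cannot be assigned to the library number. The Apoptosis score difference was 0.12 with 13 to 16 and 0.0013 with 7 and 8 against all elmo2+/+ samples, and 0.060 and 0.10 against the same-numbered ones. No score difference had an adjusted p under 0.05 in these comparisons (0 sets at an unadjusted p under 0.05). For 7 and 8 this says little, since 2 samples against 6 allow so few arrangements that an adjusted p under 0.05 could hardly be reached, and 2 against 2 cannot reach it. Whether the library number groups differ was not tested, since 4 samples against 2 cannot reach an exact p under 0.05. Over the 12 fits that each left out one sample, the sign changed in some fits for mRNA surveillance pathway from -0.026 to 0.0024, Kidney development from -0.058 to 0.011, Neuron development from -0.053 to 0.012 and Phototransduction from -0.020 to 0.11. The other 14 sets kept their sign in all 12. In these fits 0 sets passed an adjusted p under 0.05 by exact permutation, and at most 1 an unadjusted one. The smallest exact permutation p was 0.00433, for Melanogenesis, whose smallest adjusted p was 0.0779.

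The count of genes with an adjusted p under 0.05 was 0 with RLE, library size only, both other filters, the replicate block, each sample left out, either group of library numbers against all elmo2+/+ samples and 13 to 16 against the same-numbered ones, with 704 to 1620 genes at an unadjusted p under 0.05 across the fits that left out one sample. It was 2 with DESeq2 (elmo2 and ENSDARG00000100939), 1 with limma on log2(TPM + 1), 1 on log2(TPM + 0.1) and 1 with the liver covariate, in each case elmo2. It was 2 with 7 and 8 against the same-numbered elmo2+/+ samples (si:ch211-121a2.2 and tnfrsf14), without elmo2 (adjusted p = 0.133, 2 samples each). The log2 fold change of elmo2 was -0.93 with DESeq2 (adjusted p = 0.000166), -1.17 and -1.19 with limma (adjusted p = 0.0327 and 0.0335), and -0.90 with the liver covariate (adjusted p = 0.00468). It stayed negative in all alternatives run, from -1.01 to -0.86 with one sample left out, and its adjusted p ranged from 0.000166 to 1.00. The sign of elmo1 reversed with limma (-0.031 and -0.031) and library numbers 13 to 16 against all elmo2+/+ samples (-0.018), and ranged from -0.00091 to 0.099 with one sample left out. That of elmo3 reversed with library numbers 13 to 16 (0.0093) against all elmo2+/+ samples, with a range of -0.29 to 0.094 with one sample left out. Against the same-numbered elmo2+/+ samples, 13 to 16 gave 0.045 for elmo1 and -0.12 for elmo3. The cause of these changes was not tested. The 15 genes named after their values were seen kept their sign in all alternatives. The comparison of genes near elmo2 had 0 genes at an adjusted p under 0.05 or 0.01 in windows of 10, 5 and 1 Mb (13 of 152 genes within 10 Mb at an unadjusted p under 0.05), so it could not come out differently.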

Differences from the paper's values

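The NES of glucose homeostasis in elmo2−/− was 0.93 here and about -0.9 in the paper's Fig. 7C, read by eye, so the signs differ. Of the alternatives set before the data were examined, the NES had the paper's sign with library size only (-0.95), only elmo2−/− library numbers 7 and 8 (-1.23), without elmo2−/− replicate 1 (-1.05), without elmo2−/− replicate 3 (-0.90), without elmo2+/+ replicate 2 (-0.95), without elmo2+/+ replicate 5 (-0.86). The jackknife error of this NES, from leaving out each sample, was 3.16, which is more than the distance between the values. Both values come from the same samples, so this error does not measure how far they may lie apart. It shows how much the NES depends on single samples, and the sign of the NES changed with the sample left out. The sign still differed with ranking by log2 fold change, RLE, genes with at least 1 CPM in 6 samples, the replicate block, only elmo2−/− library numbers 13 to 16, elmo2−/− library numbers 13 to 16 against same-numbered elmo2+/+ samples, elmo2−/− library numbers 7 and 8 against same-numbered elmo2+/+ samples and with each other sample left out. The set compiled here also holds genes of insulin response, glycolysis and gluconeogenesis.

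For the other 17 sets the NES had the sign of the paper's figure or table, and the values were apart by less than the jackknife error. That error measures the spread between samples, while both values come from the same samples. With errors this wide the values could hardly lie farther apart, so their closeness is not tested by it. The jackknife error ranged from 0.353 for Melanogenesis to 3.86 for Phototransduction. For Phototransduction, neuron development (2.85), Oxidative phosphorylation (1.61) and synaptic signaling (1.55) it is larger than the paper's value itself, so the comparison shows least there. The sign also changed as samples were left out, from -1.02 to 2.15 for Phototransduction and from -2.40 to 1.04 for neuron development. Calls by gene permutation were also lost as single samples were left out. Without elmo2+/+ replicate 1 the NES was -1.28 for ECM-receptor interaction (adjusted p = 0.116). Focal adhesion (-0.83) and Cell migration (-0.70) did not pass either. Without elmo2−/− replicate 6 the adjusted p was 0.240 for Focal adhesion, 0.380 for Cell migration and 0.182 for Wnt signaling. Ribosome, Apoptosis, Ribosome biogenesis, Melanogenesis and ECM organization kept the call in every such fit. Calls of significance differed for some sets. The paper's text does not state the permutation, threshold or adjustment behind its marks, and it covers more sets than the 18 adjusted over here. Differences in calls can therefore come from the rule as well as from the values. The paper marks the mRNA surveillance pathway as significantly regulated, and its adjusted p by gene permutation was 0.154 here. It was under 0.05 with library size only (0.00113), only elmo2−/− library numbers 13 to 16 (0.00326), without elmo2−/− replicate 3 (0.0104), without elmo2−/− replicate 4 (0.0180), without elmo2−/− replicate 6 (0.00665), without elmo2+/+ replicate 1 (0.0175), without elmo2+/+ replicate 2 (0.0430), without elmo2+/+ replicate 5 (0.0352), and not with the other alternatives run for the NES.

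The paper does not mark kidney development, synaptic signaling and Oxidative phosphorylation as significant, and the adjusted p by gene permutation was 0.0290, 2.79e-07 and 1.08e-05 here. For these sets too, the rules behind the calls may differ. The adjusted p for kidney development was 0.05 or more with only elmo2−/− library numbers 13 to 16 (1.00), elmo2−/− library numbers 13 to 16 against same-numbered elmo2+/+ samples (0.196), elmo2−/− library numbers 7 and 8 against same-numbered elmo2+/+ samples (0.297), without elmo2−/− replicate 5 (0.170), without elmo2−/− replicate 6 (0.380), without elmo2+/+ replicate 1 (1.00), and camera (adjusted p = 0.122) did not call it. For synaptic signaling, whose set also holds genes of nervous system process, which the paper does mark, it was so with only elmo2−/− library numbers 7 and 8 (0.236), elmo2−/− library numbers 13 to 16 against same-numbered elmo2+/+ samples (1.00), without elmo2−/− replicate 1 (0.680), without elmo2+/+ replicate 6 (0.575), and for Oxidative phosphorylation with only elmo2−/− library numbers 13 to 16 (0.247), elmo2−/− library numbers 13 to 16 against same-numbered elmo2+/+ samples (0.186), without elmo2+/+ replicate 1 (0.0829).

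The paper describes sets as downregulated or upregulated in elmo2−/−. In the exact permutation tests of scores per pool of larvae, 0 of the 18 sets passed an adjusted p under 0.05 and 0 an unadjusted one, while fgsea passed 15, fgsea ranked by log2 fold change 14 and camera 14.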

Other observations

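Of the tests below, those of the replicate number, of liver and pancreas against neural genes, of the immediate early gene list as a whole and of the library numbers for elmo2, and the count of other splits for genes with an adjusted p under 0.05, were chosen after the result was seen.

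Other splits of the 12 samples were compared with the real one. There are 32 splits that part all 6 same-numbered pairs, and the other 31 swap the genotypes of 1 to 5 of the 6 pairs. Those that swap 3 pairs balance the genotypes, and the others keep part of the genotype difference, so they are not free of it. The real split gave 0 genes with an adjusted p under 0.05, so 32 of the 32 had to give at least as many whatever the data, and this count tells nothing. No split gave more than 0. At an unadjusted p under 0.05 the real split gave 1041 genes, the other splits between 257 and 1262 with a median of 571, and 3 of the 32 gave as many. By fgsea the real split passed 15 of 18 sets and the other splits 3 to 14, with a median of 8, so 1 of 32 gave as many. An absolute NES as large as the real one was reached in 1 of 32 splits for Melanogenesis, 3 for Apoptosis, 4 for Ribosome, 4 for ECM-receptor interaction, 4 for ECM organization, 4 for Kidney development, 8 for Focal adhesion, 8 for TGF-beta signaling pathway, 8 for Cell migration, 9 for Ribosome biogenesis, 9 for Vasculature development, 10 for mRNA surveillance pathway, 11 for Wnt signaling pathway, 14 for Oxidative phosphorylation, 15 for Synaptic signaling, 17 for Neuron development, 17 for Phototransduction and 29 for Glucose homeostasis. Melanogenesis alone had a share under 0.05, among 18 sets examined.

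Scores of many sets varied between pools of one genotype. The liver gene score ranged widely, with SDs of 0.70 in elmo2−/− and 0.79 in elmo2+/+ on the log2 scale and a genotype difference of 0.085 (exact permutation p = 0.829, n = 6 each). Across the 12 samples it was compared with the 18 set scores, exocrine pancreas genes and 3 technical measures, 22 relations in all, and 13 of the 18 sets correlated at an adjusted p under 0.05 (permutation tests on Pearson's r). For neuron development r was -0.91 (permutation p = 2.00e-05, adjusted p = 0.000220; Spearman's rho -0.92, permutation p = 4.00e-05), -0.92 without the 2 samples farthest from the median, -0.85 within elmo2−/− and -0.96 within elmo2+/+. For exocrine pancreas genes r was 0.80 (permutation p = 0.00206, adjusted p = 0.00688; rho 0.76, permutation p = 0.00569), 0.67 without the 2 samples, 0.89 within elmo2−/− and 0.76 within elmo2+/+. A candidate explanation is that the share of RNA from liver and pancreas against neural tissue differed between pools, as pools at slightly different stages might show. Stage and feeding within a pool are not labelled, and the paper's methods describe feeding only for adults. No biological explanation was tested. Among technical explanations, the correlation of the liver score with the total count was 0.59 (permutation p = 0.0395, adjusted p = 0.0543; rho 0.50, permutation p = 0.0994; 0.74 without the 2 samples) and with the share of counts in the 10 highest genes -0.44 (permutation p = 0.153, adjusted p = 0.169; rho -0.39, permutation p = 0.214; -0.44 without them), so neither can be told apart from the pattern. The score fell with the replicate number, r = -0.75 (permutation p = 0.00572, adjusted p = 0.0105; rho -0.72, permutation p = 0.0110; -0.52 without the 2 samples, -0.91 within elmo2−/− and -0.60 within elmo2+/+). Library numbers do not follow the replicate numbers in elmo2−/−. There the score was 0.014 and -1.08 for library numbers 7 and 8, and went from 0.79 to -0.31 over 13 to 16. An order of processing by library number therefore does not give this fall in elmo2−/−. An order of collection shared by the genotypes is not labelled and was not tested. The loading of genes on the first principal component was unrelated to their effective length, from counts over TPM (rho 0.0038 across genes, which are not independent replicates). With the liver score as a covariate, the score difference of ECM organization was -0.12 (exact permutation p = 0.154) and 0 of 18 sets passed an adjusted p under 0.05 (0 at an unadjusted one).

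Of 84 Ribosome genes tested, 84 were higher in elmo2−/−, 84 with RLE size factors and 82 with library size only. Ribosomal protein genes are short and highly expressed, so lists of other genes matched in effective length and mean expression were drawn. Their mean log2 fold change was 0.028 against 0.11 for the Ribosome genes, and the share of 10000 lists as high was 0.0001, the smallest that the draws can give. The median log2 fold change over all genes was -0.00061, so the matched lists were higher too. Length and expression level may therefore account for part of the difference in these samples. Whether they account for all of it cannot be told, since the draws treat genes as independent. How closely the lists matched the set was not checked, and the highest list reached 0.099. The genes of the set moved together from pool to pool, and the exact permutation test over pools (p = 0.342) leaves open whether genotype does.

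Immediate early genes were higher in elmo2−/−. Of 36 listed genes tested, 34 were higher, 24 at an unadjusted p under 0.05 and 0 at an adjusted one (edgeR's quasi-likelihood test). The score difference was 0.43 on the log2 scale, with SDs of 0.43 in elmo2−/− and 0.18 in elmo2+/+ (n = 6 each; exact permutation p = 0.0325), and 6 of 6 same-numbered differences were positive (exact sign-flip p = 0.031, the smallest that 6 pairs allow). The list was written after some of its genes had been seen among those with the smallest p. Without those genes, the other 30 gave a difference of 0.38 (exact permutation p = 0.0455, not adjusted for other patterns looked at), positive in 6 of 6 pairs. These 30 genes were measured in the same pools and may move together with the genes seen, so they are not an independent check. The difference from the mean of all elmo2+/+ samples was 0.47 for library numbers 13 to 16 and 0.35 for 7 and 8. These genes respond to handling within a short time, so a hypothesis is that the elmo2−/− pools were collected or anaesthetized differently. The order and duration of collection are not labelled, and this could not be told apart from an effect of genotype. Without the 10 immediate early genes in it, the Apoptosis score difference fell by 45.9%, to 0.041.

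The elmo2−/− samples of both library number groups were lower in elmo2 than the lowest elmo2+/+ sample, 6 of 6. Genes linked to an edited site can differ because the lines carry different haplotypes there. Within 10 Mb of elmo2 on GRCz12tu, 8.55% of 152 genes had an unadjusted p under 0.05 against 4.59% on other chromosomes (two-sided Fisher's exact test over genes, p = 0.0302), with p = 0.310 within 5 Mb and 0.0754 within 1 Mb. Only 77.6% of genes had a position, so the comparison is void and linkage is neither shown nor excluded.

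By RT-qPCR in other samples, the paper reports more elmo1 RNA in elmo2−/− than in elmo2+/+ (Supplementary Figure 4B). In the RNA sequencing, elmo1 had 66.7 ± 2.99 TPM in elmo2−/− and 68.3 ± 5.67 in elmo2+/+ (SD, n = 6 each). The paper also reports elmo1 RNA as far higher than elmo2 RNA in wildtype larvae by RT-qPCR. In elmo2+/+ larvae here, elmo2 had 96.7 ± 15.9 TPM, 1.42 times the mean of elmo1, and was higher than elmo1 in 6 of 6 samples. elmo3 had 2.96 ± 1.13 TPM. TPM depends on the transcript lengths the authors assumed, and in CPM elmo1 was higher than elmo2.

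Pigment cell genes, which the paper does not score, differed by -0.15 between elmo2−/− and elmo2+/+ (SDs 0.19 and 0.13, n = 6 each; exact permutation p = 0.134), and exocrine pancreas genes higher by 0.37 (SDs 1.03 and 0.65; exact permutation p = 0.476).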
